# Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist

**DOI:** 10.3389/fimmu.2025.1666789

**Published:** 2025-11-04

**Authors:** Jonathan V. Duong, Aqsa Motiwala, William J. Hotz, Landen Gozashti, Anthony D. Long, Alan G. Barbour

**Keywords:** infection tolerance, innate immunity, cell-autonomous immunity, interleukin-11, secretory leukocyte peptidase inhibitor, endogenous retrovirus, Nrf2, arginine

## Abstract

**Introduction:**

The white-footed deermouse *Peromyscus leucopus* is a primary reservoir for the agents of Lyme disease and other zoonoses in North America and manifests infection tolerance for the bacteria, protozoa, and viruses it hosts. In previous in vivo studies, *P. leucopus* and *Mus musculus* differed in the degree of sickness and profiles of biomarkers after exposure to a bacterial lipopolysaccharide, a TLR4 agonist.

**Methods:**

As an approach for assessing immunity of mammals in nature and for longitudinal studies of colony animals in the laboratory, we evaluated primary dermal fibroblast cultures of *P. leucopus* and *M. musculus* in their short-term responses to a TLR2 agonist lipopeptide using bulk and single-cell RNA-seq.

**Results:**

By single-cell RNA-seq, cultures of both species comprised at least two types of fibroblasts, which were further differentiated in their responses to TLR agonists. With continued passage, the mouse cell population lost viability, while the deermouse cell population spontaneously transformed into a cell line stably maintained under standard conditions. Bulk RNA-seq revealed distinctive profiles for deermouse and mouse cells in arginine metabolism gene expression, high baseline transcription of the antioxidant transcription factor Nfe2l2 (Nrf2) in deermouse fibroblasts, and the transcription of the aging-associated cytokine interleukin-11 in agonist-treated mouse fibroblasts but not deermouse fibroblasts. In the cultures of both species, there was increased transcription of several types of endogenous retrovirus (ERV) and transposable elements (TEs) after exposure to the agonist. The transcribed ERV/TE sequences in *M. musculus* cells were generally longer in length and had greater potential for translation than sequences in treated *P. leucopus* cells.

**Discussion:**

The results indicate the feasibility of this in vitro model for both laboratory- and field-based studies, and that inherent differences between deer mice and mice in cell-autonomous innate immune responses and ERV/TE activation can be demonstrated in dermal fibroblasts as well as the animals themselves.

## Introduction

As Hagai et al. noted, the immune system’s characteristics of both rapid divergence and high cell-to-cell variability “seem to be at odds with strong regulatory constraints imposed on the host immune response: the need to execute a well-coordinated and carefully balanced program to avoid tissue damage and pathological immune conditions” (1). To resolve this apparent paradox, established animal models, principally the house mouse *Mus musculus*, are commonly enlisted. But what if the question could be more profitably addressed using another species (2), such as one that, in its natural environment, thrives while persistently infected with microbes of trans-species transmission potential? Ideally, wild populations of the species would be accessible for field-based studies, and there would be vivarium-bred stock colonies available for laboratory-based studies.

Our nominee as an alternative to the house mouse for this question is the North American species *Peromyscus leucopus*, the white-footed deermouse (3, 4). Mouse-like in appearance and size, this and other deermice, such as *P. maniculatus*, belong to the family Cricetidae, along with hamsters, voles, and woodrats, and not the family Muridae, the taxonomic clade of laboratory mice and rats (5). *Peromyscus leucopus* is abundant in the eastern and central United States and found in a variety of environments. Closed colonies of genetically diverse stock exist at different institutions. As a foundation for forward and reverse genetics, as well as for bulk and single-cell RNA-seq, there are high-quality, chromosome-scale genome assemblies of both *P. leucopus* and *P. maniculatus*, with full annotation and millions of single-nucleotide polymorphisms and other variants that have been catalogued to date (6, 7).

Another rationale for choosing *P. leucopus* is its public health importance as a reservoir for several agents of human zoonoses. Besides the Lyme disease agent, *P. leucopus* is also a natural host for the obligate intracellular bacterium of anaplasmosis, the apicomplexan protozoan of babesiosis, and the flavivirus of Powassan viral encephalitis. Deermice may harbor a given pathogen at loads sufficient for transmission to a vector, but they are largely free of disability or discernible effects on fitness [reviewed in (8)]. Infected with the spirochete *Borreliella burgdorferi*, the principal agent of Lyme disease in North America, *P. leucopus* displays a few of the pathologic changes or inflammation observed in infected *M. musculus.*

This phenomenon is known as infection tolerance (9, 10), which is characterized by immunological and physiological adaptations that minimize the harm from a pathogen’s presence without necessarily reducing its burden. Infection tolerance by this definition subtly differs from “disease tolerance,” which can be thought of as the ability of a host to survive or maintain fitness despite experiencing disease symptoms or pathology (11–13). Disease tolerance is a concept that places more emphasis on damage mitigation and repair mechanisms. Whether we interpret a finding as tolerance of infection or of disease, the phenomenon may have relevance for studies of aging. *Peromyscus leucopus* has a maximum longevity that is two to three times longer than that of *M. musculus* (14, 15). Infection tolerance and greater longevity for their body sizes are characteristics that *P. leucopus* has in common with some bats (16, 17).

These distinctions between deermice and mice inspired our comparative studies of these representatives of two rodent genera. The experimental study design was to induce a host response to a microbial product (18), specifically bacterial lipopolysaccharide (LPS), which is a Toll-like receptor 4 (TLR4) agonist and known to elicit acute systemic inflammation (19, 20). Thus, treated *P. leucopus* had profiles of genome-wide RNA-seq of the blood, spleen, and liver that distinguished it from treated *M. musculu*s. In general, the LPS-treated deermice displayed alternatively activated macrophage polarization rather than the expected classically activated mitigation of the effects of neutrophil activation and restrained type 1 and type 2 interferon responses. More specifically, *P. leucopus* was distinguished from *M. musculus* by an inverted ratio of nitric oxide synthase 2 (Nos2) to arginase 1 (Arg1) transcription, remarkably high transcription of the Slpi gene for secretory leukocyte peptidase inhibitor (Slpi), and relatively diminished interferon expression.

For the present study of *P. leucopus* and *M. musculus*, we aimed to reduce the subject of the experiment to one that retains the characteristics of live animals, yet would also serve for studies of wild animals that could be captured and then released (21). Blood sampling from trapped and then released animals is an established procedure for the study of the immunology or physiology of animals in nature (18). However, assays of whole blood or serum are limited to what a single volume of blood can provide and nothing more. If the spleen is the tissue (22), the capture is a terminal event for the animal. For field and laboratory work on Lyme disease, a specimen commonly obtained has been punch biopsies of ear skin tissue, which are then subjected to culture or quantitative PCR for *B. burgdorferi* bacteria (23, 24).

It occurred to us that this biopsied tissue could also be propagated *ex vivo* in the laboratory, thus allowing for a much expanded set of experiments with further rounds of multiplication. A critique would hold that a culture of cells of a tissue is not evaluable as to its “fitness,” as one could for the organisms themselves in an ecology or evolutionary biology context. From this perspective, a tissue culture cannot manifest infection tolerance per se. However, because infection tolerance is characterizable by specific adaptations (25), some of which are of the measurable sort with isolated tissues or cells, there is justification for proposing primary cultures as *in vitro* correlates of a phenomenon that applies primarily at the organismal or population level.

As a proof-of-principle for *Peromyscus*, we cultivated primary dermal fibroblasts obtained from the ears of heterogeneous stock *P. leucopus* or outbred *M. musculus* in a laboratory setting. Low-passage cultures of skin cells were then exposed to either TLR2 agonist or buffer alone. TLR2, as a heterodimer with TLR1, is the pattern recognition receptor (PRR) for pathogen-associated molecular pattern (PAMP) represented by the bacterial lipoproteins of *B. burgdorferi* (26). The resultant specimens were subjected to bulk and single-cell RNA-seq, for which the reference sets were genome-wide protein-coding sequences of *P. leucopus* and *M. musculus*, as well as full sets of endogenous retrovirus-derived elements of each species (27). We also characterized a spontaneously transformed line of *P. leucopus* dermal fibroblasts that continued in its capacity for proliferation long after an analogous *M. musculus* fibroblast line had ceased to replicate.

## Results

### Primary cultures and serial passages

For these experiments, full-thickness samples of freshly excised ears of euthanized *P. leucopus* or *M. musculus* animals were cultivated in a type of medium and under conditions long used for primary fibroblast culture (28). There was no attempt to preserve the spatial characteristics of skin tissue through the addition of growth factors or other supplements. The oxygen concentration was that of an incubator with 5% CO_2_ and at sea level without any adjustments to limit oxidative stress (29). Cells of the original cultures and then of subsequent passages were aliquoted and frozen, thereby preserving the history of the two lineages. Examples of early passage cells from *P. leucopus* and *M. musculus* in culture are shown in **Figure 1**. Successful cultivation of *P. leucopus* dermal fibroblasts was also achieved with single 2-mm punch biopsies of the ears of animals.

**Figure 1:**
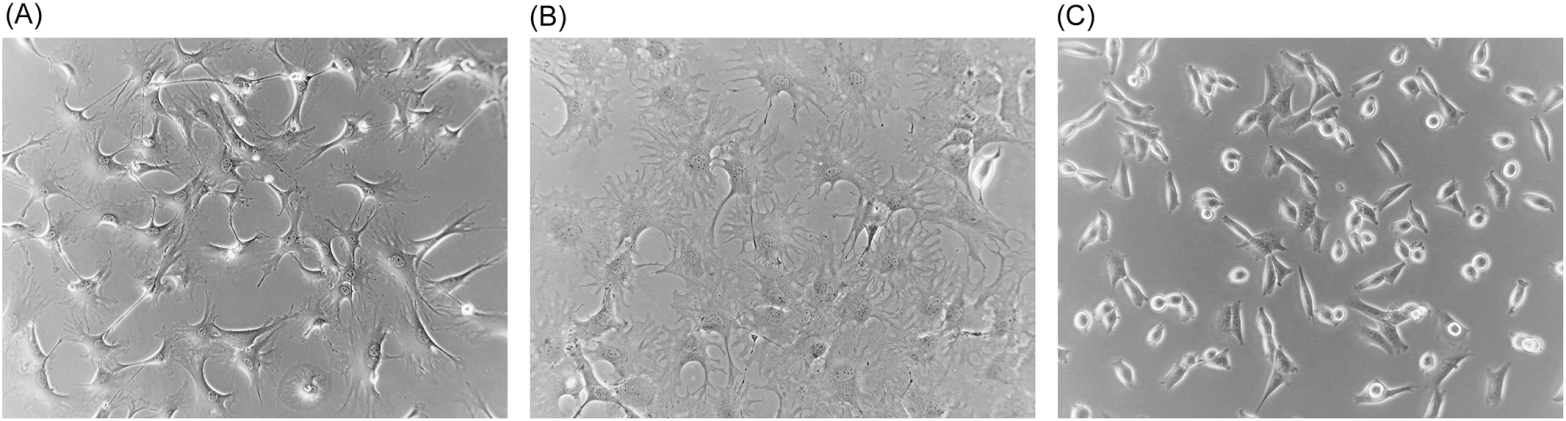
Phase microscopy photographs of cultures of dermal fibroblasts of *Mus musculus* **(A)** and *Peromyscus leucopus* **(B, C)**. **(A, B)** Second passage cells of each species, and **(C)** high passage (P47) transformed cells. Magnification, ×150.

In their initial cultures, *M. musculus* cells were confluent on the bottom of the dishes by day 5 to 7, while the *P. leucopus* cells at the same starting inoculum achieved that state only by day 10 to 12. Doubling times for early passage populations of *P. leucopus* cells and *M. musculus* cells were ~56 and ~28 h, respectively. By passage 16 (or ~70 doublings), the time for the *M. musculus* cultures to reach confluency had lengthened to 10–14 days, with a doubling time the same as the *P. leucopus* population at that point. Within a few more passages, the *M. musculus* cells failed to adhere and growth further slowed. The emergence of an established cell line, as can occur with the cultivation of mouse embryo cells (30), was not observed.

Under the same cultivation conditions, by passage 20 (~86 doublings), the time to confluency for *P. leucopus* cells to reach confluency was only 6–8 days, which corresponded to a doubling time of 14 h. Thereafter, the *P. leucopus* cells grew at this higher rate through more than 47 serial passages with no signs of abnormalities in adherence and growth noted for the mouse cells. This apparent adaptation of the *P. leucopus* cells to *in vitro* life was accompanied by a change in cell morphology; they became shorter and more rounded with fewer extensions while retaining their adherence capacity (**Figure 1**). The *P. leucopus* dermal fibroblast culture was considered “spontaneously transformed” thereafter (31).

### Bulk RNA-seq

For the experiments with the lipopeptide TLR agonist Pam3CSK4, the sources of tissue for *in vitro* cultivation were five adult outbred LL stock *P. leucopus* (three females and two males) and five adult outbred CD-1 *M. musculus* (three females and two males) (**Supplementary Table S1**). 

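The data of this experiment were RNA-seq libraries of second-passage ear skin fibroblast cultures from 10 animals, *P. leucopus* animals 1 to 5 and *M. musculus* animals 6 to 10. Each culture gave 3 libraries: a control and cells exposed for 4 h to 1 or 10 µg/mL of Pam3CSK4, a synthetic triacylated lipopeptide recognized by Toll-like receptor 2. This gave 5 libraries per condition and 15 per species, and wells of the same animal's culture were paired. The authors prepared stranded poly(A) mRNA libraries, trimmed the 150-nt paired-end reads with Trimmomatic, aligned them to the coding sequences (CDS) of each species in CLC Genomics Workbench, and gave the values as TPM. The tables used here held 22761 CDS for *M. musculus*, with the first listed isoform per gene, and 22667 for *P. leucopus*, and TPM summed to the same total in every library. TPM multiplied by coding length came out as whole multiples of the value of 1 read in 100.0% of the CDS with up to 1000 reads, within 0.01 of a read, so the reads assigned to CDS were recovered for each library. These were 77478866 to 95232810 reads (median 87430205) in the *M. musculus* controls, 73766921 to 109766228 (median 91645306) at 1 µg/mL and 75219188 to 100615754 (median 86574570) at 10 µg/mL. For *P. leucopus* they were 66033455 to 81571858 (median 79912449) in controls, 64247531 to 85039038 (median 75031074) at 1 µg/mL and 70372551 to 90520744 (median 78968645) at 10 µg/mL. These counts are of reads assigned to CDS, and the paper's read numbers are of all reads sequenced. At these depths 1 read on a CDS of 1 kb stood for 0.0100 to 0.0187 TPM. The 10 most abundant CDS took 10.2% to 15.1% of a library's reads.

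Genes were tested on log2(TPM + 0.1) with limma, over CDS with a mean TPM of at least 1 in the 15 libraries of a species, with the animal as a block because treated and control cells came from the same culture. A gene was called at an adjusted p under 0.05 and at least a 2-fold change. The difference of the responses between species was tested with limma on each animal's log2 ratio of 1 µg/mL to control, for CDS whose name stood once in both tables. Levels between species were compared as the ratio of a gene's TPM to the Gapdh TPM of the same library, as in the study, with two-sided exact permutation tests of 5 animals against 5, for which 0.0079 is the smallest p. These p-values were adjusted over the 17 genes of Figures 3 to 5, 7 and Supplementary Figure S5, or over the genes of Table 1. The tables of the species were normalized separately, so levels between species rest on the reference gene. In the controls Gapdh was at 3320 ± 487 TPM (SD, n = 5) in *M. musculus* and 1890 ± 250 in *P. leucopus*, whereas Actb was at 3950 ± 1300 and 9740 ± 2010, so the choice of the reference moves every such comparison in the same direction.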

Second passage (P2) cultures (~16 doublings) at 80%–90% confluency were split into three and, then after growth for 24 h, subjected to the following exposures for 4 h: no treatment control or the lipopeptide TLR2 agonist Pam3CSK4 at 1 or 10 µg/mL. The cDNA libraries were mRNA-stranded and yielded ranges of 1.03–1.42 × 10^8^ paired-end 150 nt (PE150) reads for the 15 P*. leucopus* samples and 1.25–1.63 × 10^8^ reads for *M. musculus*. Reference sets were the protein-coding sequences (CDS) of the genome of a female *P. leucopus* of the LL stock and the reference C57BL/6 genome of a female *M. musculus.* As a consequence of the more comprehensive isoform annotation for the mouse genome to that point, there were four times as many CDS sequences listed for *M. musculus* as for *P. leucopus*. Accordingly, for comparability, the first listed isoform for *M. musculus* was used for the reference set, resulting in non-redundant CDS sets of 22,760 for *M. musculus* and 22,654 for *P. leucopus* (Dryad **Tables D1** and **D2**).

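Genes of the fibroblast matrix and cytoskeleton were among the most abundant transcripts of the control cultures in both species. The type I collagen gene Col1a1 stood at 3990 ± 1250 TPM (SD, n = 5 animals) in *M. musculus* and 5940 ± 2160 TPM in *P. leucopus*, and Vim, the intermediate filament gene of mesenchymal cells, at 3460 ± 540 and 5250 ± 290 TPM. Tlr2, the receptor gene for the agonist, was at 13.0 ± 5.41 TPM in *M. musculus* and 4.66 ± 3.06 TPM in *P. leucopus* controls. Over all CDS, 12165 ± 178 (SD, n = 15 libraries) had a TPM of at least 1 in a *M. musculus* library and 11984 ± 176 in a *P. leucopus* library. The numbers with a TPM of at least 10 were 8155 ± 279, or 35.8% of the CDS of *M. musculus*, and 8040 ± 479, or 35.5% of those of *P. leucopus*, a difference smaller than the spread between libraries. At a TPM of at least 100 there were 1545 ± 56.2 and 1586 ± 89.6 CDS, and at least 1000 TPM was reached by 180 ± 4.47 and 164 ± 10.9 CDS, in the same order. By the mean over the 15 libraries of a species, 8260 CDS of *M. musculus* and 8218 of *P. leucopus* had a TPM of at least 10.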

Distributions of log-transformed TPM values by cumulative count of genes were similar between species (**Supplementary Figure S1**). There were 14,979 genes in common to both species that met the criterion of TPM ≥10 in at least one of the individual 30 samples (Dryad **Table D3**). 

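The tables of the species shared 14958 CDS names, of which 14906 stood once in each. Shared genes included the cytokine gene Il6 and the chemokine gene Cxcl1, the inflammatory genes Nos2 and Tlr2, and the reference gene Gapdh. Among the 14906, a TPM of at least 10 was reached in at least 1 of the 30 libraries by 8954 genes, and in at least 1 library of each species by 7390. A mean TPM of at least 10 in both species was found for 6498 genes. Of the *P. leucopus* table, 137 CDS carried a name that stood more than once and were left out of comparisons between species. Names with a suffix for a copy, such as Fth1-1 or Mx2-like-1 in *P. leucopus*, had no partner of the same name in the *M. musculus* table and are not among the shared genes.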

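Exposure to 1 µg/mL of Pam3CSK4 for 4 h raised chemokine and cytokine genes in the fibroblasts of both species. In *M. musculus* the genes with the largest rises were Nos2, the inducible nitric oxide synthase, with a log2 fold change of 9.14 (SE 0.21, adjusted p = 9.73e-13 from limma, 5 of 5 animals), the granulocyte-macrophage growth factor Csf2 at 7.85 (SE 0.26), the neutrophil chemokine Cxcl2 at 7.06 (SE 0.30) and the granulocyte growth factor Csf3 at 6.75 (SE 0.20). Cxcl10, Ccl20 and the guanylate-binding protein Gbp5 followed at 6.09, 6.02 and 5.98, then Gpr84, given below, and Lif and Serpinb2 at 5.12 and 4.91. In both species this order is among called genes with a gene symbol and a mean TPM of at least 10 that changed the same way in all 5 animals. In *P. leucopus* the largest rises were in the chemokines Ccl20 at 9.50 (SE 0.53, adjusted p = 2.74e-07 from limma, 5 of 5 animals), Cxcl2 at 9.18 (SE 0.47) and Cxcl1 at 8.24 (SE 0.22), and in Csf3 at 8.92 (SE 0.33). The acute-phase gene Saa3-1, the TNF-induced gene Tnfaip2, the adhesion receptor Selp, the ubiquitin-like modifier Ubd and the GTPase Iigp1b-2 rose by 7.83, 7.65, 7.59, 7.58 and 7.39. Tlr2 itself rose in both species, by 3.25 (SE 0.07) in *M. musculus* and 4.13 (SE 0.34) in *P. leucopus*.

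The genes that fell changed less. In *M. musculus* the water channel gene Aqp5 fell by 2.56 on the log2 scale (SE 0.12), the Wnt ligand gene Wnt16 by 2.51 (SE 0.09) and the natriuretic peptide receptor gene Npr3 by 2.16 (SE 0.12), with Hrct1, Mmp11 and Erg at -1.89, -1.69 and -1.61. In *P. leucopus* the Wnt receptor gene Fzd8 fell by 1.83 (SE 0.13, adjusted p = 1.90e-06 from limma), with Rgs4, Rdh10, Lbh, Phldb2 and Deptor at -1.68, -1.44, -1.36, -1.35 and -1.35. These 5 *P. leucopus* genes were not called without the animal as a block, and Deptor was also not called without any of animals 1 to 4. In *M. musculus* 417 genes were called higher and 195 lower of the 12308 tested. In *P. leucopus* 484 were higher and 122 lower of 12210. The number lower in *P. leucopus* depended on the settings more than the number higher. There were 369 higher and 28 lower without the animal as a block, and 426 and 56 with a pseudocount of 1. Over genes with a mean TPM of at least 10 there were 302 and 27.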

There was also similarity between species in the log–log plots of *p*-values and fold changes of paired samples; for both species, the number of DEGs with higher transcription after agonist exposure was greater than the number of DEGs with reduced transcription post-exposure (**Figures 2A, B**). 

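No gene was called between the doses in *M. musculus*, and 1 gene was called between them in *P. leucopus*. That gene was Nlrp3, which encodes the sensor protein of an inflammasome. In *P. leucopus* its TPM was 0.0168 ± 0.0376 (SD, n = 5) in controls, 1.65 ± 0.907 at 1 µg/mL and 5.48 ± 3.41 at 10 µg/mL, a log2 change from 1 to 10 µg/mL of 1.60 (SE 0.18, adjusted p = 0.0418 from limma, 5 of 5 animals). It was not called without animal 1, 3, 4 or 5, without the animal as a block, or with a pseudocount of 0.01. In *M. musculus* limma called 0 of 12308 genes between the doses, and 592 had an unadjusted p under 0.05, where 615 were expected by chance. In *P. leucopus* 4087 of 12210 genes had an unadjusted p under 0.05, where 610 were expected. The squared correlation (R²) of log10(TPM + 0.1) between the doses, across CDS with a mean TPM of at least 10, was 0.9936 on average over the 5 *M. musculus* animals, with a range from 0.9894 to 0.9948. It was 0.9589 over the 5 *P. leucopus* animals, with a range from 0.8797 to 0.9952 (exact permutation test between species, two-sided, p = 0.13). Within *P. leucopus* the values were 0.9834, 0.9945, 0.9418, 0.9952 and 0.8797 for animals 1 to 5. CDS are not independent replicates, and these correlations describe single pairs of libraries.

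**Figure D1:**
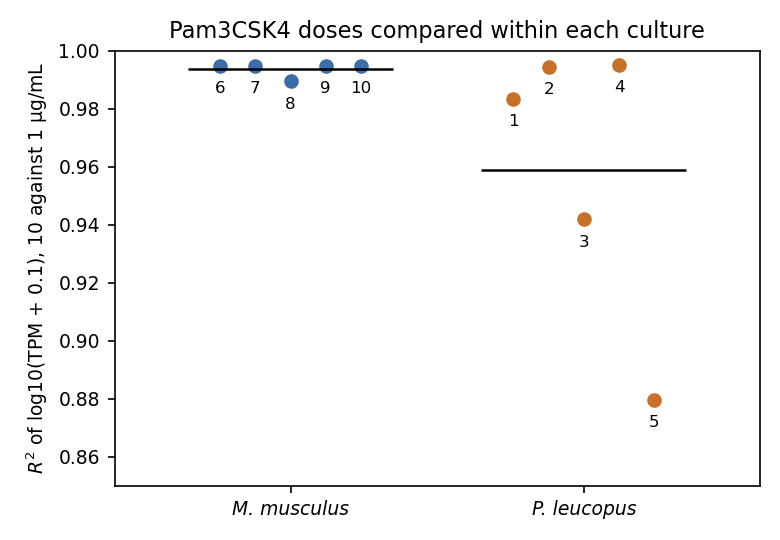
R² of log10(TPM + 0.1) between the 10 and 1 µg/mL libraries of each animal (numbered points), by species, with the mean of the 5 animals as a line. The vertical axis starts at 0.85. The *M. musculus* animals lie between 0.9894 and 0.9948, and *P. leucopus* animals 3 and 5 lie lowest, at 0.9418 and 0.8797.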

The mean coefficients of determination (*R* ^2^) values in log-transformed reads by CDS between paired values for the 1- and 10-µg per mL concentrations were 0.994 (0.992–0.996) for *M. musculus* and 0.964 (0.927–1.00) for *P. leucopus* (*p* = 0.15), indicating low to negligible dose effect within the 10-fold range of the study (Dryad **Tables D1** and **D2**). Unless otherwise noted, comparisons with paired controls were done with cells exposed to the 1-µg/mL concentration, as likely more representative of the tissue environment in the *B. burgdorferi*-infected skin of *P. leucopus* reservoir hosts.

**Figure 2:**
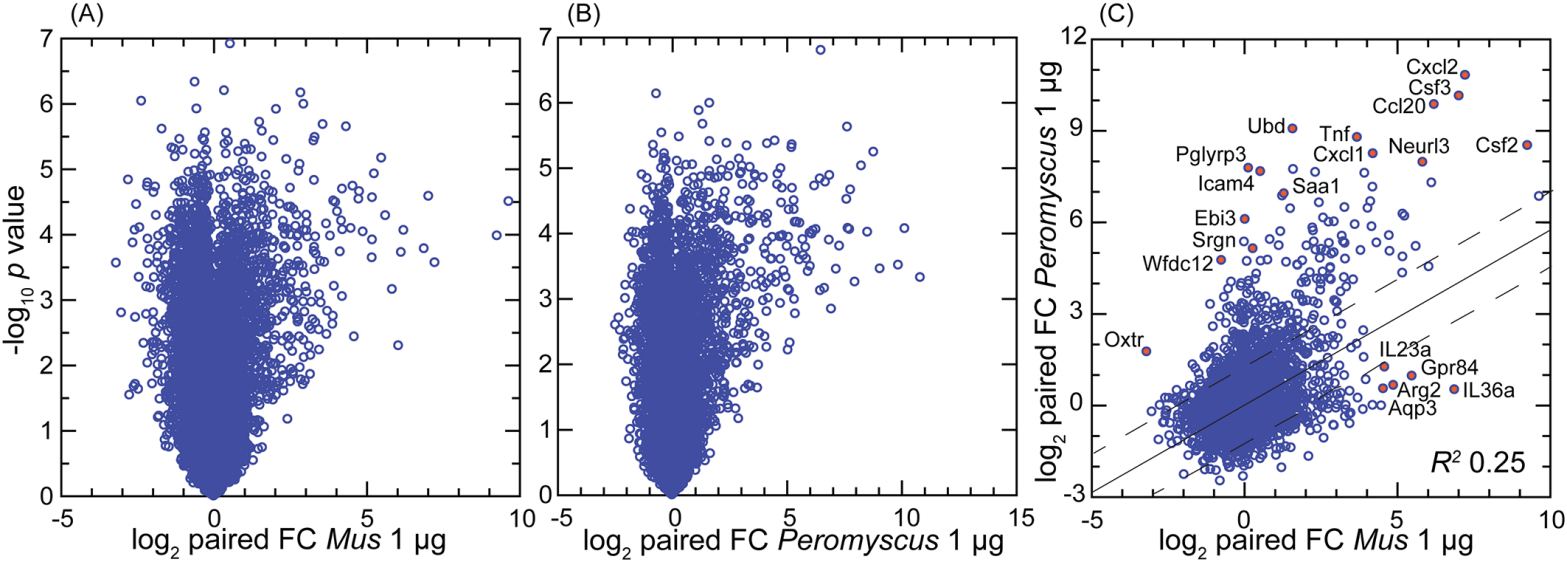
Volcano plot **(A, B)** and scatter plot **(C)** of treatment-to-control fold-change (FC) values from genome-wide bulk RNA-seq of primary dermal fibroblasts of *Mus musculus* **(A)** and *Peromyscus leucopus* **(B)**. The treatment was 1 µg/mL of Pam3CSK4 lipopeptide for 4 h. **(A, B)** Log_10_-transformed paired *t*-test *p*-values are plotted against log_2_-transformed FC for 13,243 *M. musculus* CDS and 12,938 *P. leucopus* CDS with mean TPM ≥10 across all samples. By the criteria of, first, FC ≥2 or ≤0.5 and, second, *p*-value <0.001 (FDR < 0.0025), there were 149 downregulated differentially expressed genes (DEGs) and 261 upregulated DEGs for *M. musculus* **(A)** and 58 downregulated DEGs and 300 upregulated DEGs for *P. leucopus* **(B)**. **(C)** The log_2_-transformed FC values for each species for 14,979 CDS in common are plotted against each other. The linear regression line with 95% confidence interval and coefficient of determination (*R^2^*) is shown. Selected CDS that were upregulated and differentially expressed for each are indicated by name and red fill. Data for analyses are in Dryad **Tables D1** **(B)**, D2 **(A)**, and D3 **(C)**.

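At the thresholds of Figure 2, an unadjusted p under 0.001, at least a 2-fold change and a mean TPM of at least 10, limma with the animal as a block gave 209 genes higher and 61 lower in *M. musculus*, and 294 higher and 23 lower in *P. leucopus*. A paired test gene by gene gave 152 and 49 in *M. musculus* and 224 and 17 in *P. leucopus* on log2(TPM + 0.1), and 81 and 19 and 87 and 4 on linear TPM. Over the study's number of CDS in place of the mean TPM of at least 10, chosen after the values were seen, the test on log2(TPM + 0.1) gave 264 and 135 in *M. musculus* and 319 and 55 in *P. leucopus*. That number takes in CDS down to a mean TPM of 0.408 in *M. musculus* and 0.512 in *P. leucopus*, far below 10. Genes that rose in both species lead the shared response. At an adjusted p under 0.05 from limma, with 9552 genes tested in both species, 151 were higher in both, where 9.55 would be shared by independent lists, and 23 were lower in both, where 1.08 would be. Another 109 genes were called higher in *M. musculus* alone and 200 in *P. leucopus* alone, which does not test whether the responses differed. The pair of species moved in opposite directions for 10 genes. Rnf122, which encodes a ubiquitin ligase, had log2 fold changes of 3.29 in *P. leucopus* and -1.10 in *M. musculus*, the growth factor gene Bmp4 1.74 and -1.10, and the IL-31 receptor gene Il31ra 1.61 and -1.10. Fibin, Avpr1a, Plekha4, Plcl1 and Pag1 also rose in *P. leucopus* and fell in *M. musculus*, whereas Gdf5 and Rasl12 rose in *M. musculus* and fell in *P. leucopus*. These 10 were named after their values were seen. Across the 6498 genes with a mean TPM of at least 10 in both species, the R² of the mean log2 fold changes between species was 0.503, with an SD of 0.047 over the 25 pairs of a *P. leucopus* and a *M. musculus* animal. Genes are not independent replicates, so no p is given. At a mean TPM of at least 1 the R² was 0.425.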

For the genome-wide RNA-seq for *M. musculus*, it was possible that our choice of the top-listed isoform, i.e., instead of all isoforms for the reference set, and which was done for the sake of comparability with the *P. leucopus* reference set, introduced a design bias. To look for evidence of such an effect, we identified 13,786 genes of *M. musculus*, for which there were two isoforms represented in the mouse genome annotation. The sets of corresponding isoforms for the same gene were used separately as the references for aligning reads (Dryad **Table D7**). This analysis identified only a single gene, Gbp6, which encodes the interferon-inducible guanylate binding protein 6, as a DEG with FDR <0.05 that differed between isoform sets. In this case, it was RNA-seq with the second isoform set as the reference that missed this DEG call (**Supplementary Figure S2**). From this, we concluded that it was not likely that the greater number of isoforms identified for *M. musculus* than for *P. leucopus* substantively biased the analysis one way or the other.

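Most measured interferon-stimulated, chemokine, NF-κB pathway, cytokine and antimicrobial genes were called higher at 1 µg/mL in both species. Of 38 interferon-stimulated genes, which encode antiviral effectors, 32 were measured in *P. leucopus* and all 32 were higher at 1 µg/mL, with a median log2 fold change of 2.66 (adjusted p = 1.83e-49 from camera). In *M. musculus* 24 of 33 were higher and none lower, with a median of 1.35 (adjusted p = 8.46e-16 from camera, adjusted p = 0.201 with an estimated correlation). Rsad2 rose by 7.09 in *P. leucopus* and 3.49 in *M. musculus*, and Ifit1 and Ifit3 by 3.24 and 3.20 in *M. musculus*. Of the chemokines, 15 of 16 were higher in *P. leucopus* (median 5.90, adjusted p = 5.72e-26 from camera) and 15 of 18 in *M. musculus* (median 3.31, adjusted p = 1.96e-17). Of 21 genes of the NF-κB pathway and its feedback, 19 were higher in *P. leucopus* (median 2.65) and 14 in *M. musculus* (median 1.59), including the inhibitors Nfkbia at 4.45 and 2.81 and Tnfaip3 at 4.08 and 3.54. Cytokines and colony-stimulating factors had 14 of 18 higher in *P. leucopus* and 14 of 20 in *M. musculus*, and antimicrobial and acute-phase proteins 12 of 14 and 8 of 14 (in *M. musculus* adjusted p = 9.58e-08 from camera, adjusted p = 0.0509 with an estimated correlation). The counts were the same when adjusted over the list alone.

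The test of the difference between species called 370 genes with a larger log2 ratio in *P. leucopus* and 275 with a larger one in *M. musculus*, of 10843 genes. Larger in *P. leucopus* were 20 of 32 interferon-stimulated genes (22 when adjusted over the list alone, none larger in *M. musculus*), 9 of 15 chemokines (10 over the list alone), 10 of 21 NF-κB pathway genes and all 4 interferon-inducible GTPases measured in both. By camera the adjusted p was 1.51e-10 for the interferon-stimulated genes and 2.83e-10 for the NF-κB pathway, but adjusted p = 0.379 and adjusted p = 0.265 with an estimated correlation. For the chemokines it was 0.00149, but adjusted p = 0.265 with an estimated correlation, and for the GTPases 0.00333, but adjusted p = 0.265. Cytokines went both ways: 12 of 22 were larger in *P. leucopus*, among them Tnf by 4.21 (SE 0.52) and Csf1 by 1.86 (SE 0.14), and 4 were larger in *M. musculus*, among them Il23a at -2.69 (SE 0.64). Among genes with a mean TPM of at least 10 over the 15 libraries of a species and animals that did not overlap between species, the largest differences toward *P. leucopus* were Icam4 at 6.81 (SE 0.41, adjusted p = 3.05e-06 from limma), Ubd at 6.51 (SE 0.72), Tnfaip2 at 6.06 (SE 0.48), the immunity-related GTPase Irgm1 at 5.48 (SE 0.40), Selp at 5.29 (SE 0.35) and Saa1 at 5.28 (SE 0.65). Toward *M. musculus* they were Gpr84 at -4.72 (SE 0.24, adjusted p = 1.14e-06 from limma), the arginase gene Arg2 at -3.97 (SE 0.38), Nos2 at -3.82 (SE 0.63), Adamts9 at -3.60 (SE 0.24), Lcn2 at -3.02 (SE 0.32) and Slc7a8 at -2.77 (SE 0.18). The Nos2 difference was -1.61 and not called with a pseudocount of 0.01.

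**Figure D2:**
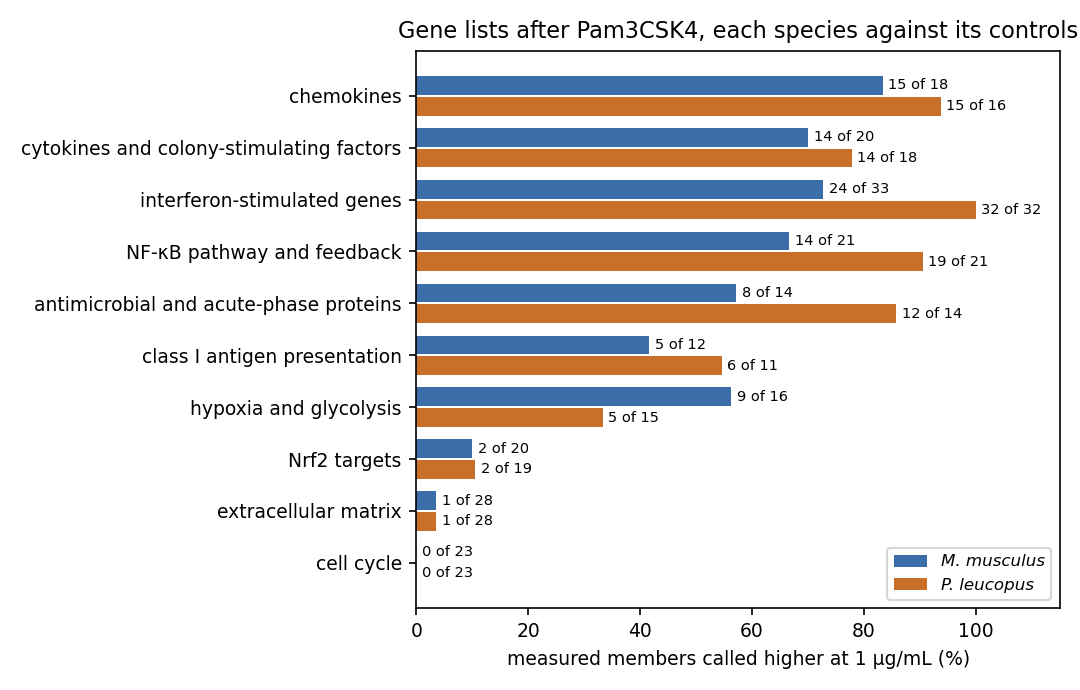
Share of the measured members of 10 gene lists called higher at 1 µg/mL of Pam3CSK4, for *M. musculus* (blue) and *P. leucopus* (orange), as bars in percent, with the counts beside them. All 32 interferon-stimulated genes were higher in *P. leucopus* and 24 of 33 in *M. musculus*, and no cell cycle gene was called higher in either.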

By the gauge of fold changes of treated over control for paired cultures, the deermouse fibroblasts had a higher number of upregulated DEGs than what was recorded for the mouse cells (**Figure 2**). Nearly identical results were found at the 10-µg/mL exposure for *M. musculus* (**Supplementary Figure S3**), showing evidence that the lower number of upregulated DEGS in *M. musculus* was not likely attributable to greater resistance of mouse cells to the agonist. 

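At 10 µg/mL in *M. musculus*, Gbp5, one of the 10 genes named for the largest rises at 1 µg/mL, rose by 5.53 on the log2 scale (SE 0.10), and Il11 rose by 2.77. In *M. musculus* 424 genes were called higher and 217 lower of 12308 against the same controls, and 15 of 33 interferon-stimulated genes were higher. In *P. leucopus* 453 genes were called higher and 723 lower, and 31 of 32 interferon-stimulated genes were higher. The genes called lower in *P. leucopus* had a median coding length of 1950, against 1344 for all tested. Their falls were uneven between animals. Over the 723 genes the median log2 change from 1 to 10 µg/mL was -0.51, -0.01, -0.95, -0.12 and -1.65 in animals 1 to 5. Without animal 5, 449 genes were higher and 262 lower, without animal 2 or 4 the number lower was 1149 or 1152, and with animals 1, 2 and 4 alone, chosen after the values were seen, 466 were higher and 165 lower. With each library scaled by its median log2 ratio to the mean library, 524 were higher and 399 lower, since the factors of the 10 µg/mL libraries of animals 1 to 5 were -0.05, 0.08, -0.11, 0.01 and -0.38. From results of *M. musculus* at this dose that it describes as nearly identical (Supplementary Figure S3), the paper reasons that a greater resistance of mouse cells was not a likely reason for their lower number of upregulated DEGs.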

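Ebi3, which encodes a subunit of interleukins 27 and 35, rose in the *P. leucopus* cells. Its TPM went from 0.0110 ± 0.0246 (SD, n = 5) in controls to 3.61 ± 2.19 at 1 µg/mL, a log2 fold change of 4.90 (SE 0.30, adjusted p = 5.98e-07 from limma, higher in 5 of 5 animals). In *M. musculus* it stood at 0.0962 ± 0.0921 and 0.134 ± 0.153 TPM, and the difference between the species' responses was 4.73 (SE 0.40, adjusted p = 1.53e-05 from limma). Oxtr, the oxytocin receptor gene, was near the limit of detection in *P. leucopus*, at 0.00259 ± 0.0058 TPM in controls and 0.115 ± 0.116 at 1 µg/mL, where at least 1 of the 5 libraries was at 0. In *M. musculus* it fell by 2.97 on the log2 scale (SE 0.22, adjusted p = 8.15e-08 from limma), from 3.57 ± 2.45 to 0.394 ± 0.397 TPM, and the responses differed by 3.88 (SE 0.39, adjusted p = 4.10e-05). Wfdc12, a WAP-domain protease inhibitor gene related to Slpi, was listed at 0 in all 5 *P. leucopus* controls and stood at 0.959 ± 0.385 TPM at 1 µg/mL. In *M. musculus* Wfdc12 was at 6.17 ± 3.67 TPM in controls and 3.57 ± 2.31 at 1 µg/mL, a log2 change of -0.79 that was not called. The responses differed (adjusted p = 6.87e-06 from limma), and no fold is given against values of 0.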

By this analysis, some genes of relevance to innate immunity that were upregulated in deermice cells but little if at all in mouse cells were Oxtr1 (oxytocin receptor) (32), Ebi3 (Epstein–Barr virus-induced gene 3) (33), and the protease inhibitor Wfdc12 (WAP four-disulfide core domain 12), which is homologous to Slpi (34). For *M. musculus*, two of the genes specifically upregulated in that species’ cells were Gpr84 (G protein-coupled receptor 84), which is a common loss-of-function allele among inbred strains mouse (35), and the gene for the cytokine interleukin-36A, which is known to be active in the skin (36).

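Gpr84, a receptor for medium-chain fatty acids on myeloid cells, had a TPM of 0.362 ± 0.21 (SD, n = 5) in the *M. musculus* controls and 16.7 ± 7.34 at 1 µg/mL. Its log2 fold change was 5.18 (SE 0.13, adjusted p = 1.30e-12 from limma, higher in 5 of 5 animals). In *P. leucopus* Gpr84 was at 0.0241 ± 0.0295 TPM in controls and 0.0684 ± 0.0207 at 1 µg/mL, levels of a few reads. Il36a rose in *M. musculus* from 0.116 ± 0.144 to 15.6 ± 15.0 TPM, a log2 fold change of 6.03 (SE 0.19, adjusted p = 1.69e-11). In *P. leucopus* it was listed at 0 in all 5 controls and was at 0.0302 ± 0.0675 TPM at 1 µg/mL, and the difference between the responses passed the test (adjusted p = 5.09e-06 from limma).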

By gene ontology (GO) term analysis of the DEGs for each species (**Supplementary Figure S4**), the responses of the deermouse and mouse cells were largely coherent, with the terms “innate immune response” (GO:0045087), “regulation of inflammatory response” (GO:0050727), and “inflammatory response” (GO:0006954) among the top 5 for each species and with *p*-values <10^−10^.

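Genes whose responses differed at least 10-fold between species numbered 31 with the larger fold change in *P. leucopus* and 9 with the larger one in *M. musculus*, of the 10843 tested (adjusted p under 0.05 from limma). Of the genes that Table 1 lists, 69 were tested, and 11 of these were among the 31 and 4 among the 9. The genes of Table 1 were chosen by the study on these samples, so their directions are not independent evidence. By levels relative to Gapdh, 74 of the 85 genes of Table 1 were in the tables of both species. Of these, Dpy19l2, Neurl3, Pglyrp3 and Ubd in controls and Dpy19l2 at 1 µg/mL had a mean under the pseudocount of 0.1 TPM in both species, where the ratio is that of Gapdh, and they were left out, a choice made after seeing the data. In the controls 65 of the remaining 70 were higher in the species that Table 1 gives, 39 of 43 for *P. leucopus* and 26 of 27 for *M. musculus*, and 32 by at least 10-fold. At 1 µg/mL 70 of 73 were, 44 of 46 and 26 of 27, and 63 by at least 10-fold. In both conditions the direction was taken from the side of Table 1 on which a gene stands. On the *P. leucopus* side, the paper's own control folds are below 1 for Icam4, Saa1, Srgn and Tnf. Srgn and Tnf were also lower in *P. leucopus* controls here, and yet count as outside the direction. The median fold of the *P. leucopus* genes was 5.19 in controls and 23.1 at 1 µg/mL, and that of the *M. musculus* genes was 17.7 and 21.8. Two-sided exact permutation tests of 5 animals against 5 had an adjusted p under 0.05 for 59 genes in controls, 35 higher in *P. leucopus* and 24 in *M. musculus*, and for 70 genes at 1 µg/mL, 45 and 25. With Actb in place of Gapdh, 38 genes were at least 10-fold apart in the given direction at 1 µg/mL. Of the genes whose test had passed with Gapdh, Cd40, Hpx, Il15, Irf7, Oas1, Plek, Rnf122, Slc2a6 and Traf1 then turned in controls, with mean natural-log differences of *P. leucopus* minus *M. musculus* from -0.88 to -0.02, and at 1 µg/mL so did Tyk, taken as the tyrosine kinase gene Tyk2, at -0.97 and Slc7a2 at -0.44. Genes that had not passed with Gapdh are not listed, and some of them turned too.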

Further differences between the species’ fibroblast cultures were apparent when the DEGs were categorized according to specificity for one species or another, defined here as a ≥10× difference between species in respective fold changes for a given gene (**Table 1** **;** **Supplementary Tables S3**, **S4**). 

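Pla2g2a, a secreted phospholipase that kills Gram-positive bacteria, was at 19.7 ± 15.2 TPM (SD, n = 5) in *P. leucopus* controls and 3670 ± 1420 at 1 µg/mL. Its log2 fold change was 7.84 (SE 0.56, adjusted p = 1.87e-06 from limma, 5 of 5 animals), and it was not analysed here for *M. musculus*. Pglyrp3, a peptidoglycan recognition protein gene, went from 0.0663 to 16.0 ± 4.44 TPM in *P. leucopus*, a log2 fold change of 6.64 (SE 0.28, adjusted p = 2.72e-08). In *M. musculus* it was at 0.00588 and 0.0154 TPM, and the responses differed by 6.53 (SE 0.29, adjusted p = 5.35e-07 from limma). Lcn2, the siderophore-binding lipocalin gene, was at 142 ± 136 TPM in *M. musculus* controls and 910 ± 536 at 1 µg/mL, a log2 fold change of 3.03 (SE 0.22, adjusted p = 6.87e-08). In *P. leucopus* Lcn2 was at 0.00666 and 0.00748 TPM, below the value of 1 read on a CDS of 1 kb. Fth1, the ferritin heavy chain gene, rose in *M. musculus* from 4180 ± 849 to 9600 ± 1770 TPM, by 1.21 on the log2 scale (SE 0.07, adjusted p = 8.49e-09). The *P. leucopus* table held no CDS named Fth1 alone, but the CDS named Fth1-1 was at 9190 ± 3120 TPM in controls and 8840 ± 3150 at 1 µg/mL, a log2 change of -0.07 (adjusted p = 0.602 from limma), and Fth1-like was at 292 ± 81.1 TPM. Near-identical ferritin copies may share reads.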

In the most discriminating cases, such as Pla2g2a (phospholipase A2, group IIA) and the PRR Pglyrp3 (peptidoglycan recognition protein 3) (37) of *P. leucopus* or Fth1 (ferritin heavy polypeptide 1) and the siderophore-binding Lcn2 (lipocalin 2) of *M. musculus*, the orthologous gene was not detectably transcribed in the comparison species. For some genes (e.g., Mx2 for *P. leucopus*), the distinctions between species were present under both control and treatment conditions, while for other genes (e.g., Il11 for *M. musculus*), the species difference was only noted for cells exposed to the agonist.

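Mx2, an interferon-induced dynamin-like GTPase gene with antiviral activity, was at 0.825% ± 0.612 of Gapdh (SD, n = 5) in *P. leucopus* controls and 0.034% ± 0.0162 in *M. musculus* controls, 20.0-fold higher in *P. leucopus* (two-sided exact permutation test, p = 0.0079, adjusted p = 0.012). With 1 µg/mL it was at 12.4% ± 8.84 and 0.191% ± 0.118, which is 62.6-fold apart (adjusted p = 0.01 from the same test). The *P. leucopus* table also held Mx2-like-1 and Mx2-like-2, at 1.58 and 0.494 TPM in controls and 29.5 and 22.0 TPM at 1 µg/mL, and near-identical copies may share reads with Mx2. Il11, an IL-6-type cytokine gene, was at 0.725% ± 0.391 of Gapdh in *M. musculus* against 0.184% ± 0.0421 in *P. leucopus* in controls and 2.97% ± 1.71 against 0.122% ± 0.0184 at 1 µg/mL. These are 3.4-fold higher in *M. musculus* in controls (two-sided exact permutation test, p = 0.0079, adjusted p = 0.012) and 20.2-fold at 1 µg/mL (adjusted p = 0.01). With reads in place of TPM, an alternative chosen after seeing the data, the folds were 1.73 in controls, where the call was lost (exact permutation test, adjusted p = 0.12), and 10.3 at 1 µg/mL (adjusted p = 0.0096). The paper reports an error in the annotated coding sequence of *P. leucopus* Il11. TPM depend on the coding length, so the Il11 folds on TPM are no exact sizes.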

**Table 1:** Differentially transcribed coding sequences of genes between *Peromyscus leucopus* and *Mus musculus* second passage dermal fibroblasts under conditions of no treatment (control) or treatment with the TLR2 agonist Pam3CSK4 at 1 µg/mL.

Higher transcription in *Peromyscus* (P) than *Mus* (M)					Higher transcription in *Mus* than *Peromyscus*				
CDS	FC P/M cont.	P/M *t*-test *p* cont.	FC P/M Pam3CSK4	P/M *t*-test *p* Pam3CSK4	CDS	FC M/P cont.	M/P *t-*test *p* cont.	FC M/P Pam3CSK4	M/P *t-*test *p* Pam3CSK4
Arg1	14.6	6E−04	23.2	3E−04	Adamts9	2.20	2E−01	31.3	3E−04
Batf2	60.2	3E−06	113	4E−06	Aqp5	589	8E−09	73.9	2E−07
Bdkrb1	15.5	5E−07	14.8	4E−08	Arg2	5.65	2E−03	68.7	1E−05
Calhm5	4.56	2E−04	13.1	6E−07	Ass1	332	2E−06	1,032	6E−07
Casp1	12.8	7E−06	26.6	1E−06	Ch25h	0.66	1E−01	10.1	8E−07
Cd40	2.02	8E−02	13.1	7E−06	Chi3l1	80.5	2E−06	6.24	9E−03
Cmpk2	8.21	1E−03	25.8	8E−05	Cxcl11	2,862	2E-08	39.9	8E−04
Cxcl10	5.25	9E−04	12.6	7E−05	Cxcl5	15.7	5E−04	2.94	2E−04
Ddx60	13.3	5E−04	20.5	4E−06	Egln3	10.3	3E−03	11.8	4E−03
Dennd3	13.7	6E−06	48.4	3E−08	Ereg	28.8	3E−06	21.0	8E−05
Deptor	30.4	4E−06	27.2	6E−06	Fth1	43,525	1E−09	74,792	4E−10
Dpy19l2	14.6	4E−07	20.0	2E−07	Il11	1.92	6E−02	11.7	3E−05
Dtx3l	5.10	2E−06	16.2	2E−06	Il1rn	1,530	4E−07	84.0	2E−06
Hpx	3.35	2E−03	14.4	5E−04	Il36a	1.74	2E−01	142	6E−06
Icam4	0.96	9E−01	187	3E−10	Il4r	12.1	2E−06	2.70	1E−03
Ifi205	15.8	8E−06	41.8	1E−06	Il6	17.2	1E−05	1.75	1E−01
Il15	2.66	2E−03	18.6	1E−07	Ism1	4.09	5E−02	12.7	6E−04
Irf7	4.29	4E−03	13.2	5E−05	Lcn2	1,719	6E−07	12,898	8E−09
Irgm2	5.55	5E−05	43.7	6E−06	Lrig1	4.41	2E−04	20.8	3E−07
Kctd12	15.9	7E−09	17.4	2E−08	Lrrc17	90.5	3E−06	45.6	3E−06
Mmp12	4,372	9E−07	3,114	7E−07	Mmp3	11.1	4E−03	23.4	4E−04
Mx2	24.3	6E−05	66.9	5E−06	Mt1	18.9	1E−06	46.4	9E−08
Neurl3	5.31	2E−02	21.7	2E−04	Mt2	34.6	2E−05	20.6	9E−06
Oas1	10.3	2E−04	24.7	8E−06	Nos2	14.9	2E−03	26.1	3E−05
Pglyrp3	4.95	2E−02	1,243	2E−08	Rgs16	249	1E−06	640	6E−08
Pla2g2a	882	6E−08	222,063	5E−12	Saa3	172	2E−04	9.81	7E−06
Pla2g5	58.3	9E−07	281	7E−08	Sema7a	5.87	5E−03	12.0	5E−05
Plek	2.60	6E−02	18.4	8E−06	Serpina3f	13.7	2E−03	3.83	1E−02
Rcan1	9.90	1E−07	15.7	6E−07	Serpina3g	14.1	1E−03	4.98	3E−03
Rgs5	375	1E−06	364	2E−06	Serpina3i	37.1	2E−04	38.7	2E−04
Rnf122	1.68	5E−02	39.2	3E−08	Slco2a1	54.7	3E−04	123	5E−07
Rsad2	1.50	4E−01	23.0	7E−04	Slfn2	199	7E−11	683	7E−08
S100a8	15.5	4E−03	29.0	4E−05	Tnfsf11	1,465	3E−06	214	2E−07
Saa1	0.98	1E+00	57.7	7E−07	Tyk	7.50	5E−04	13.6	1E−03
Samd11	234	9E−11	97.8	3E−08	Wnt16	950	1E−07	164	6E−07
Selp	1.83	1E−01	78.3	1E−06					
Serpina3n	128	2E−05	1742	7E−06					
Slc2a6	2.99	3E−03	16.7	6E−08					
Slc7a2	14.7	3E−06	3.16	5E−03					
Sp110	104	3E−07	59.7	4E−08					
Srgn	0.45	4E−01	14.4	2E−04					
Stat4	323	2E−06	1,359	5E−08					
Tm4sf19	17,238	9E−12	6,108	7E−09					
Tnf	0.34	5E−03	19.3	1E−04					
Tnfaip6	4.85	2E−05	20.5	6E−08					
Tnfsf18	50.3	4E−04	781	2E−06					
Tnfsf4	12.3	4E−04	79.7	1E−05					
Traf1	2.57	3E−02	25.4	2E−07					
Trim30d	1,649	2E−07	2,293	1E−07					
Ubd	0.87	8E−01	148	1E−05					

The left side of the table has genes that had higher transcription in *P. leucopus* (P) than *M. musculus* (M), and the table’s right side has genes that had higher transcription in *M. musculus* than in *P. leucopus*. The targeted RNA-seq data (**Supplementary Table S2**) were normalized by total reads, adjusted for length as reads per kb, and then, for cross-species comparison, the ratio to Gapdh reads for the same sample. The five different cell cultures for each species (**Supplementary Table S1**) were analyzed as pairs within a species for both fold change (FC) and *t*-test under either control (cont.) conditions or Pam3CSK4 treatment.

Many of the genes or pathways that stand out in **Figure 2**, **Table 2**, **Supplementary Table S2**, or **Supplementary Figure S4** merit further analysis. But to do justice for all is beyond the scope of this report. Accordingly, we limit the focus to the following: genes that prior studies of experimental animals had shown had relevance for the phenomenon of infection tolerance demonstrated by *Peromyscus* species, and DEGs in this study that were unexpected.

**Table 2:** Differentially transcribed coding sequences (CDS) of genes between low-passage (P4) and high-passage (P47) dermal fibroblasts of *Peromyscus leucopus* from bulk RNA-seq analysis of fibroblast cells without or with exposure to Pam3CSK4 or LPS.

CDS name	CDS length (bp)	TPM group mean	Log_2_ fold change	FDR *p*-value	CDS name	CDS length (bp)	TPM group mean	Log_2_ fold change	FDR *p*-value
Rspo3	825	10	13.3	2E−08	Il6r	1,377	51	3.6	2E−75
Ly6e	411	104	11.2	1E−83	Irf9	1,278	38	3.6	3E−23
Vcam1	2,208	696	11.0	6E−48	Saa1	369	13	3.5	1E−05
Icam1	1,485	273	11.0	2E−32	Nfkbiz	2,205	34	3.5	6E−06
Tfpi2	705	80	10.7	3E−99	Irf7	1,401	77	3.0	3E−11
Cfb	2,301	376	10.7	6E−35	Cxcl1	300	1,396	2.8	8E−03
Ldoc1	423	243	10.6	3E−178	Eng	1,968	50	2.8	1E−89
Saa3	369	75	10.6	2E−17	Col6a2	3,081	363	2.8	9E−41
Pla2g2a	441	86	10.3	3E−19	Ccl7	462	1,599	2.8	5E−04
Cxcl5	498	102	10.2	6E−48	Nod1	2,814	76	2.7	5E−56
Csf3	627	110	10.2	7E−17	Ifih1	3,069	28	2.7	3E−15
Ifi203	2,709	38	10.1	1E−76	Stat2	2,853	38	2.6	4E−15
Adamts5	2,799	42	10.0	1E−89	Deptor	1,236	17	2.5	7E−13
Ndn	978	62	10.0	2E−143	Sting1	1,140	103	2.4	6E−22
Cxcl3	309	71	10.0	1E−20	Sod2	690	616	2.4	3E−06
Efemp1	1,479	240	10.0	1E−31	Ikbke	2,196	97	2.4	1E−14
Rsad2	1,083	23	9.9	2E−23	Ifngr1	1,404	163	2.3	1E−35
Prrx2	747	121	9.6	4E−64	H-2 Q10	1,206	127	2.3	2E−38
Sema3d	2,346	76	9.4	4E−27	Bst2	519	61	2.3	1E−06
Cxcl12	282	22	9.4	9E−34	Rigi	2,781	35	2.2	1E−06
Dpt	606	785	9.3	3E−63	H-2 DDa	1,086	105	2.2	4E−32
Col3a1	4,398	723	9.2	3E−67	Nfkb1	2,910	93	2.2	4E−10
Ago1	2,565	17	9.2	3E−150	H-2_LDa	1,215	216	2.2	5E−43
Col11a1	5,568	16	9.1	1E−79	Gbp2b	2,325	67	2.0	6E−03
Cd248	2,292	27	9.1	3E−226					
Dcn	1,092	688	9.1	7E−45	Tlr2	2,355	60	0.1	9E−01
Ednrb	1,329	14	9.0	2E−86	Tgfb1	1,173	128	−0.2	3E−01
Slpi	396	329	9.0	2E−74	Actb	1,128	6659	−0.3	2E−01
Lbp	1,446	89	8.9	3E−96					
Lum	1,017	50	8.8	2E−89	Insig1	774	127	−2.0	2E−32
Ccl27a	474	15	8.6	1E−46	Il11	1,092	15	−2.0	9E−15
Icam4	930	11	8.3	2E−16	Lpl	1,425	747	−2.1	2E−24
Plek	1,053	24	7.8	5E−93	Timeless	3,585	17	−2.1	2E−28
Col8a1	2,238	48	7.8	0E+00	Mmp2	1,986	22	−2.2	2E−28
Srgn	621	16	7.2	6E−17	Ung	1,305	27	−2.5	1E−34
S100b	279	13	7.0	2E−28	Brca1	5,469	21	−2.6	3E−55
Ctsk	990	174	6.8	0E+00	Myc	1,317	64	−2.6	3E−56
Il1r2	1,308	11	6.5	2E−95	Aqp1	810	698	−4.6	4E−88
Bdkrb1	996	93	6.3	1E−75	Col6a3	7,350	328	−4.7	2E−151
Col5a3	5,223	37	5.9	1E−58	Cxcl14	300	165	−5.1	3E−117
Irgm1	1,239	38	5.9	8E−17	Mmp9	2,157	13	−5.4	4E−16
Stat4	2,244	43	5.9	2E−188	Ca3	783	120	−5.8	2E−290
Igf1	462	105	5.6	5E−145	Abcg2	1,971	144	−6.7	0E+00
Il6	639	90	5.4	1E−14	Gzma	789	61	−6.8	1E−38
Sdc4	591	1,303	5.2	2E−24	Col18a1	3,972	65	−6.8	0E+00
Fscn1	1,482	185	5.1	2E−274	Sema7a	1,995	24	−7.3	4E−193
Cxcl11	306	133	4.8	2E−04	Il1rn	480	36	−7.4	2E−99
C4b	5,226	22	4.7	4E−213	Krt14	1,428	16	−8.0	4E−134
Rtp4	1,224	24	4.6	7E−17	Adamtsl2	2,775	89	−8.1	0E+00
H-2 DDa	738	71	4.2	4E−08	H19	351	3,554	−8.9	0E+00
Mx2	1,986	149	4.1	7E−16	Dkk2	780	133	−9.0	0E+00
C1r	2,118	778	4.0	3E−58	Col4a5	5,076	85	−9.8	0E+00
Col6a1	3,108	91	3.9	5E−182	Kpna7	1,503	133	−11.7	1E−239
Bcl3	1,344	41	3.9	6E−19	Cck	348	315	−13.1	3E−74
Tagln	606	195	3.7	2E−123					

The comparison was of the samples from three conditions for the P4 cells with the samples from the three conditions of the P47 cells. The table lists by columns the gene names, CDS lengths in base pairs (bp), the TPM mean, the log_2_ of fold change (FC) between the P4 cells compared to the P47 cells, and the false discovery rate (FDR) *p*-value. The genes comparatively upregulated in P4 cells are indicated by a yellow fill in the cells. The genes comparatively upregulated in P47 cells are indicated by blue fill. Selected examples of genes that were not differentially transcribed are indicated by no fill. The product names of the genes are provided in **Supplementary Table S3**. The data are drawn from the fuller roster of genes and the results of **Supplementary Table S7**.

### Nitric oxide and arginine metabolism pathways

A notable finding in prior studies of *P. leucopus* and *M. musculus* animals in response to LPS was a dichotomy between species in the blood and spleen in the relationship between the expression of nitric oxide synthase 2 (Nos2) and arginase 1 (Arg1) (19, 20). Deermice under treatment displayed a high Arg1-to-Nos2 ratio, which was consistent with the profile for alternatively activated (or M2) macrophages. The mice instead had an inverted ratio of Arg1-to-Nos2, which is more typical for classically activated macrophage (or M1) polarization (38, 39). The demonstration that LPS-treated, low-passage fibroblasts of *P. leucopus* did manifest transcription of Nos2 above baseline values indicated that this species had the capacity to express Nos2.

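Nos2, which makes nitric oxide from L-arginine, rose with the agonist in the *P. leucopus* cells. It was at 0.000267% ± 0.000379 of Gapdh (SD, n = 5) in controls, 0.255% ± 0.132 at 1 µg/mL and 0.204% at 10 µg/mL. The log2 fold change at 1 µg/mL was 5.32 (SE 0.27, adjusted p = 1.33e-07 from limma, higher in 5 of 5 animals). The control level is about that of single reads, so the fold change on the log2(TPM + 0.1) scale understates the change.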

In the present study, we confirmed the transcription in *P. leucopus* cells of Nos2 by RNA-seq with a different set of dermal fibroblast cultures and with a different TLR agonist (**Figure 3**, **Supplementary Table S3**). The fold-change increase in Gapdh-normalized transcription of Nos2 between control and agonist-treated cells was similar in both species, but the expression of Nos2 was several-fold lower at baseline in the deermouse cells. This was accompanied by a high baseline transcription of Arg1 with modest further elevation with agonist exposure for the *P. leucopus* cells. 

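In *M. musculus* Nos2 was at 0.00998% ± 0.0118 of Gapdh (SD, n = 5) in controls and 5.79% ± 2.59 at 1 µg/mL. The level at 1 µg/mL was 23.1-fold higher than in *P. leucopus* (two-sided exact permutation test, p = 0.0079, adjusted p = 0.01) and at 10 µg/mL 22.3-fold higher. In the controls the ratio of *M. musculus* to *P. leucopus* was 1.78 with a pseudocount of 0.1 TPM (exact permutation p = 0.13), and the test was passed with a pseudocount of 0.01, with Actb or no gene as the reference, and without animal 6. The rise in *M. musculus* was larger than that in *P. leucopus* on the log2(TPM + 0.1) scale, but this difference was not called with the pseudocount of 0.01.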

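Arg1, the cytosolic arginase gene, was at 0.026% ± 0.0118 of Gapdh (SD, n = 5) in *P. leucopus* controls, 0.0408% ± 0.0211 at 1 µg/mL and 0.0498% ± 0.0419 at 10 µg/mL. In the *M. musculus* cells it was at 0.00198%, 0.00167% and 0.0011%. Arg1 was 6.16-fold higher in *P. leucopus* controls (two-sided exact permutation test, p = 0.0079, adjusted p = 0.012) and 9.54-fold higher at 1 µg/mL (adjusted p = 0.01). The *M. musculus* means were under the pseudocount of 0.1 TPM, so these folds depend on it. With a pseudocount of 0.01 they were 15.8 and 25.0, and with 1 they were 2.4 and 3.09. With Actb as the reference the control difference did not pass. The *P. leucopus* library of animal 5 at 10 µg/mL stood apart at 0.122% of Gapdh, where the other 4 were at 0.02% to 0.0494%, and so did the control of *M. musculus* animal 7 at 0.00591%.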

While the *M. musculus* fibroblasts, like their cells in the blood, had low transcription of Arg1 under control and treatment conditions, transcription of Arg2, the gene for the mitochondrion-based type II arginase (40), was manyfold higher than observed for deermouse cells for both conditions (**Figures 2**, **3** **;** **Table 1**).

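Arg2 rose in *M. musculus* and stayed low in *P. leucopus*. In *M. musculus* it was at 0.0283% ± 0.023 of Gapdh (SD, n = 5) in controls and 0.657% ± 0.368 at 1 µg/mL, a log2 fold change of 4.54 (SE 0.20, adjusted p = 4.18e-10 from limma, higher in 5 of 5 animals). In *P. leucopus* Arg2 was at 0.00405% in controls and 0.00967% at 1 µg/mL. The level in *M. musculus* was 2.98-fold higher in controls and 42.7-fold higher at 1 µg/mL (exact permutation adjusted p = 0.01). The direction in controls turned with a pseudocount of 1 TPM, where the natural-log difference was 0.02, and the *M. musculus* control of animal 7 stood apart at 0.0689% against 0.0152% to 0.0241% in the other 4.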

**Figure 3:**
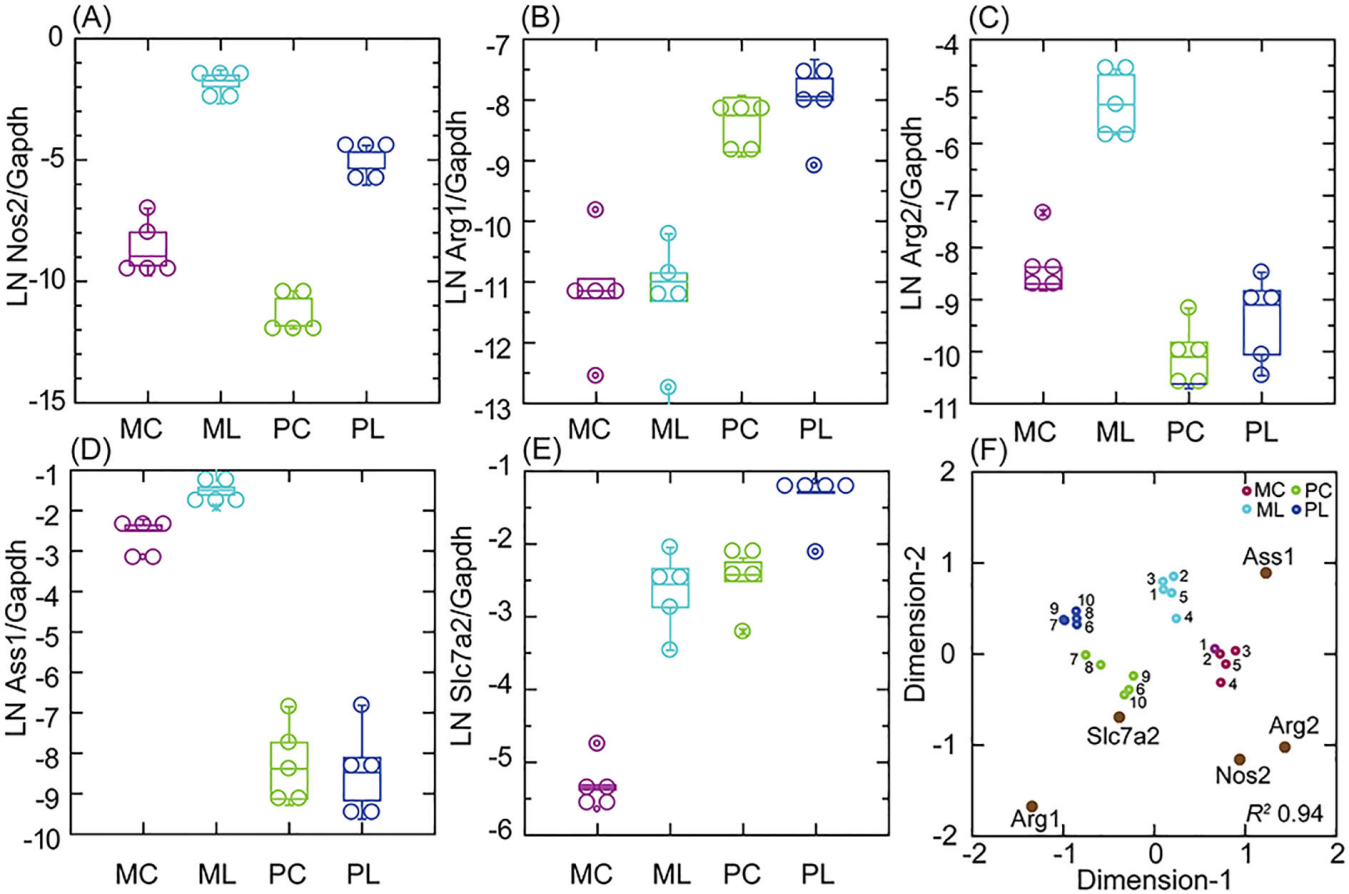
Transcription of nitric oxide and arginine metabolism CDS Nos2, Arg1, Arg2, Ass1, and Slc7a2 in targeted RNA-seq of primary dermal fibroblasts of *M. musculus* (M) or *P. leucopus* (P) without (C) or with (L) treatment with the lipopeptide Pam3CSK4 at 1 µg/mL. **(A–E)** Box–whisker plots of individual CDS. **(F)** A multidimensional scaling configuration plot of an analysis reduced to 2 dimensions (*x*- and *y*-axes) from the data for the box plots and with coordinates of CDS variables for the 10 samples indicated by gene names and symbols with dark brown fill. Pairs of individual lineages (1–5 for *P. leucopus* and 6–10 for *M. musculus*; **Supplementary Table S1**) are designated by numbers. The data for analyses and paired (within species) and unpaired (between species) *t-*test *p*-values are shown in **Supplementary Table S2**.

Of note were other arginine metabolism genes that in their profiles of transcription were distinguished between the species (**Figure 3**, **Table 1**). One of these was Ass1, the gene for arginosuccinate synthetase 1, which is also based in the mitochondria (41). 

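Ass1, which makes argininosuccinate from citrulline and so recycles citrulline to arginine, was at 7.5% ± 2.24 of Gapdh (SD, n = 5) in *M. musculus* controls and 19.3% ± 3.63 at 1 µg/mL. It rose by 1.51 on the log2 scale (SE 0.11, adjusted p = 5.79e-08 from limma, 5 of 5 animals). In *P. leucopus* it was at 0.032% ± 0.0342 in controls and 0.0295% ± 0.0362 at 1 µg/mL, and the responses differed by -1.69 (SE 0.17, adjusted p = 5.01e-05 from limma). The level in *M. musculus* was 262-fold higher in controls and 773-fold higher at 1 µg/mL (two-sided exact permutation tests, adjusted p = 0.012 and 0.01). The *P. leucopus* library of animal 4 stood apart at 1 µg/mL, at 0.0928% against 0.00506% to 0.0245% in the other 4. Of the arginine metabolism genes, 4 of 12 measured were higher in *M. musculus*, namely Nos2, Arg2, Slc7a2 and Ass1, and none was lower (adjusted p = 0.0059 from camera, adjusted p = 0.145 with an estimated correlation). In *P. leucopus* 2 of 10, Nos2 and Slc7a2, were higher (adjusted p = 0.758). Odc1, Oat and the spermine synthase gene Sms were not called in either species.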

Ass1 was little transcribed by *P. leucopus* cells but highly at baseline, and furthermore, with treatment in *M. musculus* cells. Next was Slc7a2, which encodes a cationic amino acid transporter for L-arginine (42). Like Arg2 in mouse cells, Slc7a2 transcription increased to a high level in agonist-treated cells. 

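In *M. musculus* Slc7a2 was at 0.287% ± 0.105 of Gapdh (SD, n = 5) in controls, 4.24% ± 2.02 at 1 µg/mL and 3.83% at 10 µg/mL. The log2 fold change at 1 µg/mL was 3.89 (SE 0.13, adjusted p = 2.12e-11 from limma, higher in 5 of 5 animals). The control of animal 7 stood apart at 0.468%, where the other 4 were at 0.191% to 0.267%.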

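In *P. leucopus* Slc7a2, the transporter gene for cationic amino acids, was at 4.52% ± 1.47 of Gapdh (SD, n = 5) in controls, 13.4% ± 3.97 at 1 µg/mL and 6.69% ± 4.48 at 10 µg/mL. The *P. leucopus* controls were 15.4-fold above the *M. musculus* controls (two-sided exact permutation test, p = 0.0079). The rise in *P. leucopus* at 1 µg/mL was 1.56 on the log2 scale (SE 0.38, adjusted p = 0.0127 from limma), at 10 µg/mL it was 0.42 (adjusted p = 0.355), and neither the rise at 1 µg/mL without animal 3 (1.55) nor that at 10 µg/mL was called. The responses at 1 µg/mL differed between species by -2.33 (SE 0.25, adjusted p = 6.35e-05). At 1 µg/mL *P. leucopus* was 3.34-fold higher (exact permutation p = 0.016, adjusted p = 0.018), but with Actb as the reference the direction turned, with a natural-log difference of -0.44. The *P. leucopus* library of animal 2 at 1 µg/mL stood apart at 6.46% of Gapdh, where the other 4 were at 14.2% to 16.6%.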

Unlike Arg2, which was little transcribed in *P. leucopus*, Slc7a2 was at baseline at the same normalized level as for the treated *M. musculus*. Taken together, Nos2, Arg1, Arg2, Ass1, and Slc7a2 could, in their multigene profiles, differentiate not only between species but also between conditions in each species (**Figure 3F**). The findings also point to differences between the metabolism of arginine and the extent to which this takes place in the mitochondria of cultured fibroblasts.

### Secretory leukocyte peptidase inhibitor

Another feature distinguishing *P. leucopus* from *M. musculus* after exposure to LPS was a more than 1,000-fold increase over baseline of transcription of Slpi in the blood, as documented by both RNA-seq and RT-qPCR. At the same time, there was only a marginal elevation in the treated mouse samples over the low levels observed for controls (19). A heightened expression of Slpi over baseline was also seen in *P. leucopus* infected with the relapsing fever agent *Borrelia hermsii*, as well as in a second experiment with LPS and with outbred mice (20). For LPS-treated cultures of ear skin fibroblasts, comparatively high transcription of Slpi was noted not just in the treated cells but in untreated cells as well (19).

In the present study, with an independent set of cultures from *P. leucopus* and which were processed in parallel with cultures from outbred *M. musculus*, we confirmed the high transcription of Slpi in untreated cells and, as before, with a modest increase after TLR2 agonist exposure (**Supplementary Table S3**). 

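Slpi, the secretory leukocyte protease inhibitor gene, was highly transcribed in the untreated cells of both species. It was at 1410 ± 536 TPM (SD, n = 5) in *P. leucopus* controls and 913 ± 541 TPM in *M. musculus* controls, or 75.5% ± 30.0 and 30.1% ± 23.9 of Gapdh. With 1 µg/mL it was at 149% ± 53.6 of Gapdh in *P. leucopus* and 34.5% ± 23.7 in *M. musculus*, and at 10 µg/mL at 197% ± 106 and 33.7% ± 23.5. In *P. leucopus* the log2 fold change was 0.97 at 1 µg/mL (SE 0.11, adjusted p = 7.69e-05 from limma), which is 1.96-fold and under the 2-fold threshold, and 1.38 at 10 µg/mL, which is 2.6-fold. It was called at 1 µg/mL with median scaling (1.04) or without animal 2 (1.02). In *M. musculus* it was 0.37 (SE 0.06, adjusted p = 0.000128), or 1.29-fold. Slpi relative to Gapdh was 2.9-fold higher in *P. leucopus* controls (two-sided exact permutation test, p = 0.032, adjusted p = 0.039) and 4.8-fold higher at 1 µg/mL (p = 0.0079, adjusted p = 0.01). With reads in place of TPM the difference in controls was not called (exact permutation test, adjusted p = 0.11). With Actb as the reference both directions turned, with natural-log differences of -0.42 and -0.07. *M. musculus* animal 10 stood apart at 71.4% of Gapdh in the control and 74.8% at 1 µg/mL, where the other 4 were at 12.8% to 28.1% and 16.0% to 32.6%.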

For this study, we also documented the expression in the *P. leucopus* fibroblasts of Slpi protein by MALDI-TOF. The following three peptides, which cover 46% of the 106 amino acid-processed protein (accession XP_028724460.1), were identified: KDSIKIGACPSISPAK, CTVPLPISRPVRRK, and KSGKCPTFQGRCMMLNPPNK.

The various pathways leading to Slpi expression are not well defined. 

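Among the genes of Supplementary Table S2, those whose transcription followed Slpi most closely included the immunoproteasome genes Psmb8 and Psmb9, the peptide transporter gene Tap2 and the interferon regulatory factor gene Irf1, and also Hpx, which encodes the heme carrier hemopexin. The measure was R² of the natural log of the ratio to Gapdh over all 30 libraries, for the 335 of the 365 genes that were measured in both species. Ogfr ranked highest with 0.841, followed by Hpx with 0.824 and Gramd1a and Nub1 with 0.813, and the genes from rank 5 to rank 15 lay between 0.808 and 0.772. The 30 libraries come from 10 animals in 6 groups of species and condition, so they are not independent samples, and no p is given for a pooled R².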

To provide insight for this, we identified among 365 genes, which were upregulated DEGs for either or both *P. leucopus* and *M. musculus* (**Supplementary Table S2**), those that were highly correlated with Slpi transcription across species and conditions. 

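Nfe2l2 encodes a transcription factor of the antioxidant response and ranked 16 of 335, with an R² of 0.762 to Slpi. Nfkb1, which encodes a subunit of NF-κB, ranked 212, with an R² of 0.25. Irf1, also a transcription factor gene, ranked 15. Of the genes compared with Slpi, 4.49% had an R² at least as high as that of Nfe2l2. With no reference gene the R² of Slpi and Nfe2l2 was 0.396, and with Actb as the reference 0.429. After subtracting the mean of each group of species and condition it was 0.576. For Slpi and Nfkb1 it was 0.073 with no reference gene.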

The first transcription factor on the list of descending *R* ^2^ values was Nfe2l2, more commonly known as Nrf2, which encodes the protein nuclear factor, erythroid derived 2, like 2. Nfe2l2 is a transcriptional regulator of a number of genes involved in the adaptive response to oxidative and other cytotoxic stresses (43).

Nfe2l2 transcription in the deermouse and mouse fibroblasts was compared with that of Nfkb1, the gene for a more broadly active transcription factor (**Figure 4**). 

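Nfkb1 was at 1.7% ± 0.378 of Gapdh (SD, n = 5) in *M. musculus* controls and 1.3% ± 0.164 in *P. leucopus* controls, 1.29-fold higher in *M. musculus* (two-sided exact permutation test, p = 0.056, adjusted p = 0.063). Nfe2l2 was at 2.85% ± 0.494 in *M. musculus* controls and 8.63% ± 1.72 in *P. leucopus* controls, 3.02-fold higher in *P. leucopus* (exact permutation p = 0.0079, adjusted p = 0.012). In *P. leucopus* Nfe2l2 reached 11.1% ± 2.01 at 1 µg/mL and 10.6% at 10 µg/mL. Its log2 fold change of 0.35 at 1 µg/mL (SE 0.06, adjusted p = 0.00106 from limma) was under the 2-fold threshold. With Actb as the reference, Nfe2l2 was lower in the *P. leucopus* controls, with a natural-log difference of -0.38.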

For the control cells, when Nfkb1 transcription was about the same in both species, Nfe2l2 expression was nearly as high for *P. leucopus* as it would be after exposure to the lipopeptide. 

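In *M. musculus* Nfe2l2 reached 5.36% ± 1.23 of Gapdh (SD, n = 5) at 1 µg/mL and 5.22% at 10 µg/mL. The log2 fold change at 1 µg/mL was 1.00 (SE 0.06, adjusted p = 1.24e-08 from limma, higher in 5 of 5 animals), at the edge of the 2-fold threshold, and it was not called with a pseudocount of 1 or without animal 9 or 10. The responses of the species differed by -0.65 (adjusted p = 0.00144 from limma), which is under 2-fold and so not called. Treated *P. leucopus* cells were 2.09-fold above treated *M. musculus* cells at 1 µg/mL (exact permutation p = 0.0079), but with Actb as the reference they were lower, with a natural-log difference of -0.9. Of the Nrf2 targets, genes that Nfe2l2 is known to regulate, 2 of 20 measured were higher in *M. musculus*, Slc7a11 by 2.67 and Fth1, and none was lower (median log2 fold change 0.13, adjusted p = 0.000628 from camera, adjusted p = 0.0934 with an estimated correlation). In *P. leucopus* 2 of 19 were higher, Slc7a11 by 2.03 and Sqstm1 by 1.51 (median -0.11, although camera gives the upward direction, adjusted p = 0.818).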

While Nfe2l2 transcription in the treated *M. musculus* cells never reached the levels observed in *P. leucopus*, there was a still greater fold increase over baseline than was observed for deermouse cells. In contrast, the relationship between Nfe2l2 and Slpi was more direct and consistent across species and conditions, suggesting a regulatory role of Nfe2l2 in Slpi expression in *P. leucopus*.

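Treatment with 1 µg/mL raised Nfkb1 in both species, by 1.51 on the log2 scale in *M. musculus* (SE 0.07, adjusted p = 5.95e-10 from limma) and by 2.46 in *P. leucopus* (SE 0.12, adjusted p = 1.32e-07). Relative to Gapdh it was at 4.48% ± 0.818 (SD, n = 5) in *M. musculus* and 7.35% ± 1.65 in *P. leucopus*, which is 1.63-fold apart (two-sided exact permutation test, p = 0.0079, adjusted p = 0.01). That direction turned with Actb as the reference, with a natural-log difference of -1.15, and with no reference gene, with -0.15. The difference of the responses was 0.95 (SE 0.21, adjusted p = 0.00521 from limma), under the 2-fold threshold, and was called without animal 1, 2, 3 or 8.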

**Figure 4:**
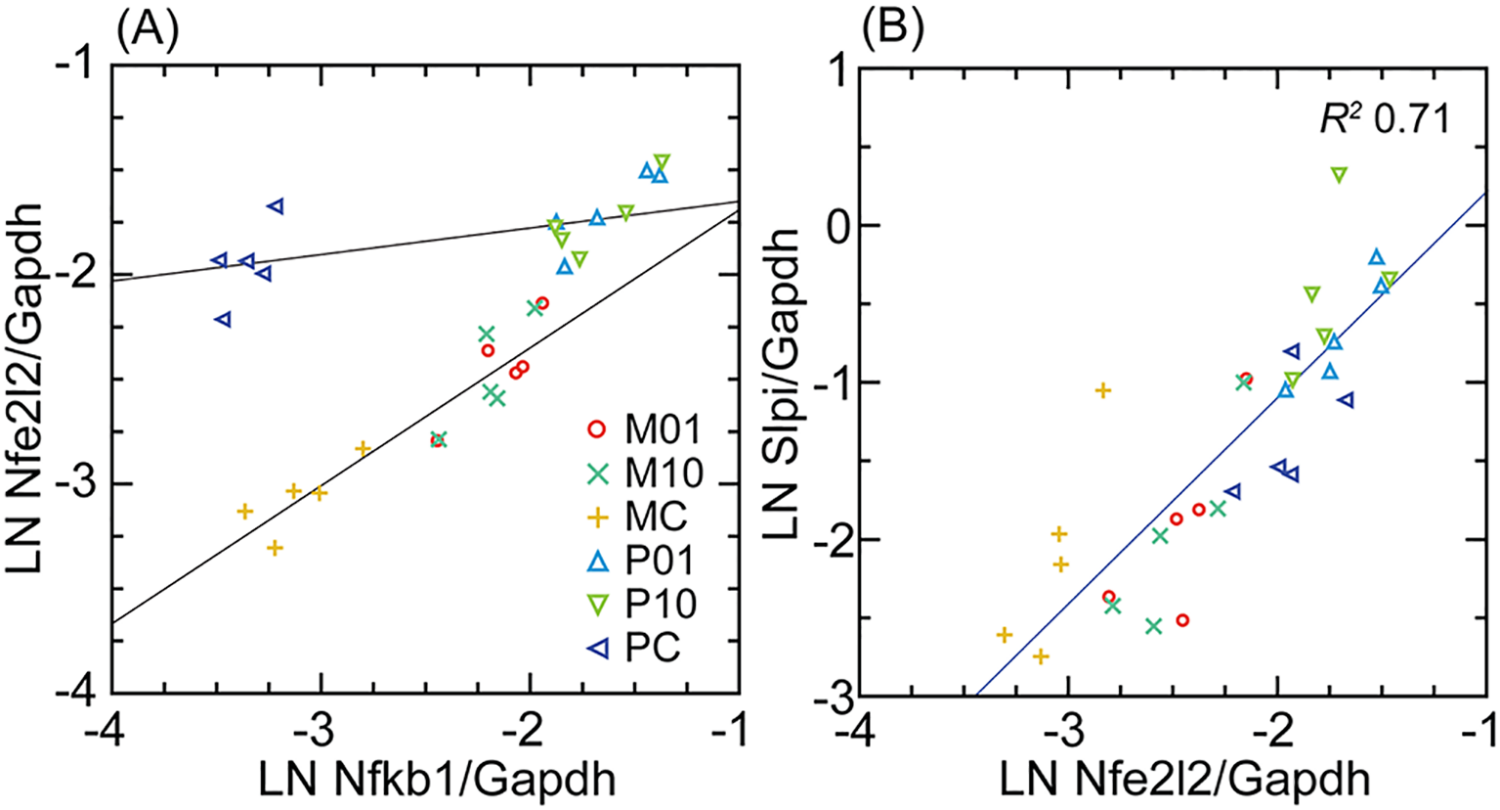
Scatter plots and linear regressions of normalized transcription of either Nfe2l2 (Nrf2) on Nfkb1 **(A)** or Slpi on Nfe2l2 **(B)** for *M. musculus* (M) and *P. leucopus* (P) dermal fibroblasts that either untreated (C) or treated with Pam3CSK4 lipopeptide (L) at 1 µg/mL (01) or 10 µg/mL (10). For analysis of **(A)**, the regression is separate for P and M. In **(B)**, the regression was for both species and with the coefficient of determination (*R^2^*) for both. Data for analyses are in **Supplementary Table S2**.

### PRRs and interferon-stimulated genes

The results with the fibroblast cultures replicated some of the previous findings with experimental animals. One observation for those PRRs and interferon-stimulated genes (ISGs) that were DEGs for either or both mouse and deermouse was that illustrated by the genes for the PRR RIG-I and Isg15 in panels (**A**) and (**B**) of **Figure 5, namely**, transcription that was lower in *P. leucopus* than *M. musculus* at baseline but then exceeded that of the mouse with agonist exposure. 

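Rigi encodes the sensor RIG-I of viral RNA, and Isg15 a ubiquitin-like protein induced by interferon. Rigi was at 0.646% ± 0.197 of Gapdh (SD, n = 5) in *M. musculus* controls and 0.284% ± 0.0675 in *P. leucopus* controls, 2.21-fold higher in *M. musculus* (two-sided exact permutation test, p = 0.0079, adjusted p = 0.012). At 1 µg/mL it was at 1.2% ± 0.288 and 2.23% ± 0.919, 1.8-fold higher in *P. leucopus* (exact permutation p = 0.024, adjusted p = 0.025), and at 10 µg/mL 1.46-fold higher (exact permutation p = 0.27). Isg15 was 2.95-fold higher in *M. musculus* controls (exact permutation p = 0.032, adjusted p = 0.039), a test lost without any of 7 of the 10 animals and with reads in place of TPM (exact permutation test, adjusted p = 0.067), and 2.64-fold higher in *P. leucopus* at 1 µg/mL (adjusted p = 0.01). The log2 fold changes at 1 µg/mL were 1.02 in *M. musculus* (SE 0.11) and 2.88 in *P. leucopus* (SE 0.21) for Rigi, and 1.73 (SE 0.26) and 4.56 (SE 0.14) for Isg15. The responses differed by 1.86 for Rigi (SE 0.23, adjusted p = 0.000162 from limma) and 2.84 for Isg15 (SE 0.45, adjusted p = 0.000808). The rise of Rigi in *M. musculus* was not called with a pseudocount of 1 or without animal 7 or 8. With Actb as the reference, treated *P. leucopus* cells were lower for both genes, with natural-log differences of -1.06 for Rigi and -0.67 for Isg15. With no reference gene the difference for Rigi was -0.06. The *P. leucopus* library of animal 2 at 1 µg/mL stood apart for Rigi, at 3.81% of Gapdh against 1.4% to 2.03% in the other 4.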

Another observed pattern is shown in panel (**C**). 

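In the *P. leucopus* cells Mx2 rose at 1 µg/mL by 3.96 on the log2 scale (SE 0.15, adjusted p = 1.31e-08 from limma, higher in 5 of 5 animals), from 16.6 ± 14.8 TPM (SD, n = 5) to 241 ± 192 TPM. In *M. musculus* it rose by 2.44 (SE 0.44, adjusted p = 0.000309), from 1.08 ± 0.399 to 6.74 ± 4.08 TPM. The responses differed by 1.52 (SE 0.58, adjusted p = 0.0632 from limma), which was not called, but was with a pseudocount of 1 (2.08) or without animal 8 (2.07). At 10 µg/mL the level relative to Gapdh was 103-fold higher in *P. leucopus* (two-sided exact permutation test, p = 0.0079). There the *P. leucopus* library of animal 2 stood apart at 24.3% of Gapdh, where the other 4 were at 4.63% to 8.35%.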

As for *P. leucopus* animals, the antiviral ISG Mx2 in the fibroblast cells was at an elevated level relative to the mouse at baseline and displayed an even higher level with treatment. 

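Ifih1, which encodes the RNA sensor MDA5, the interferon regulatory factor gene Irf7 and the oligoadenylate synthetase gene Oas1 were all higher relative to Gapdh in *P. leucopus*. In controls the folds over *M. musculus* were 3.3 for Ifih1, 4.14 for Irf7 and 4.33 for Oas1 (two-sided exact permutation tests of 5 animals against 5, adjusted p = 0.012, 0.012 and 0.022). At 1 µg/mL they were 8.49, 12.8 and 10.1 (exact permutation adjusted p = 0.01 for each). With Actb as the reference the control directions turned, with natural-log differences of -0.29, -0.06 and -0.02. The log2 fold changes at 1 µg/mL were 2.95, 3.04 and 2.20 in *P. leucopus*, and 1.72, 1.53 and 1.10 in *M. musculus*, where the Oas1 values are of the CDS named Oas1a. The rise of Oas1 was not called in either species without the animal as a block, and in *M. musculus* also not with a pseudocount of 1 or without animal 7 or 8. The responses differed by 1.24 for Ifih1 (SE 0.36, adjusted p = 0.0231 from limma), a call lost without animal 6, 9 or 10, and by 1.51 for Irf7 (SE 0.41, adjusted p = 0.0158). The *P. leucopus* library of animal 2 stood apart at 1 µg/mL, at 4.99% of Gapdh for Ifih1 against 1.29% to 2.27% in the other 4, and at 16.3% for Irf7 against 2.84% to 4.44%. In controls the *P. leucopus* library of animal 4 stood apart for Oas1, at 1.36% against 0.109% to 0.454%.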

Other genes demonstrating the second pattern in the fibroblasts, replicating the findings for the experimental animals, were the PRR Ifih1 (MDA5), the regulatory factor Irf7, and the antiviral ISG Oas1 (**Supplementary Figure S5**).

**Figure 5:**
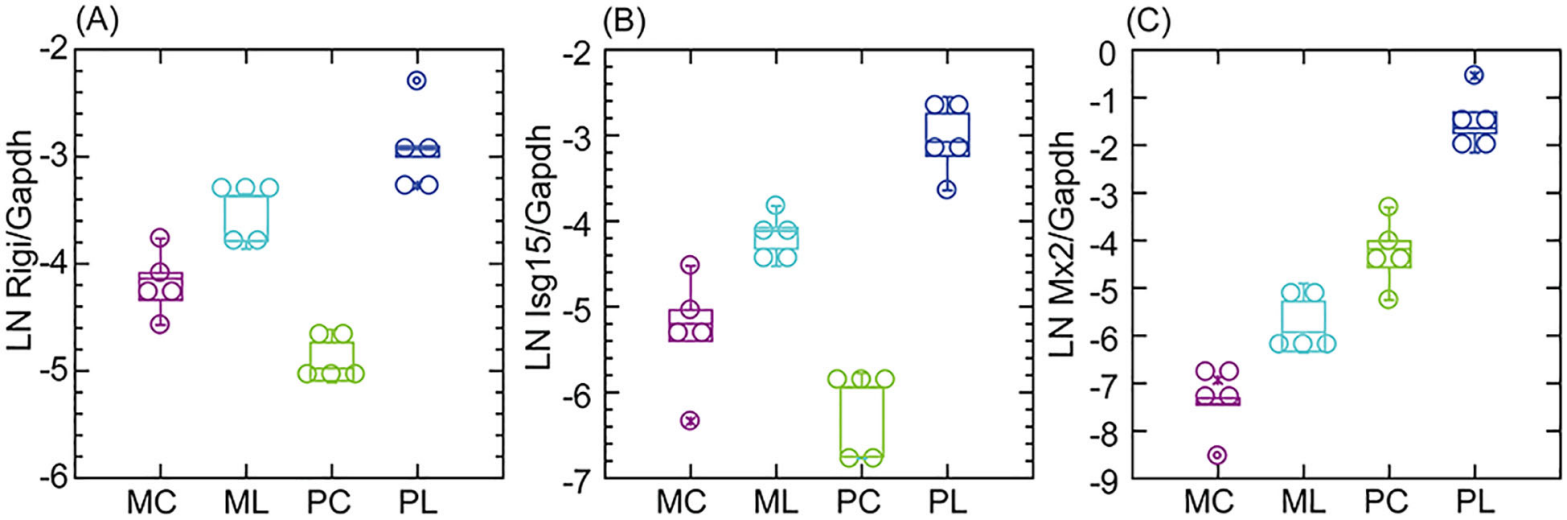
Box–whisker plots of log-transformed Gapdh-normalized transcription of the pattern recognition receptor (PRR) CDS Rigi **(A)** or the interferon-stimulated genes (ISG) Isg15 **(B)** or Mx2 **(C)** in *M. musculus* (M) or *P. leucopus* (P) dermal fibroblasts without (C) or with treatment with lipopeptide (L) Pam3CSK4 at 1 µg/mL. Data for analyses are in **Supplementary Table S2**.

### Endogenous retrovirus and transposable elements

In a previous analysis of the blood of deermice and mice, we observed that the two species differed in their transcription of sequences for a retroviral envelope (Env) protein and Gag-pol polyprotein in response to the TLR4 agonist LPS (20). For the present study, we used much expanded reference sets of ~1 million annotated endogenous retrovirus (ERV) and derived transposable element (TE) sequences for each species (Dryad **Tables D4** and **D5**). The distribution of lengths of the ERVs in the complete sets was remarkably similar between species, with approximately equal proportions of sequences in different size classes, including those more than 5 kb in length (**Supplementary Figures S6A, B**). After exclusion of ~90% of the sequences with lengths under 500 bp, there remained 104,932 sequences for the *M. musculus* reference set and 103,397 for *P. leucopus* (Dryad **Table D6**). For these sets, the lengths ranged from 500 to 9,329 bp for *M. musculus* and from 500 to 9,543 bp for *P. leucopus*. The distributions in sequence lengths were skewed toward lower values and with a long tail to the right; the skewness statistic was 4.3 for mouse and 3.5 for deermouse. The median length (interquartile range) was 711 (572-950) bp for *M. musculus* and 742 (567–1,164) bp for *P. leucopus* (Dryad **Tables D8** and **D9**). For the control samples, mean values for the TPM-based transcription measure were 9.6 for *M. musculus* and 9.1 for *P. leucopus* sequences.

A closer look at the ERV loci with higher transcription levels in cells across all conditions revealed differences between species. If the sets of sequences were limited to the top 1,000 in descending order of mean TPM (i.e., the top ~1% for each species), the species were comparable in terms of the distributions of the length-adjusted TPM values (**Supplementary Figure S6C**). What distinguished the mouse sequences was their overall longer absolute lengths (**Supplementary Figure S6D**). The mean lengths were 2,622 (2,525–2,719) bp for mouse and 985 (942–1,029) bp for deermouse (*t*-test *p* < 10^−10^). The length difference was marked for the top 100 (i.e., ~0.1%) of transcribed sequences by TPM values; mean lengths for the top 0.1% were 3,019 (2,742–3,186) bp for mouse and 1,146 (972–1,319) for deermouse cultures.

We compared the five fibroblast lines each for *P. leucopus* and *M. musculus* for the fold-change differences in transcription between low-passage cells treated with 1 µg/mL of Pam3CSK4 and untreated cells. As we observed for the genome-wide CDSs (**Figure 2**), the number of DEGs with higher transcription after agonist exposure was greater than the number of DEGs with reduced transcription post-exposure for both species (**Supplementary Figures S6E, F**). There were subsets of 87 ERV/TEs each for *P. leucopus* and *M. musculus* that increased ≥2-fold in transcription in the presence of 1 µg/mL of lipopeptide and for which the paired *t*-test *p*-value was <0.001 (FDR < 0.05) (**Supplementary Table S4**). For cross-species comparisons, we used *Z*-scores for lengths, which were based on the distributions of lengths for the complete reference sets of ~100,000 sequences for each species, as well as Z-scores for mean TPM across all conditions, based on distributions of 5,296 mouse and 7,432 deermouse ERV/TEs with mean TPM ≥10 (**Figure 6**). Between these subsets, the mouse ERV/TEs tended to have higher mean transcription, but there was considerable overlap between species in the ranges for this measure (**Figure 6A**).

**Figure 6:**
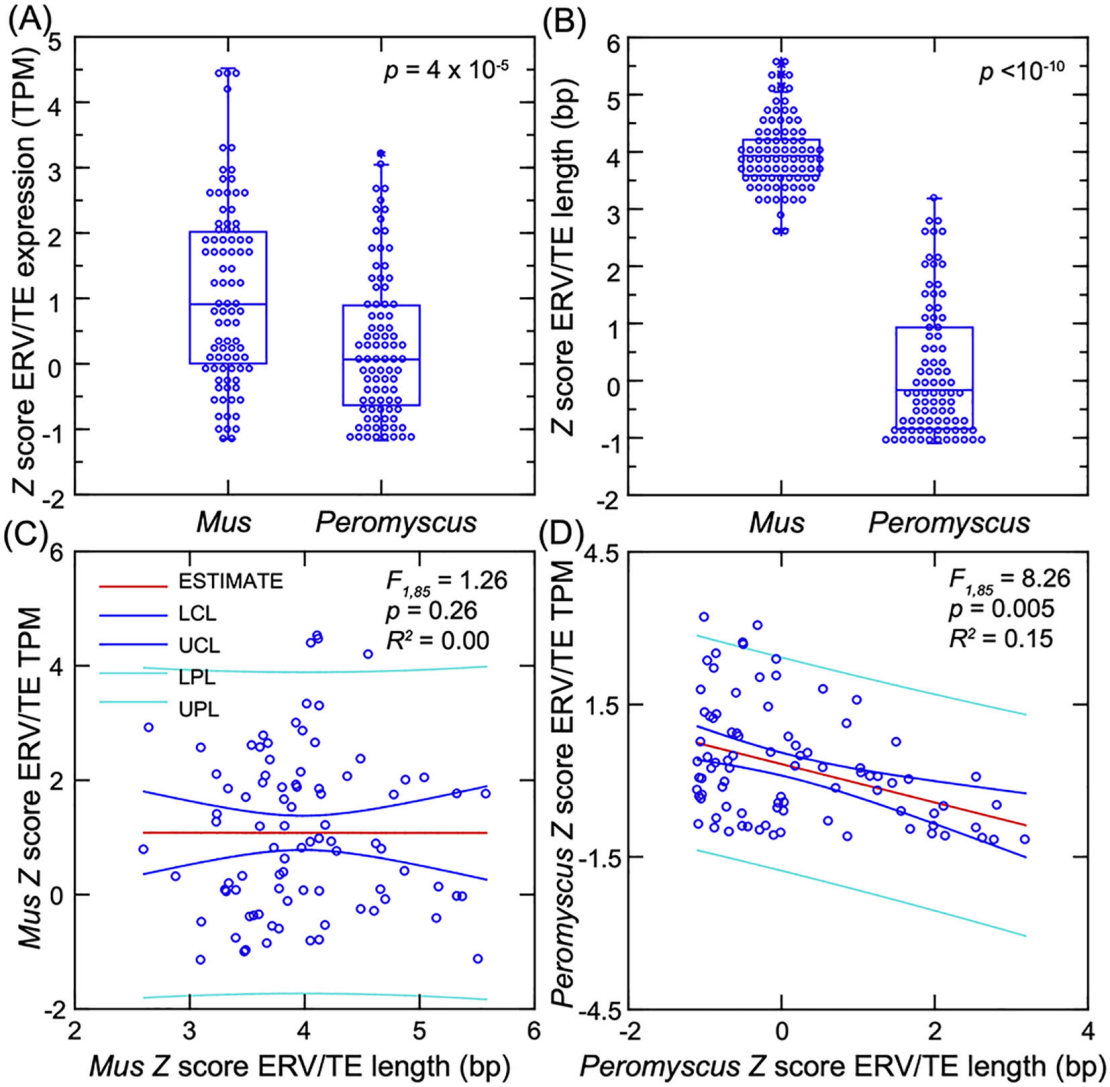
Comparison of the differentially expressed genes (DEGs) for ERV/TEs in five low-passage dermal fibroblast cultures each for *Mus musculus* and *Peromyscus leucopus* in the presence or absence of the TLR2 agonist Pam3CSK4. **(A)** Box–whisker plot of *Z*-scores of the mean TPM across the samples for each species for the 87 DEGs of *M. musculus* and 87 DEGs of *P. leucopus*. **(B)** Box–whisker plot of the *Z*-scores for lengths of the corresponding DEGs. The non-parametric test is the Kruskal–Wallis for the *p*-values of **(A, B)**. **(C, D)** General linear model regressions with estimates (mean), lower control limits (LCL), upper control limits (UCL), lower prediction limits (LPL), and upper prediction limits (UPL) for ERV/TE mean TPM on length for the DEGs of *M. musculus* **(C)** and DEGs of *P. leucopus* **(D)**. Data for analyses are from **Supplementary Table S4**.

The characteristic more definitively distinguishing the species for these DEG subsets was length (**Figure 6B**). These *Z*-scores corresponded with ranges of lengths of 2,479–8,726 bp for *M. musculus* and 500–4,162 bp for *P. leucopus* (**Supplementary Table S4**). Not only were *P. leucopus* DEGs shorter in general than the mouse DEGs, but there was a trend of lower transcription with increasing length of the deermouse sequences that was not observed in mouse sequences (**Figures 6C, D**).

While there were no *P. leucopus* sequences in this subset longer than 4,162 bp, let alone 5,000 bp, 21 (24%) of 87 *M. musculus* upregulated ERV/TEs were ≥5,000 bp (*p* < 10^−10^). We identified in these 21 mouse sequences ORFs having an ATG as start codon (where A is position +1), that were at least 30 codons, and had both a purine at position −3 and a G at position +4. These are features of a Kozak sequence for a protein translation initiation site in vertebrates (44). They identify ORFs that are translated more plausibly than ORFs lacking these features. Of these 21 DEG ERV/TEs, 19 (90%) collectively had 115 ORFs meeting this criterion on either plus or minus strand and ranging in length from 30 to 1,091 amino acids and a mean of 92 (67-116) (**Supplementary Table S5**). Of these, 46 (39%) would encode all or part of an ERV Gag-pol polyprotein (*n* = 45) or Env protein (*n* = 1), in total constituting a mean proportion of 0.22 (range 0.06–0.44) of the lengths for 15 qualifying ERV/TEs. In contrast, for the 6 longest *P. leucopus* DEG ERV/TEs, which ranged from 3,034 to 4,162 bp (**Supplementary Table S5**), there were only 12 short ORFs (range of 93–258 bp) that met the Kozak sequence criteria, and only 1 of the predicted peptides of 31–86 amino acids had discernible similarities to either Gag-pol polyproteins or Env proteins of ERVs.

In sum, the mouse ERV/TEs that were upregulated in transcription in the dermal fibroblasts exposed to the TLR2 agonist were not only substantially longer than the DEG sequences for the deermouse fibroblasts, but there was also evident greater potential for translation of whole or parts of ERV/TE proteins than was noted for the deermouse DEGs among the ERV/TEs.

### Interleukin-11

Unlike preceding examples, which were of correspondences between the findings of *in vivo* and *in vitro* systems, some distinguishing genes for the fibroblasts would not have been predicted by studies of blood, spleen, or liver. One we highlight here is interleukin-11 (IL-11), the gene for which was an upregulated DEG in mouse fibroblasts, but lowly transcribed in deermouse fibroblasts, regardless of condition (**Table 1**). 

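In *M. musculus* Il11 rose at 1 µg/mL by 2.12 on the log2 scale (SE 0.15, adjusted p = 4.62e-08 from limma, higher in 5 of 5 animals). In *P. leucopus* its change of -0.58 (SE 0.19, adjusted p = 0.0497) was under 2-fold and not called. The responses differed by -2.70 (SE 0.21, adjusted p = 1.12e-05 from limma).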

IL-11 is a member of the IL-6-type cytokine family; the specific receptor, IL-11Rα, is expressed by Il11ra in fibroblasts but not immune cells (45). An upstream transcription factor for IL-11 is NF-κB (Nfkb1). IL-11 is considered a key factor in the inflammation of aging (“inflammaging”) process, in part by promoting fibrosis (46, 47).

A targeted RNA-seq analysis of transcription of Nfkb1, Il6, Il11, and Il11ra, with Gapdh as the housekeeping gene for normalization across species, is shown in **Figure 7**. There were higher baseline levels of Il6 in mouse cells than deermouse cells, a greater magnitude of Il6 elevation with agonist exposure in deermouse cells, and similar Nfkb1 levels between species. 

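Il6 was at 1.62% ± 0.357 of Gapdh (SD, n = 5) in *M. musculus* controls and 0.102% ± 0.0844 in *P. leucopus* controls, 17.7-fold higher in *M. musculus* (two-sided exact permutation test, p = 0.0079, adjusted p = 0.012). With 1 µg/mL it was at 14.8% ± 4.36 and 9.3% ± 8.06, and the difference did not pass (exact permutation p = 0.095). At 10 µg/mL it was at 13.8% in *M. musculus* and 13.8% ± 9.72 in *P. leucopus* (exact permutation p = 0.69). The log2 fold change at 1 µg/mL was 3.27 in *M. musculus* (SE 0.11, adjusted p = 2.08e-11 from limma) and 6.37 in *P. leucopus* (SE 0.13, adjusted p = 2.70e-10), and the responses differed by 3.10 (SE 0.30, adjusted p = 3.65e-05). The *P. leucopus* libraries of animal 2 stood apart, at 0.251% of Gapdh in the control against 0.0501% to 0.0792% in the other 4, and at 23.5% at 1 µg/mL against 4.37% to 7.71%. Nfkb1, which Il6 induction draws on, was at 4.2% in *M. musculus* and 7.09% in *P. leucopus* at 10 µg/mL, 1.67-fold higher in *P. leucopus* (exact permutation p = 0.0079).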

The finding of the genome-wide RNA-seq analysis for Il11 was confirmed. 

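Il11 relative to Gapdh was at 4.34% ± 2.19 (SD, n = 5) at 10 µg/mL in *M. musculus*, a log2 fold change over the controls of 2.77. In *P. leucopus* it was at 0.163% ± 0.0445 at that dose, with a log2 change of -0.13 (adjusted p = 0.577 from limma), so no change was detected there. At 10 µg/mL the level in *M. musculus* was 23.9-fold higher (two-sided exact permutation test, p = 0.0079, adjusted p = 0.0096). This fold on TPM rests on the coding length of Il11, for which the paper reports an annotation error in *P. leucopus*.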

While Il11 transcription levels increased in mouse cells with both concentrations of Pam3CYSK4, in deermouse, there was, if anything, a further decline from low levels at baseline. The scarce to absent Il11 transcripts in these low-passage *P. leucopus* cells were not accompanied by reduced expression of its receptor Il11ra, which was at comparatively high levels in deermouse control cells and, unlike mouse cells, did not decline with agonist exposure. These were the findings for the early passage cells of *P. leucopus*. 

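Il11ra, the receptor gene for interleukin-11, was at 2.95% ± 0.489 of Gapdh (SD, n = 5) in *P. leucopus* controls and 2.39% ± 0.401 at 1 µg/mL. In *M. musculus*, where the CDS is named Il11ra1, it was at 2.28% ± 0.805 and 1.36% ± 0.269. The log2 change at 1 µg/mL was -0.60 in *M. musculus* (SE 0.05, adjusted p = 5.19e-07 from limma), or 1.51-fold, and -0.32 in *P. leucopus* (SE 0.06, adjusted p = 0.00406), or 1.25-fold, both lower and both under the 2-fold threshold. In controls Il11ra was 1.34-fold higher in *P. leucopus* (two-sided exact permutation test, p = 0.13). At 1 µg/mL it was 1.76-fold higher (exact permutation p = 0.016, adjusted p = 0.018), but the direction turned with Actb as the reference, with a natural-log difference of -1.08, and with no reference gene, with -0.08.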

As described below for high-passage cells, the capacity of *P. leucopus* for transcription of Il11 had not been lost.

**Figure 7:**
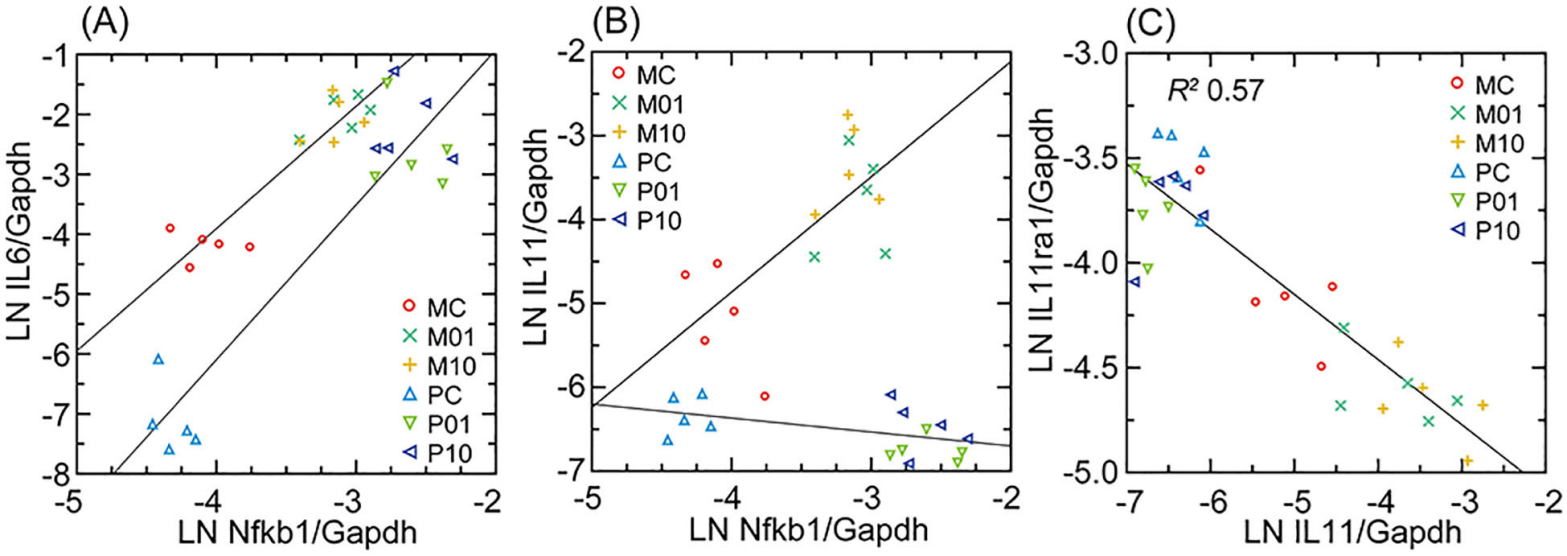
Interleukin-6 (Il6; **(A)**), interleukin-11 (Il11; **(B)**), and interleukin-11 receptor (Il11ra; **(C)**) Gapdh-normalized transcription compared in scatter plots and with linear regressions for *M. musculus* (M) and *P. leucopus* (P) dermal fibroblasts that were either untreated (C) or treated with Pam3CSK4 lipopeptide at 1 µg/mL (01) or 10 µg/mL (10). For analyses of **(A, B)**, linear regressions are separated by species. For **(C)**, the linear regression with the coefficient of determination (*R^2^*) was for both. Data for analyses are in **Supplementary Table S2**.

### Single-cell RNA-seq of low-passage populations

At their outsets, the cultures of the full-thickness ear tissue included cartilage, capillaries and other small vessels, epidermis, hair, and hair follicles, as well as the dermis that would be the presumptive source for the fibroblasts (48). What emerged from this initial mixture of cell types were adherent cells for both *P. leucopus* and *M. musculus*. These could be released from the polystyrene dish bottoms with trypsin, and when these were used to populate a fresh culture, the cells soon became adherent again. They had the morphology of fibroblasts (**Figure 1**), and we had the bulk RNA-seq results, which, for both species, confirmed the expression of fibroblast markers, such as the collagen gene Col1a1, fibroblast-specific protein 1 (S100a4), and vimentin (Vim). However, heterogeneity was undefined.

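The collagen gene Col1a1, S100a4 and Vim kept high levels after exposure to the agonist. Relative to Gapdh, Col1a1 was at 119% ± 26.5 (SD, n = 5) in *M. musculus* controls and 92.9% at 1 µg/mL, and at 314% ± 112 and 300.0% in *P. leucopus*. S100a4 was at 5590 ± 707 TPM in *M. musculus* controls and 7900 ± 3200 TPM in *P. leucopus* controls. Vim was at 108% ± 36.6 of Gapdh in *M. musculus* controls and 282% ± 43.8 in *P. leucopus* controls. The log2 changes at 1 µg/mL were -0.26 for Col1a1, -0.16 for S100a4 and -0.67 for Vim in *M. musculus*, and -0.09, -0.05 and 0.17 in *P. leucopus*, and none was called. Col3a1, another fibrillar collagen gene, was at 3840 ± 812 TPM in *M. musculus* controls and 513 ± 289 TPM in *P. leucopus* controls. Of the fibroblast markers, none of 12 measured in *M. musculus* and none of 11 in *P. leucopus* was called at 1 µg/mL by limma. Markers of other cell types had few calls. In *M. musculus* the leukocyte and macrophage gene Cd74 rose by 1.26 (1 of 6 higher) and the chondrocyte gene Sox9 fell by 1.56 (1 of 7 lower), and in *P. leucopus* Sox9 fell by 1.50 (1 of 4 lower). Keratinocyte, smooth muscle and pericyte, melanocyte and Schwann, and adipocyte and skeletal muscle markers had no calls in either species, over 5, 6, 4 and 6 genes measured in *M. musculus* and 2, 6, 3 and 3 in *P. leucopus*. Of the endothelial markers 0 were measured in *M. musculus* and 1 in *P. leucopus*, which was not called.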

As a first step to better characterize these primary cultures, we carried out single-cell RNA-seq of two sets of pooled cells, one for each species. Each pool contained equal parts of cells that were untreated, cells exposed to Pam3CSK4 for 4 h, and cells exposed to LPS for 4 h. The reasoning was to represent, in a single population, cells after exposure to two different TLR agonists, as well as cells at baseline, and then processed them together. Each species’ sample yielded ~4 × 10^4^ cells and, after downstream processing, indexing, library preparation, and sequencing, ~10^9^ PE150 reads.

We approached the analysis without set ideas about markers to prioritize. Gene expression matrices were normalized and dimensionally reduced by principal component analysis. UMAP projections and cell clustering were generated by the top principal components for each cell. There were 10 major clusters for each species (**Figure 8A**), numbered 1–10 for *P. leucopus* and 11–20 for *M. musculus*. For both species’ cells, these were organized in two superclusters, shown on the left and right in each graphic. The individual clusters for each species were roughly in the same spatial arrangement, with the exceptions of cluster 10 of *P. leucopus* and cluster 20 of *M. musculus*, which did not have clear counterparts in the comparison species. By analyzing single genes, we found that the transcription of two collagen genes, Col15a1 and Col8a1, specifically distinguished between left and right superclusters in both species, thus providing evidence of comparability between deermouse and mouse cultures in terms of cell type representation at this higher order.

**Figure 8:**
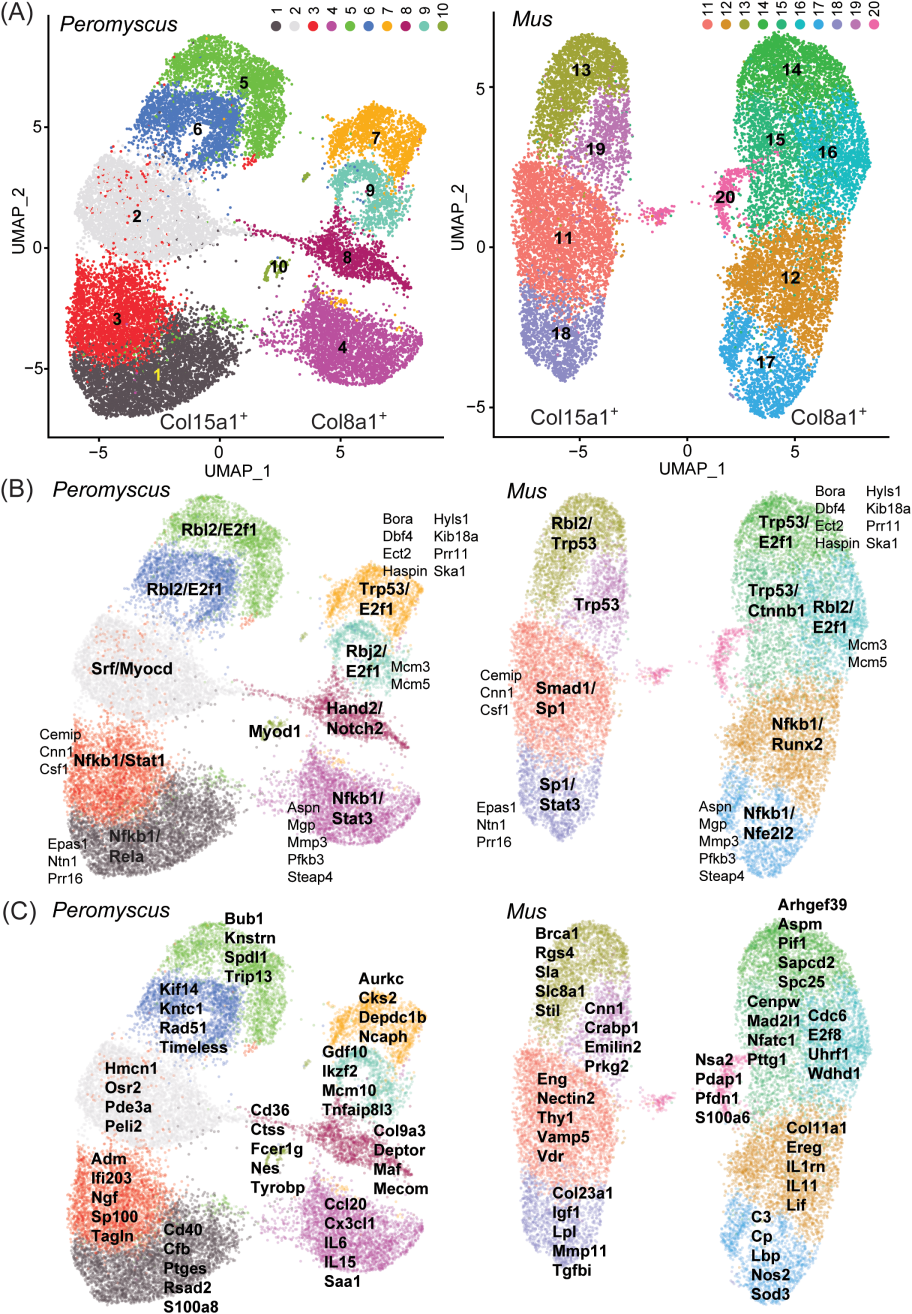
Single-cell RNA-seq of low-passage-cultivated dermal fibroblasts of *Peromyscus leucopus* and *Mus musculus* with 2-dimensional UMAP projections of clusters of types of cells in pooled populations of cells that were untreated or exposed to either Pam3CSK4 or LPS. **(A)** The clusters of each species are identified by number and color: 1–10 for *P. leucopus* and 11–20 for *M. musculus*. Two CDS that served as markers for the left and right superclusters were Col15a1 (left) and Col8a1 (right). **(B)** Transcription factors that were predicted by GO term analysis to be associated with signifying CDS for each cluster (**Supplementary Table S6**) are indicated in bold font. CDS that defined the same clusters in both species are in a smaller and regular font. **(C)** CDS that were enriched in representation in the clusters and that discriminated to that degree between species are listed for each cluster.

Provisional cross-species analogies among clusters were supported by predictions of what transcription factors would be predominant from GO term analysis of the genes contributing to cluster discrimination (**Figure 8B**, **Supplementary Table S6**). Transcription factors associated more generally with normal cell growth, such as E2f1 and Rbl2, appeared to define the upper clusters (i.e., 5, 6, 7, and 9 of *P. leucopus* and 13–16 and 19 of *M. musculus*) of each of the left and right superclusters of deermouse and mouse. On the other hand, the lower poles of both superclusters were associated with transcription factors, such as Nfkb1, Nfe2l2 (Nrf2), Stat1, and Stat3, more typically identified with host responses to a stressor, suggesting to us that these lower pole clusters were the cells exposed to one or the other TLR agonist. For half of the clusters, there were also between 2 and 8 genes that contributed to defining a cluster in the same relative location in both deermouse and mouse. These were clusters 1, 3, 4, 7, and 9 for *P. leucopus* and 11, 14, and 16–18 for *M. musculus*. These included the Epas1 (endothelial PAS domain protein 1) for clusters 3 and 11 and Csf1 (colony-stimulating factor 1, macrophage) for clusters 1 and 11.

If only the 4–5 top-ranked genes by degree of enrichment and that uniquely contributed to cluster identity were considered (**Figure 8C**), we observed again in the lower halves of the two superclusters a predominance of genes that were associated with innate immune and other host responses. Of note, with regard to other aspects of this study, are the antiviral effector Rsad2 and calgranulin component S100a8 in cluster 1, interleukin-6 and the chemokine Cxcl20 in cluster 4, interleukin-11 and the interleukin-1 receptor antagonist Il1rn in cluster 11, and Nos2 and complement component C3 in cluster 17. The small cluster 10 located between the two superclusters of *P. leucopus* stood out from the other 9 clusters of the deermouse fibroblasts and all 10 mouse clusters in the specifying contributions of dendritic cell-associated genes Cd36, Fcer1g (CD23), and Tyrobp (DAP12). Cluster 20 of *M. musculus* was defined in part by the genes listed in the panel (C) of the figure, but also by enrichment of lower magnitude for several ribosomal proteins (**Supplementary Table S6**), an indication that this was a more rapidly dividing cell population, without a counterpart in the *P. leucopus* fibroblast sample.

### Spontaneously transformed *Peromyscus leucopus* fibroblasts

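The data of this experiment were 6 RNA-seq libraries of *P. leucopus* fibroblasts of a single animal's lineage, 3 at passage 4 (P4) and 3 at passage 47 (P47). At each passage there was 1 library of control cells, 1 of cells exposed to Pam3CSK4 at 10 µg/mL and 1 of cells exposed to LPS, a TLR4 agonist, at 1 µg/mL, each for 4 h. The authors made TPM values for the same CDS set as above. Reads assigned to CDS were 140311247 in the P4 control, 143191486 with Pam3CSK4 and 150302995 with LPS, and 199351838, 175229552 and 174291779 in the P47 libraries in the same order. At this depth 1 read on a CDS of 1 kb stood for 0.00564 to 0.00887 TPM, and the 10 most abundant CDS took 8.59% to 10.9% of the reads. As in the study, the 3 libraries of a passage were taken as a group across treatments. They were compared with limma on log2(TPM + 0.1) over the 11936 CDS with a mean TPM of at least 1 in the 6 libraries, and genes were called at an adjusted p under 0.01, at least a 4-fold change and a mean TPM of at least 10. The spread within a passage holds the effect of the treatments, so genes that respond to the agonists have large errors. A permutation of 3 libraries against 3 cannot give a p under 0.1, and a treatment within a passage has 1 library, so its folds have no replicate check and no p.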

Bulk RNA-seq was carried out on cultures of *P. leucopus* at passage 4 (P4) and passage 47 (P47), which were controls or had been treated with Pam3CSK4 or LPS for 4 h. The number of PE150 reads ranged between 2.13 and 2.93 × 10^8^ with a mean of 2.45 × 10^8^. The primary objective was to identify genes that were transcribed in P4 cells but to little or no degree in P47 cells or vice versa. For this purpose, we compared the three samples of P4 against the three samples of P47 cells across conditions. By the criterion of a fold change of ≥4, mean TPM ≥10 across all samples for a given gene, and an FDR *p*-value <0.01, 80 genes were differentially upregulated in P4 cells and 25 were upregulated (denoted by negative fold-change values) in P47 cells (**Tables 2**, **S7**). 

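Of the gene lists, that of the extracellular matrix had the most members called higher in P4 cells, and that of the cell cycle the most called higher in P47 cells. Of 27 matrix genes measured, 13 were higher in P4 and 1 lower (13 and 1 when adjusted over the list alone), with a median log2 fold change of 2.55 (adjusted p = 6.27e-08 from camera, adjusted p = 0.524 with an estimated correlation). Among them were Efemp1 at 10.17, the small proteoglycan Dcn at 10.02 (685 ± 70.0 TPM in P4 and 1.27 ± 1.87 in P47, SD, n = 3), Dpt at 9.96, the collagen gene Col3a1 at 9.85 and Lum at 8.11, while Col6a3 was at -4.64. Of 23 cell cycle genes, 8 were higher in P47 and none in P4, among them Tyms at -2.87, Mcm4 at -2.55, Mcm2 at -2.43 and Top2a at -2.21 (adjusted p = 6.27e-08 from camera, adjusted p = 0.524 with an estimated correlation). The genes named by rank for P4 were the adhesion molecule Vcam1 at 10.84 (SE 1.02, adjusted p = 9.31e-05 from limma), Plod2 at 10.71 and Ldoc1 at 10.41, with Lgals3 at 9.93. For P47 they were the peptide hormone gene Cck at -11.31 (SE 0.27, adjusted p = 4.22e-07), at 316 ± 23.8 TPM in P47 and 0.0313 in P4, Angptl2 and Kpna7 at -9.82, C1qtnf3 at -9.20 and Prxl2a at -8.80, with Col4a5, Dkk2 and Pcsk1 at -8.73, -8.62 and -8.49. In all, 386 genes were higher in P4 and 225 in P47.

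Other lists had fewer calls. The imprinted genes Ndn, Peg10 and Mest were higher in P4 by 8.80, 6.61 and 3.39 (3 of 7, adjusted p = 0.019 from camera, adjusted p = 0.524 with an estimated correlation), and members of that list had been seen in Table 2 beforehand. Of 11 genes of cholesterol synthesis, 3 were higher in P47: Dhcr7 at -3.02, Hmgcs1 at -2.16 and Insig1 at -2.01 (adjusted p = 0.0167 from camera, adjusted p = 0.723 with an estimated correlation). Adamts5 at 8.30 and Mmp19 at 5.07 were higher in P4 and Mmp2 at -2.21 in P47, of 9 matrix proteases and inhibitors. Cdkn1a at 2.37 was higher in P4 and Lmnb1 at -3.12 in P47, of 12 genes of p53 and senescence. Pfkfb3 at 2.53 was the 1 call of 13 hypoxia and glycolysis genes, Slc7a2 at 5.11 that of 9 arginine metabolism genes, Tagln at 3.71 that of 5 smooth muscle and pericyte markers and Acta1 at 6.55 that of 3 adipocyte and skeletal muscle markers. None of 19 Nrf2 targets and 4 interferon-inducible GTPases was called by limma.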

Genes that were little transcribed in P47 compared to P4 cells were Col8a1, Deptor, Eng, Il6, and Lbp, each of which was more closely associated with the right-side superclusters in the single-cell experiment (**Figure 8**). On the other hand, upregulated genes in the transformed cells included Il1rn, Il11, and Timeless, which were associated with the left supercluster. This indicated that the lineage of transformed cells can be traced to the left supercluster fibroblasts than the fibroblasts on the right.

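Col8a1, a gene of a short-chain collagen, was at 47.9 ± 5.31 TPM (SD, n = 3) in P4 and 0.215 ± 0.086 in P47, a log2 fold change of 7.28 (SE 0.22, adjusted p = 7.59e-07 from limma). Eng, the TGF-β co-receptor gene, was at 49.5 ± 2.08 and 7.14 ± 0.388 TPM, a log2 fold change of 2.78 (SE 0.08, adjusted p = 6.68e-07). Lbp, the LPS-binding protein gene, was at 88.7 ± 7.85 and 0.182 ± 0.214 TPM, a log2 fold change of 8.55 (SE 0.47, adjusted p = 7.37e-06). Deptor, an mTOR inhibitor gene, was at 16.4 ± 10.4 and 2.88 ± 0.711 TPM, a log2 fold change of 2.24 (SE 0.54, adjusted p = 0.00829), and its mean TPM was under 10, so it was not called. Il6 was at 5.23 TPM in the P4 control, 185 with Pam3CSK4 and 76.3 with LPS, and at 0.75, 4.58 and 1.13 TPM in P47. Over the 3 treatments its log2 fold change was 4.64 (SE 1.33, adjusted p = 0.0178 from limma), which missed the 0.01 threshold but passed it with a block for the treatment or without the P4 control.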

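Il1rn, the gene of the interleukin-1 receptor antagonist, was at 0.0739, 0.294 and 0.238 TPM in the P4 control, Pam3CSK4 and LPS libraries, and at 34.9, 40.0 and 34.7 TPM in those of P47. Its log2 fold change of P4 over P47 was -7.00 (SE 0.31, adjusted p = 2.75e-06 from limma). Il11 was at 4.56, 3.72 and 3.12 TPM in P4 and 12.6, 20.2 and 13.3 TPM in P47, a log2 fold change of -1.97 (SE 0.22, adjusted p = 0.000215), just under the 4-fold threshold, and it was called without the control of either passage or without the P47 LPS library. Timeless, a gene of the replication fork, was at 3.82 ± 1.19 TPM (SD, n = 3) in P4 and 16.5 ± 1.46 in P47, a log2 fold change of -2.12 (SE 0.21, adjusted p = 0.000125), a call lost with a pseudocount of 1 or without the P4 Pam3CSK4 library. From genes higher at either passage and the superclusters with which they were associated in its single-cell data, the paper concludes that the lineage of the transformed cells can be traced to the left supercluster.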

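Isg15, Mx2 and Rsad2 are interferon-stimulated genes, with 1 library per passage and treatment and so no test of the treatment. Isg15 was at 7.0 TPM in the P4 control, 205 with Pam3CSK4 and 88.5 with LPS, and at 2.02, 2.28 and 2.07 in P47. Mx2 was at 17.9, 289 and 137 TPM in P4 and 8.55, 9.69 and 9.04 in P47, and Rsad2 at 0.147, 56.5 and 11.8 TPM in P4 and 0.0421 TPM or less in P47. Of the list, 5 of 30 interferon-stimulated genes were called higher in P4, namely Rtp4, Irf9, Ifih1, Stat2 and Helz2 (1 when adjusted over the list alone, adjusted p = 0.0206 from camera, adjusted p = 0.881 with an estimated correlation). The interferon regulatory gene Irf9 was at 38.1 ± 25.5 TPM (SD, n = 3) in P4 and 3.32 ± 0.365 in P47, and Stat2 at 37.7 ± 23.0 and 6.53 ± 0.611. Of 21 NF-κB pathway genes, 3 were higher in P4, Bcl3, Irak3 and Ikbke (0 over the list alone). The chemokines Cxcl5 at 8.12 and Cxcl12 at 7.48 were higher in P4 and Cxcl14 at -4.99 in P47, of 13, and the cytokine Tnfsf18 was higher in P4 at 6.23, of 12. Ly96, the LPS co-receptor gene, was higher in P4 at 3.21, and so were the antimicrobial gene Hp at 7.26 and Lbp.

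Of the MHC class I genes, H-2_Q10a-1, H-2_DDa and H-2_LDa-3 were called lower in P47 at the 4-fold threshold, with log2 fold changes of 2.29 (SE 0.13, adjusted p = 9.82e-06 from limma), 2.18 and 2.17, the last from 215 ± 32.5 TPM (SD, n = 3) in P4 to 47.7 ± 4.82 in P47. H-2_DDa1 at 4.00 (SE 1.38, adjusted p = 0.0357) and H-2_M2 at 3.46, with a mean TPM under 10, were above 4-fold but not called at all of the thresholds. The next were under 4-fold and not called. H-2_LDa-2 was at 550 ± 103 TPM (SD, n = 3) in P4 and 149 ± 25.4 in P47, a log2 fold change of 1.88 (SE 0.16, adjusted p = 6.41e-05 from limma), and H-2_LDa-1 at 403 ± 43.3 and 103 ± 9.47 TPM, a log2 fold change of 1.96 (SE 0.10, adjusted p = 4.52e-06). H-2_D37a and H-2_KDa had log2 fold changes of 1.86 and 1.85. Near-identical copies of these genes may share reads. Of the list of 11 genes of class I antigen presentation none was called by limma (5 had an unadjusted p under 0.05), and Tap1, which encodes the peptide transporter, was at 36.5 ± 25.8 TPM in P4 and 24.6 ± 6.37 in P47.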

Besides the near-complete or complete loss of expression of several of the innate immunity-associated transcription factors, cytokines, chemokines, and ISGs that featured in the comparison with low-passage mouse fibroblasts, there was also diminished transcription of MHC class I protein genes in P47 cells. In addition to the upregulated Il11 and Il1rn, which were notably lowly transcribed in early passage deermouse cells in comparison to mouse cells (**Table 1**), two cancer-associated genes, Brca1 and Myc, were more highly transcribed in P47 than in P4 cells.

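Brca1, a DNA repair gene, was at 3.64 ± 0.917 TPM (SD, n = 3) in P4 and 21.2 ± 0.795 in P47, a log2 fold change of P4 over P47 of -2.54 (SE 0.19, adjusted p = 3.14e-05 from limma). Myc, a growth-promoting transcription factor gene, was at 10.8 ± 2.07 and 64.5 ± 4.34 TPM, a log2 fold change of -2.58 (SE 0.14, adjusted p = 6.59e-06). In the second-passage cultures Il1rn was at 0.0646 TPM in *P. leucopus* controls and 1.96 ± 1.14 TPM (SD, n = 5) at 1 µg/mL, and at 202 ± 101 and 276 ± 98.8 TPM in *M. musculus*.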

A secondary objective was to identify in the transformed cell line those genes that not only were still transcribed but also increased in expression after exposure to either or both of the TLR agonists (**Supplementary Table S8**). If this were the case, it would indicate retention of some signaling pathways of cell-autonomous immunity. One of these was Slpi, which was 1,000-fold lower in transcription in P47 cells than in P4 cells across all conditions (**Table 2**), but still was 10-fold higher in transcription in the agonist-treated P47 cells than in the controls. 

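Slpi was at 122 TPM in the P4 control, 568 with Pam3CSK4 and 291 with LPS, and at 0.142, 1.35 and 0.516 TPM in the same P47 libraries. The means of the 3 libraries were 327 ± 225 TPM (SD, n = 3) in P4 and 0.669 ± 0.618 in P47, a ratio of 489, and the log2 fold change by limma was 8.83 (SE 0.77, adjusted p = 6.41e-05). In the P47 cells Slpi rose 9.48-fold over the control with Pam3CSK4 and 3.62-fold with LPS, and in the P4 cells 4.65-fold and 2.38-fold. These P47 values rest on 10 reads in the control, 82 with Pam3CSK4 and 31 with LPS.

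**Figure D3:**
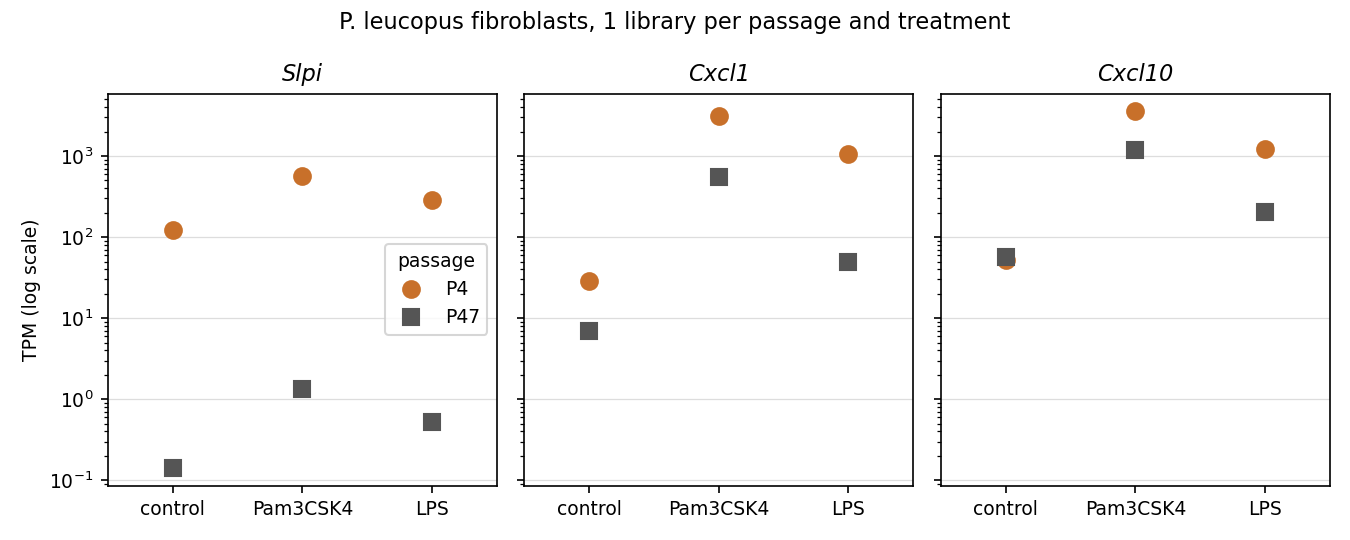
TPM (log axis) of Slpi, Cxcl1 and Cxcl10 in the control, Pam3CSK4 and LPS libraries of P4 cells (circles) and P47 cells (squares), with 1 library per point. Slpi lies at 122 to 568 TPM in P4 and at 0.142 to 1.35 TPM in P47, while Cxcl1 and Cxcl10 reach 557 and 1190 TPM in the P47 cells with Pam3CSK4.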

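Cxcl1, a neutrophil chemokine gene, was at 6.86 TPM in the P47 control, 557 with Pam3CSK4 and 49.3 with LPS. These are 81.3-fold and 7.2-fold over the control, from 365, 25658 and 2247 reads. In P4 cells it was at 29.1, 3110 and 1050 TPM, 107-fold and 36.2-fold over the control. Over the 3 libraries of each passage the log2 fold change of P4 over P47 was 2.99 (SE 2.13, adjusted p = 0.244 from limma) and not called.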

Another was Cxcl1, which was 100-fold higher in transcription in Pam3CSK4-treated P47 cells than in the controls. 

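Cxcl10, a chemokine gene induced by interferon, was at 57.3 TPM in the P47 control, 1190 with Pam3CSK4 and 202 with LPS, 20.8-fold and 3.53-fold over the control. The counts were 3020, 54346 and 9126 reads. In the P4 cells it was at 52.1, 3570 and 1240 TPM, 68.6-fold and 23.8-fold over the control. The log2 fold change of P4 over P47 was 1.35 (SE 1.74, adjusted p = 0.506 from limma) and was not called.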

The chemokine Cxcl10 was not one of those diminished in transcription in P47 versus P4 cells, but, like Cxcl1, it displayed greater than 10-fold upregulation in transcription with the TLR2 agonist but not the TLR4 agonist.

The reads were also aligned with the *P. leucopus* reference set of 103,397 ERVs of ≥500 bp. Across the six samples, 10,843 (10.5%) ERV/TEs had a mean TPM ≥5. Of these, 832 (7.7%) of ERV/TE sequences were more highly transcribed in low-passage than in high-passage cells across all three conditions by the criterion of FDR *p* < 0.01 and absolute fold change ≥2 for three samples for each passage history (**Supplementary Table S9**). By the same criteria, 1,136 (10.5%) were more highly transcribed in high-passage cells (denoted in the table as negative fold-change values).

The distinguishing DEGs of P47 cells were of interest because of their association with an ostensibly immortalized state. The high-passage cells’ upregulated DEGs were, in general, longer (mean of 1,189 vs. 1,082 bp; *p* = 0.01) and more highly transcribed (mean TPM of 328 vs. 81; *p* = 0.003) than low-passage cell DEGs. Of the 14 high-passage cell DEGs of ≥5 kb size, 3 were >9 kb, with lengths (and chromosome locations) of 9,543 (NC_051064.1:6812577-6822120), 9,432 (NC_051076.1:33708849-33718281), and 9,208 (NC_051063.1:54636550-54645758) bp. Not only do the three have ORFs for components of Gag-pol polyproteins, including reverse transcriptases, but they also would encode retroviral Env proteins. For the ERVs of 9,543 and 9,432 bp, the CDS for Env sequences aligned with feline leukemia virus (FLV) proteins along their full lengths and without frame shifts or in-frame stop codons. The Env CDSs of the 9,543- and 9,432-bp ERV sequences have a purine at the −3 position and ATGG for positions +1–4, thus plausibly translatable. The 1,983-nt sequence of the predominant FLV-related Env polyprotein mRNA (GenBank accession PV892740) transcribed by the transformed *P. leucopus* fibroblasts would encode a polypeptide of 661 aa with a gp70 portion from positions 32 to 463 and the more conserved, transmembrane p15E portion from positions 464 to 638.

In contrast, the six DEGs of ≥5 kb, fold change ≥2, and FDR *p* < 0.01 of low-passage cells were of a maximum length of 7,503 bp (**Supplementary Table S9**). The six ERV sequences each comprised ORFs for parts of Gag-pol polyproteins, but none would discernibly encode a retroviral envelope protein, in part or whole. This and other findings about the immortalized fibroblasts showed that amidst the silence of many genes of inflammation consequence, such as Il6, other genes, such as some ERV sequences and Il11, were effectively released from repression.

## Discussion

Previous comparisons of *P. leucopus* with *M. musculus* used laboratory-bred animals that were euthanized at the end of the experiment (19, 20, 49, 50). Acknowledging that *in vivo* studies deserve their preeminence in research, we asked whether pre-mortem primary cultures of a tissue from *P. leucopus* could stand in for the animals themselves for some research questions. For field-based studies, this would allow for the release of captured animals after measurements and specimens have been taken. This was one rationale for the application of wing tissue biopsies for studies of bats in nature (51, 52). For laboratory-based investigations of stock colonies, longitudinal designs with non-lethal sampling of tissue at different times become feasible.

An indisputable advantage of tissue culture is the capability to freeze the cells indefinitely, permitting replication of an experiment or the application of procedures not available at the time of collection. With their tissues propagated and cultures split, animals can serve as their own controls in experiments. There can be interventions that could not be feasibly tested with live animals because of toxicity at the organismal level or impeded delivery to the tissue or organ of interest. Experiments on cultured cells do not suffer from these restrictions. These manipulations include RNAi and other non-transgenic gene silencing methods or CRISPR gene editing applications, before this technology is achieved for the whole animal.

These are justifications for the use of cultured cells; however, their validity as approximations of live animals rests on two assumptions. The first is that cells cultured from a non-model organism, e.g., *P. leucopus*, sufficiently resemble those of a more established model organism, i.e., the house mouse, that one can exploit extant databases and literature on the model organisms. If there are many incongruities or misalignments, the findings for the deermouse might be limited in impact to that one genus. The second assumption is that *in vitro* experiments’ results generally line up with those of *in vivo* experiments for the same organism. In other words, if a gene is upregulated in the animal under a certain condition, is it also upregulated in the tissue culture cells?

In considering the first assumption, we noted the report that established cultures of *P. leucopus* fibroblasts had similar doubling times to those of *M. musculus* (53). Unlike cultured fibroblasts of humans and some other large mammals, deermouse and mouse cells had telomerase activity and did not undergo replicative senescence in the study of Seluanov et al. (53). The observed decline in the present study of one *M. musculus* culture within a few passages is provisionally attributed to greater oxygen sensitivity of the mouse cells (29) and not replicative senescence. Without discounting a possible distinction between species in their responses to oxidative stress, the early passage populations of *P. leucopus* and *M. musculus* dermal fibroblasts had more in common than differences by genome-wide RNA-seq (**Supplementary Figure S1** **;** **Figures 2**, **3**).

With acknowledgment that analogies between scRNA-seq UMAP clusters for different species should be made with caution, we propose that the assignment of correspondences between species was justified not only based on their locations in the maps but also by signifying genes in common (**Figure 7** **;** **Supplementary Table S6**). Col15a1 and Col8a1 empirically distinguished the left and right superclusters of both deermouse and mouse in this experiment (**Figure 7**), but these genes are not generally recognized as markers for the predominant types of fibroblasts in mouse skin: papillary fibroblasts in the upper dermis and reticular fibroblasts in the lower dermis (54). Some markers known for their specificities for fibroblast types in intact skin would be expected to decline in expression in culture (55), thus reducing the number of informative characteristics available for cell origin typing. Nevertheless, some enrichments of expression allowed for tentative assignment of origins for some clusters. Examples were Crabp1 (cellular retinoic acid binding protein 1) and Col23a1 for left-sided clusters and Aspn (asporin) and Col11a1 for right-sided clusters (**Supplementary Table S6**). These suggest to us that the left and right superclusters had origins in papillary fibroblasts and reticular fibroblasts of the dermis, respectively, of mouse and deermouse.

Justifying the second assumption is a challenge, considering differences in complexity and time scale *in vivo* and *in vitro*. But, as noted by Tyshkovskiy et al. (56), who cited examples from research on aging, a rationale for this assumption exists. One of those examples was the report of Ma et al. (57). These investigators cultivated fibroblasts from the skin of captured *P. leucopus* and *P. maniculatus*, along with several other small- and medium-sized mammals, and found that the RNA-seq and biochemical assay results with *in vitro*-cultivated cells generally conformed with known longevity traits of the animals themselves. We similarly noted correspondences between prior findings for blood, spleen, and liver from deermice and mice and the findings with cultivated dermal fibroblasts of those species in experiments in which the time frames for the exposures to the agonists were similar. Whether this would also hold true for shorter or longer periods of exposure remains to be determined.

One of these correspondences was Slpi, which encodes an inhibitor of proteases of neutrophils and other phagocytic cells. Among its functions, the secreted protein has a role in wound repair (58) and has an inhibitory effect on the formation of neutrophil extracellular traps (59). Of relevance for a study of an infection-tolerant reservoir for the Lyme disease agent was the report that Slpi-deficient mice infected with *B. burgdorferi* had more severe arthritis and greater bacterial burdens in their joints than their wild-type counterparts (60). In prior studies, we observed that expression of Slpi increased orders of magnitude in the blood of *P. leucopus* treated with LPS or infected with a relapsing fever *Borrelia* species (19). For LPS-treated mice, there was only a modest increase in Slpi transcription from a low level. These observations notwithstanding, it was not given that dermal fibroblasts of *P. leucopus* would transcribe Slpi and produce the protein, but that was the finding here. Transcription was high at baseline in the deermouse cultures and increased further with TLR2 agonist exposures (**Figure 4**). In contrast, with the mouse cells, there was the same comparatively low expression of Slpi as observed in the *in vivo* experiment. While there remain questions about the regulation of Slpi expression, the tight correlation of Slpi transcription across species with that of the stress-responsive transcription factor Nfe2l2, more commonly known as Nrf2, indicates a direct regulatory role, as has been reported for the mouse (61). Nfe2l2 regulates the transcription of a variety of cytoprotective proteins, including antioxidants, such as heme oxygenase 1 and superoxide dismutase 2, and chaperones (62). **Figure 4** reveals a high constitutive level of transcription of Nfe2l2 by the *P. leucopus* fibroblasts compared to the control *M. musculus* cells. This is a characteristic of the long-lived naked mole rat, an established experimental model for aging research (63), and the comparatively long-lived Snell dwarf mutant mouse (64). Constitutive expression of Nfe2l2 has also been associated with longevity in the nematode *Caenorhabditis elegans* (65). A possible explanation for the successful serial propagation of the deermouse cells, but not the mouse cells, in the presence of atmospheric concentrations of oxygen was a greater capacity to withstand oxidative stress.

Another distinguishing feature of *P. leucopus* cells of the blood and spleen was the near absence of transcription of Nos2 (19, 20), which encodes the mitochondrion-based, inducible nitric oxide synthase. This was when Arg1 was transcribed at high levels at baseline and even higher with LPS exposure. As noted previously for *P. leucopus* fibroblasts (19) and in the present study (**Figure 3**), Nos2 is transcribed constitutively and at higher levels after exposure to an agonist of TLR4 or TLR2. But this was starting at a level manyfold lower than for the *M. musculus* fibroblasts at baseline. Arg1 expression was hardly detectable in the mouse fibroblasts and substantially higher in deermouse cells under both control and treated conditions, similar to what was observed in the blood and spleen. What the *in vitro* study added to the picture of arginine metabolism in the two species was the differential expression of two other arginine metabolism genes associated with the mitochondrion, Arg2 and Ass1, and an arginine transporter, Slc7a2 (42), which, unlike Arg2 and Ass1, was transcribed at comparatively high levels both in controls and agonist-treated deermouse cells (**Figure 3**). These findings draw attention to the mitochondria and the dichotomy between *P. leucopus* and *M. musculus* in the sites of activity for arginine metabolism genes of recognized importance in immunity (66, 67).

As in the study of whole blood of *P. leucopus* and *M. musculus*, there were differences between species in the transcription of ERV and TE sequences in cultured fibroblasts. In the study of LPS-treated animals, this was restricted to selected retroviral envelope protein sequences, which decreased in transcription in deermice while increasing in mice (20). In the present study, much larger sets of the ERV sequences of small to large size were used as references. These datasets were comparable between species in numbers and in the overall distributions of lengths and over the wide ranges of levels of transcription. Given the high redundancy of ERVs of all sizes in the mammalian genomes, confidently ascribing a location for the source of a ~150-nt cDNA read is a challenge, and this limitation, which applies to all studies of this sort, is acknowledged. That is why the emphasis was on the lengths of the ERVs as a class and not their precise identification. With that disclaimer, we found that the more highly expressed ERV sequences at baseline were generally longer in *M. musculus* than in *P. leucopus* (**Supplementary Figure S6**) and that this was also true for those sequences that were upregulated DEGs for one species or another (**Figure 7**).

Deermice have recently experienced massive invasions of diverse ERVs, resulting in a large expansion of KRAB zinc finger proteins (KRAB-ZFPs) responsible for ERV suppression (27, 68). This expansion of suppression machinery could enable deermice to control ERV expression more effectively, with important implications for inflammation, immune response, and longevity (69–71). Consistent with this, previous work has shown evidence that *P. leucopus* may control ERV expression more effectively compared to other rodents (20). Our data here also generally support this interpretation. However, we also observe expression of full-length ERVs in *P. leucopus*, encoding all or most of the proteins of a leukemia-type retrovirus. Interestingly, this particular ERV recently arose in the deermouse germline via interspecies horizontal gene transfer, exists at low copy numbers, and encodes full-length env genes that are expressed, suggesting that it might still function as an infectious virus (27). Such ERVs often evade host suppression machinery, so this ERV’s expression might not be too surprising. Nonetheless, these observations lead to important questions about the dynamics of ERV suppression in deermice and how more effective ERV suppression might impact immune response to other pathogens.

A more manageable number of ERV sequences to consider were the upregulated DEGs unique to transformed *P. leucopus* cells. Among the P47 DEGs were three ERVs of over 9 kb and which would encode Env proteins as well as Gag-pol polyproteins. Activation of RNA tumor viruses in spontaneously transformed mouse cell lines with or without inciting factors has long been noted (31, 72). *Peromyscus leucopus* provides another example of this, but this phenomenon in this species remains incompletely characterized. A future step would be documentation of the expression of viral proteins by these longer ERVs, such as with specific antibodies, mass spectrometry, or an assay for reverse transcriptase activity. While the P47 fibroblasts behaved as if immortal, including increased expression of the oncogene Myc (**Table 2**), other distinguishing features of transformed cells, such as their karyotypes, have not been examined.

In distinction to these parallels between *in vitro* and *in vivo* results, an *in vitro* finding lacking a counterpart in animal studies was a difference between species in transcription of the cytokine interleukin-11. In the blood, spleen, or liver of mice and deermice, there was scant to no transcription of Il11 under either baseline or agonist exposure conditions (19, 20). Does the low transcription of Il11 in primary cultures of deermouse fibroblasts fairly represent what occurs in other tissues or other pathologic conditions? Re-examination of results of RNA-seq of the skin of *P. leucopus* with or without infection with *B. burgdorferi* found no detectable transcription of Il11 (6). Whether there is an association of IL-11 with aging in *Peromyscus*, as has been reported for other species (46, 47), remains to be determined.

What we can consider here is the possible source of the Il11 transcription in the fibroblasts. This was evident for the mouse fibroblasts: the right-sided cluster 12 (**Figure 7**). Leukemia inhibitory factor (Lif), another member of the IL-6-type cytokine family, and interleukin 1 receptor antagonist (Il1rn) were also associated with cluster 12 (**Supplementary Table S6**). Il11, Il1rn, and Lif were more highly transcribed in P47 than in P4 deermouse cells (**Tables 2**, **S7**) and, unlike some chemokines, like Ccl2 and Cxcl10, were unchanged in transcription in P47 cells exposed to Pam3CSK4 or LPS (**Supplementary Table S8**). This suggests that, with spontaneous transformation and possible dedifferentiation, there was a release of repression of these genes, allowing for constitutive expression. The pro-inflammatory cytokine IL-6 also had right-side associations, namely, cluster 4 of *P. leucopus* (**Figure 7**). However, unlike the other IL-6-type family members, Il6 transcription was much decreased in the transformed cells (**Table 2**), an indication of a different form of regulation.

As the distinguishing features between *P. leucopus* and *M. musculus* mount and the list lengthens, a relationship between the infection-tolerant phenotype and the greater longevity of this deermouse begins to emerge. Similar differences between deermouse and house mouse had also been noted in comparative studies with different experimental designs for either the animals themselves (73) or bone marrow-derived macrophages (74). We knew before of the low susceptibility of *P. leucopus* to what would be lethal doses of LPS for a mouse, the moderated expression of interferons and downstream genes, and a polarization profile of alternatively activated macrophages tilting toward an anti-inflammatory outcome. The present study adds these distinctions: divergent natural histories of cultured fibroblasts, constitutive expression of the stressor-response transcription factor Nfe2l2/Nrf2, diminished expression of the aging-associated cytokine IL-11, and an indisposition to transcribe long ERVs with their potential to elicit recognition by PRRs and the inflammatory consequences of that.

Can we identify ramifications of the work of particular relevance to Lyme disease, as manifested either in an experimental animal model or human illnesses as we encounter them? After all, the agonist chosen for the study is one of the identified PAMPs of *B. burgdorferi* and other Lyme disease agents of the genus. Of particular interest would be findings from the present study that might point to new lines of investigation for Lyme disease research. We think one of these is the phenomenon of widespread transcription of sequences of ERVs and TEs, both under baseline conditions and differentially after exposure to the lipopeptide PAMP in mouse and deermouse cells. The conjecture is not that there is production of whole virions; there is no evidence of that in either our studies or elsewhere in the literature. Rather, it is that translated products, such as Env protein fragments or parts of reverse transcriptases, of retrovirus-derived sequences serve as PAMPs for cell-autonomous immune responses that would not be expected for infections by bacteria that are largely extracellular in the host (20). Two other topics that, in our view, merit further study in experimental models and in clinical research studies of Lyme disease are immunity-associated genes of arginine metabolism (66, 67) and mitigations against oxidative stress, especially by genes under the influence of the transcription factor Nrf2/Nfe2l2 (62).

## Materials and methods

### Animals

The study was carried out in accordance with the recommendations in the National Institutes of Health’s *Guide for the Care and Use of Laboratory Animals*: Eighth Edition of the National Academy of Sciences, and according to ARRIVE guidelines (https://arriveguidelines.org). The University of California Irvine (UCI) protocols AUP-23–127 and AUP-24–042 were approved by UCI’s Institutional Animal Care and Use Committee.

*Peromyscus leucopus*, here also referred to as “deermice,” were of the outbred LL stock that originated with 38 animals captured near Linville, NC, and thereafter comprised a closed colony without sib-sib matings at the Peromyscus Genetic Stock Center at the University of South Carolina (75). Deermice used in this study were each from different mating pairs and bred at the UCI vivarium. Outbred *Mus musculus* strain CD-1 and inbred *M. musculus* FVB/NJ strain, here also referred to as “mice,” were obtained from Charles River Laboratories and Jackson Laboratory, respectively. Rodents were maintained in the AAALAC-accredited UCI vivarium, with two to five animals per cage, a 16-h light/8-h dark schedule, room temperatures of 21 °C–23 °C, and humidity of 30%–70%. Food and water were available *ad libitum*; the diet was 2020X Soy Protein-Free Extruded Rodent Diets (Teklad, Madison, United States). The rodents were euthanized by carbon dioxide overdose followed by exsanguination by open thorax cardiac puncture.

### Tissue culture medium

The medium was RPMI 1640 medium (Gibco, Grand Island, United States) supplemented with 10% heat-inactivated fetal bovine serum (Gibco), 2 mM of L-glutamine, 100 µM of L-asparagine, 50 µM of 2-mercaptoethanol, 250 ng/mL of amphotericin B (Gibco, Fisher Scientific), 500 U/mL of penicillin G, and 500 µg/mL of streptomycin (76).

### Processing of tissue

Immediately after euthanasia, ~1 cm diameter of full-thickness ear tissue was excised with sterile instruments, immersed in 70% ethanol for 5 min, and allowed to dry in a biosafety cabinet. Once dry, the tissue was transferred to a 1.8-mL polystyrene screwcap tube containing 1.5 mL of medium with 2 mg/mL of collagenase type I (Millipore Sigma, Burlington, United States). Ear tissue was minced while in the tube with scissors down to ~3 mm size, and then the suspension was incubated at 37 °C on a horizontal shaker at 200 rpm for 75 min. The suspension was then pushed through a 70-µm cell strainer with the rubber end of a 5-mL syringe plunger into 10 mL of medium. The pass-through liquid was centrifuged at 400×*g* at room temperature for 5 min. The supernatant was removed, the pellet was suspended in 10 mL of medium, the suspension was centrifuged again, and the supernatant was removed.

### Tissue cultivation

After the final centrifugation, the cell pellet was suspended in 10 mL of pre-warmed medium. This was transferred to a 10-cm-diameter polystyrene culture dish (Fisher Scientific FB0875712) with lid and incubated at 37 °C in a humidified atmosphere with 5% CO_2_ (passage 0). After 24 h, the medium was removed by aspiration, adherent cells were washed with phosphate-buffered saline, pH 7.4 (PBS) once, and then the fresh medium was added at that point and then every 3–4 days as needed. The cultures were monitored by phase microscopy at ×100 magnification with an Olympus CK2 inverted phase contrast microscope. For subcultures (passage 1 onward), when the adherent cells were 80%–90% confluent, the medium was aspirated, and the cells were washed once with PBS. To release the cells, 2 mL of a solution of 0.02 mM of trypsin and 0.48 mM of sodium EDTA (trypsin-EDTA) was added before a 5-min incubation. The resultant suspension of cells was transferred to a 15-mL polystyrene conical tube containing 8 mL of medium and centrifuged at 400×*g* for 5 min. The supernatant was removed, and the cell pellet was resuspended in 10 mL of supplemented medium. A 1:1 ratio of 0.4% w/v trypan blue in PBS and cell suspension was used for manual counting of cells with a Petroff-Hausser counting chamber under the inverted microscope at ×200 magnification. Once counted, 100,000 cells were seeded into a new 10-cm petri dish with 10 mL of pre-warmed medium for an initial density of 10,000 cells/mL at time 0. The remaining cell suspension was centrifuged at 400×*g* for 5 min. The cell pellet was resuspended in 1 mL of medium with 10% cell culture-grade dimethyl sulfoxide and then transferred to 2-mL screwcap cryogenic vials (Greiner, Kremsmünster, Austria) and stored in liquid nitrogen. For determination of population doubling time, the cultures were monitored daily until adherent cells were 80%–90% confluent. After trypsinization, the harvested cells were suspended in 10 mL of medium, and counts of cells per mL were made at time *x*, where *x* is the interval in days from time 0. The log_10_ of the densities at times 0 and *x* were plotted against time for a log-linear regression.

### Photomicrographs

Digital images were taken on an Olympus CK2 inverted phase contrast microscope equipped with a LabCam Ultra (iDu Optics, Detroit, United States) adapter for an iPhone 14 Pro (Apple Computer) and with the ×15 magnification eyepiece, ×10 magnification objective lens, and ×2 digital zoom. The final magnification was ×150 for the 4,032 × 3,024 resolution High-Efficiency Image File Format (HEIF) format files.

### Chemicals

The lipopeptide Pam3CysSerLys4 (Pam3CSK4; Invivogen, San Diego, United States) and ion-exchange chromatography-purified lipopolysaccharide (LPS) of *Escherichia coli* O111:B4 (Sigma-Aldrich, Burlington, United States) were dissolved as stock solutions at 1 mg/mL concentration in endotoxin-free, sterile 0.9% (w/v) NaCl (saline; Sigma-Aldrich). Stock solutions were stored at −20°C in a non-frost-free freezer until the day of use, and dilutions were freshly prepared in saline on the day of the experiment.

### Cell culture treatments

Cell cultures at the point of 80%–90% confluency were treated with trypsin-EDTA, counted using a hemocytometer, and split into three wells each in a six-well polystyrene tissue culture plate (Fisher Scientific) at 3 × 10^5^ cells per well containing 2 mL of medium. For the study of single cells, there were 5 × 10^5^ cells per well. Cells were incubated at 37°C in 5% CO_2_ for 24 h prior to treatment, before either saline alone or Pam3CSK4 or LPS in saline was added for final concentrations of 1 or 10 µg/mL for Pam3CSK4 or 1 µg/mL for LPS. The suspensions were incubated at 37°C in 5% CO_2_ for 4 h, which is the interval in the previous *in vivo* experiments between injection of the TLR agonist and termination (19, 20).

### RNA extraction

After incubation with the TLR agonist or medium alone, the medium was aspirated, and 300 µL of DNA/RNA Shield (Zymo Research, Irvine, United States) was added to adherent cells, followed by the addition of 300 µL of Zymo RNA Lysis Buffer (Zymo Research). The Quick-RNA Miniprep Plus Kit (Zymo Research) was used for the isolation of skin fibroblast RNA following the manufacturer’s instructions, including DNase treatment. RNA was eluted from the spin column in 50 µL of Zymo Nuclease Free Water. Quantification, purity, and RNA integrity were assessed using a High Sensitivity Qubit 2.0 fluorometer, a Nanodrop ND-1000 spectrophotometer, and an Agilent Bioanalyzer 2100. The RNA integrity number (RIN) values for the samples were ≥9.0.

### Bulk RNA-seq

cDNA libraries were produced with the Illumina TruSeq Stranded mRNA kit. Multiplexed libraries were sequenced at UCI’s Genomics Research and Technology Hub on an Illumina NovaSeq 6000 with paired-end chemistry, 150 cycles, and ~120–250 million reads per sample. Read quality was analyzed by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Fastq files of reads were trimmed of low-quality reads (Phred score of <15), adapter sequences, and homopolymeric 5’ or 3’ ends using Trimmomatic (77). Trimmed reads were aligned to reference sets with a length fraction of 0.35, a similarity fraction of 0.9, and a cost of 3 (out of 3 maximum) each for a mismatch, insertion, or deletion to the reference sets using CLC Genomics Workbench v. 25 (Qiagen Aarhus A/S). Library size normalization was done by the TMM (trimmed mean of M values) method (78).

For the 22,654 *P. leucopus* protein-coding sequences (CDS), manual annotation of 1,141 gene loci without assigned gene names in the GCF_004664715.2 assembly and annotation (out of a total of 7,148 with “LOCxxxxxxxxx” designations) had been carried out on an *ad hoc* basis in those cases when a locus was identified as transcribed and a candidate DEG by RNA-seq in the present or a previous study (79). For the 22,760 protein-coding genes identified in the *M. musculus* C57BL/6 reference genome transcripts (GCF_000001635.27_GRCm39), there were 97,760 isoforms. For 3,927 loci, there was a single listed isoform, 13,786 loci with two isoforms, and 6,047 with three or more. For comparability with the *P. leucopus* dataset, the first listed isoform in the *M. musculus* reference genome CDS dataset was used (80). To assess whether other isoforms besides the first listed for *M. musculus* would provide additional or different results by RNA-seq, the 13,786 CDS with two listed isoforms were used. The sequences for these were extracted as separate sets of isoform 1 and isoform 2 for each of these CDS (Dryad **Table D7**) and subsequently used for independent RNA-seq and differential gene expression analysis.

For fold-change (FC) analyses of results that paired individual *P. leucopus* (*n* = 22,654 CDS) or *M. musculus* (*n* = 22,760 CDS) cell lines, unique counts were first normalized by total reads for the corresponding sample across the species and then adjusted as reads per kilobase (Dryad **Tables D1** and **D2**). Paired *t*-tests were performed with pairing of the same cell line under different conditions. For cross-species comparisons of the 14,979 CDS in common and with assigned gene names (Dryad **Table D3**), the ratio of length-adjusted, total count-normalized reads for a given gene to the housekeeping gene Gapdh was used. The mean (standard deviation) log_10_ Gapdh normalized unique counts were 4.8 (0.05) across 15 P*. leucopus* samples (i.e., 5 cell lines × 3 conditions) and 5.1 (0.05) across 15 *M musculus* samples. 

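Gapdh, the glycolytic enzyme gene used as the reference, changed by less than 2-fold with treatment. The ratio of TPM to that of the same animal's control was 1.08 ± 0.101 (SD, n = 5) in *M. musculus* at 1 µg/mL (exact sign-flip permutation test of 5 pairs, two-sided, p = 0.25) and 1.11 ± 0.0589 at 10 µg/mL (the smallest p that the exact test of 5 pairs allows). In *P. leucopus* it was 0.99 ± 0.0575 at 1 µg/mL (exact permutation p = 0.688) and 1.04 ± 0.054 at 10 µg/mL (exact permutation p = 0.125). By limma the adjusted p was 0.0561, 0.0115, 0.807 and 0.256 in the same order, and none of the changes reached 2-fold. With median scaling the ratio in *P. leucopus* at 10 µg/mL was 1.193.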

There was little or no discernible effect of the treatments on the transcription of Gapdh: the mean (standard deviation) paired fold changes (paired *t*-test *p*-value) of Pam3CSK4-treated cells to control were 1.08 (0.16), 1.12 (0.08), 1.00 (0.90), and 1.13 (0.07) for the mouse 1 µg/mL, mouse 10 µg/mL, deermouse 1 µg/mL, and deermouse 10 µg/mL sets, respectively (Dryad **Table D3**). Following the recommendation of Hedges et al., we used the natural logarithm (LN) of ratios (81).

For the input data for gene ontology term analysis (see below), differential gene expression (DEG) within a species and across conditions (i.e., without pairing by cell line), transcripts per million (TPM) were used as the expression level. The DEG analysis was conducted using the CLC Genomics Workbench suite’s Differential Expression Analysis tool, which is similar to EdgeR and DESeq2 in assuming a negative binomial distribution for expression levels and fits a separate generalized linear model for each (82). There is an adjustment for dispersion (76), and for this analysis, it was without downweighting of outliers.

### Gene ontology term analysis

The analysis was implemented with the tools of Metascape (https://metascape.org) (83) with default settings and *M. musculus* as the closest taxon for comparison. Similarity matrices were hierarchically clustered, and a 0.3 similarity threshold was applied to trim resultant trees into separate clusters. The lowest *p*-value term represented each cluster shown in the heatmaps. Besides the terms beginning with “GO” of the Gene Ontology resource (http://geneontology.org) (84), other terms refer to the KEGG Pathway database (https://www.kegg.jp) for “mmu.” designations, WikiPathways database (https://www.wikipathways.org) for “WP…” designations, and Reactome database (https://reactome.org) for “R-MMU…” designations.

### Transposable element sequences

We annotated ERV and other TEs in both the *M. musculus* C57BL/6 and *P. leucopus* genomes using a combined non-redundant database of lineage-specific and ancestral TEs in each species. To do this, we first retrieved curated TE models for *P. maniculatus* and *M. musculus* from DFAM (https://doi.org/10.1186/s13100-020-00230-y), as well as all ancestral TE models for each species. Then, we clustered redundant models using CD-HIT-EST (version 4.8.1) (https://doi.org/10.1093/bioinformatics/bts565) with these parameters: -n 10 -c.8 -r 1 -i. To annotate TEs in each genome using our combined TE library as input, we employed RepeatMasker (version 4.1.2) (https://www.repeatmasker.org) with these parameters: -pa 12 -excln -s -no_is -u -noisy -html -xm -a -xsmall. The names, genome locations, and lengths for the identified ERVs and TEs are provided in Dryad **Table D5** for *M. musculus* and **Table D6** for *P. leucopus*. For bulk RNA-seq analysis with these sequences as the reference sets, the measure of expression was TPM instead of unique reads. We wrote a custom python script (Supplementary_Text_3) to identify in these subsets of ERV sequences those ORFs that had an ATG as start codon (where A is position +1), were at least 30 codons, and had both a purine at position −3 and a G at position +4. The identified protein products of the ORFs meeting these criteria were used for BLASTP searches (https://blast.ncbi.nlm.nih.gov/Blast.cgi) with default settings of non-redundant protein sequences for *M. musculus* and gammaretroviruses of the GenBank database (https://www.ncbi.nlm.nih.gov/genbank/).

### Single-cell RNA-seq

After incubation of 5 × 10^5^ second passage *P. leucopus* fibroblast cells or second passage *M. musculus* strain FVB/NJ fibroblast cells with medium and saline alone, medium with 10 µg/mL of Pam3CSK4, or medium with 1 µg/mL of LPS, the medium was aspirated from the wells. The source animals were female and ~220 days of age. Adherent cells were washed with 2 mL of PBS. A 0.5-mL volume of trypsin-EDTA solution was added to each well, and the cells were incubated at 37°C in 5% CO_2_ for 5 min. Detached cells from each condition were pooled into 15-mL polystyrene conical tubes by species, and 10 mL of medium was added to neutralize trypsin activity. The pooled cell suspensions for *P. leucopus* and *M. musculus* were centrifuged at 400×*g* for 5 min, and the supernatant was removed. Cells of pellets were resuspended in Illumina Cell Suspension Buffer of the Single Cell 3′ RNA Prep Kit (Illumina). Cell viability and counts were determined in triplicate using trypan blue stain and a hemocytometer counting chamber. Cells were diluted in cell suspension buffer to a concentration of 5,000 per µL concentration, and a final total count was determined. Approximately 40,000 cells for each species were further processed using an Illumina Single Cell 3′ RNA Prep Kit for mRNA capture, cDNA synthesis, and library preparation, according to the manufacturer’s instructions. cDNA quality control and fragment analysis were performed using a DNA High Sensitivity chip on an Agilent BioAnalyzer 2100. A post-library preparation quality control, fragment analysis, and KAPA library quantification (Roche, Indianapolis, United States) by quantitative polymerase chain reaction were performed. cDNA libraries were sequenced on an Illumina NovaSeq X Plus system with paired-end reads, 150 cycles, and incorporation of a 2% PhiX spike-in. The yields were 1.6 × 10^9^ and 1.8 × 10^9^ reads for *M. musculus* and *P. leucopus*, respectively.

### Single-cell RNA-seq analysis

The raw fastq files were processed using DRAGEN v 4.4.2 software on the BaseSpace Sequencing Hub (Illumina). The reference genomes used were the default GCF_000001635.20 genome on the site for *M. musculus* and an imported genome (GCF_004664715.2) for *P. leucopus*. At the data analysis stage for the *P. leucopus* reference set, updated annotations with formal gene names (80) substituted for loci with incomplete descriptions in the original annotation. The DRAGEN output included filtered matrix, features, and barcode files, which were subsequently analyzed in *R* (85) using Seurat v5.2.1 (https://satijalab.org/seurat) (86). Seurat facilitated Uniform Manifold Approximation and Projection (UMAP) clustering via principal component analysis (PCA), visualization of gene expression on UMAPs through feature plots, cluster modifications, and identification of the enriched genes for each cluster. For the UMAP, principal components were used with the Seurat FindNeighbors setting from 1:10 and the FindClusters resolution set to 0.5. For the single-cell RNA-seq data, the criteria for GO term analysis of signifying genes of clusters were an enrichment of ≥1.5 and *p*-value <10^−4^ (**Supplementary Table S6**).

### MALDI-TOF mass spectrometry

After aspiration of the medium, adherent *P. leucopus* dermal fibroblasts of low or high passage grown on 10-cm-diameter polystyrene petri dishes were washed with 5 mL of PBS. Adherent cells were lysed by the addition of 1 mL of radioimmunoprecipitation assay buffer with protease inhibitor (Thermo Fisher). The petri dish bottom was scraped with a cell scraper and homogenized. Cell lysate suspension was transferred to a sterile 1.5 mL polystyrene screwcap tube, and sonication was performed with alternating cycles of 15 s of sonication and 15 s on ice over 1 min. Lysates were then centrifuged at 21,000×*g* for 10 min at room temperature, and the supernatant was decanted. The lysate was subjected to sodium dodecyl sulfate polyacrylamide gel electrophoresis on a 4%–12% gradient Bis-Tris denaturing polyacrylamide gel on a NuPAGE apparatus (Invitrogen, Waltham, United States). Electrophoresis was performed, and Coomassie blue-stained bands of the desired size range were excised. In-gel digestion with trypsin was carried out as described by Shevchenko et al. (87). In brief, destaining was performed with a 1:1 acetonitrile and ammonium bicarbonate, followed by reduction with dithiothreitol and alkalization with iodoacetamide. An overnight trypsin digestion at 37 °C was carried out, and this was followed by the extraction of the mixture of peptides, spotting them onto a plate reader, and air drying. Cell analytes were measured using matrix-assisted laser desorption/ionization (MALDI) on a Bruker UltrafleXtreme instrument at the UCI Department of Chemistry Mass Spectrometry Facility. The ribosomal protein S18 (Rps18; XP_028744221.1) and its known amino acid sequence served as a control for the targeted analysis of the secretory leukocyte peptidase inhibitor (Slpi). The reference for Slpi was the processed protein (amino acids 26–131) after cleavage of the signal peptide (XP_028724460.1). Spectra were acquired using a mass range from 800 to 6,000 Da. The FlexControl software v. 4.0 (Bruker) was used for data collection, and raw spectral data were imported into mMASS v. 5.5 (https://github.com/xxao/mMass) (88). Baseline correction and peak picking were performed using mMASS default settings.

### Statistics

Unless otherwise stated, means are presented with 95% confidence intervals in parentheses. For data that were not normally distributed, these were with asymmetrical confidence intervals. Parametric (*t*-test) and non-parametric (Kruskal–Wallis) tests of significance were two-tailed. Unless otherwise stated, the paired *t*-test *p*-value is given. Categorical variables were assessed by a two-tailed Fisher’s exact test. False discovery rate (FDR) correction of *p*-values for multiple testing was by the Benjamini–Hochberg method (89), as implemented with the False Discovery Rate Online Calculator (https://tools.carbocation.com/FDR). Linear regression, coefficient of determination (*R^2^*), multidimensional scaling (MDS), and general linear model (GLM) analyses were performed with the SYSTAT v. 13.1 software (Systat Software, Inc.). Box plots with whiskers display the minimum, first quartile, median, third quartile, and maximum.

### Data resources

**Supplementary Table S1** includes links to BioProject and BioSample numbers for samples of *P. leucopus* and *M. musculus*, along with accession numbers for raw reads (SRA) and RNA-seq analysis (GEO). The low- and high-passage *P. leucopus* dermal fibroblast study is registered under BioProject PRJNA1169383 with BioSamples SAMN45236449-54, SRA accessions SRR31668268-73, and GEO accessions GSM9100082-87. The single-cell RNA-seq study is registered under BioProject PRJNA1277016 with BioSamples SAMN49093172 for *P. leucopus* and SAMN49093173 for *M. musculus* dermal fibroblasts. The corresponding SRA accessions were SRR33982422 and SRR33982421, respectively. For this study, the 5′ UTR and coding sequence for the interleukin-11 gene Il11 of *P. leucopus* LL stock was determined by sequencing of mRNA using the RNA-seq reads. This was deposited at GenBank under accession PV639634; it corrects an error in the predicted protein-coding sequence in the NCBI automated annotation for accession XM_037199381.1. Tables of large datasets deposited with the Dryad (https://datadryad.org) public repository and denoted in the text by the convention “Dryad Table Dx” are accessible at https://doi.org/10.5061/dryad.m905qfvdq. Descriptions of Dryad datasets are in the Supplementary Materials (Supplementary_Text_2) and in references (79) and (80).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789
**Supplement:** Supplementary file 1

Supplementary Text 1: This file with list of contents

Supplementary Text 2: List of large dataset files at Dryad repository

Supplementary Text 3: Python script

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789
**Supplement:** Supplementary file 2

Descriptions of datasets (sizes) in Excel format spreadsheets at the Dryad (http://datadryad.org) repository (https://doi.org/10.5061/dryad.m905qfvdq):

Dryad Table D1 (5.4 MB). Peromyscus leucopus dermal fibroblast normalized RNA-seq reads per kb of genome-wide CDS by animal source, treatment (control or 1 ¬µg/ml or 10 ¬µg/ml Pam3CSK4), and comparison of 1 ¬µg/ml treatment to control by paired t-test and mean paired fold-change, and mean transcription across all samples by gene

Dryad Table D2 (5.3 MB). Mus musculus dermal fibroblast normalized RNA-seq reads per kb of genome-wide CDS by animal source, treatment (control or 1 ¬µg/ml or 10 ¬µg/ml Pam3CSK4), and comparison of 1 ¬µg/ml treatment to control by paired t-test and mean paired fold-change, and mean transcription across all samples by gene

Dryad Table D3 (2.3 MB). Paired treatment-to-control fold-change (FC) and paired t-tests of transcribed (TPM‚â•10) CDS (n= 14,979) in common for M. musculus (M) and P. leucopus (P) treated with Pam3CSK4 at 1 ¬µg or 10 ¬µg/ml

Dryad Table D4 (46.8 MB). Endogenous retrovirus/transposable element sequences by name, genome location, and length of Peromyscus leucopus LL stock

Dryad Table D5 (38.2 MB). Endogenous retrovirus/transposable element sequences by name, genome location, and length of Mus musculus C57BL/6

Dryad Table D6 (12.4 MB). ERV/TEs ‚â•500 bp of P. leucopus and M. musculus dermal fibroblasts without (control) or with 1 ¬µg/ml Pam3CSK4 and by length, transcription, and fold change of treatment to control

Dryad Table D7 (2.0 MB). Differential gene expression of dermal fibroblasts to TLR agonist by isoform for 13,786 genes of Mus musculus for which there are two isoforms for protein coding sequences

Dryad Table D8 (28.8 MB). Differential experssion of ERV/TEs ‚â•500 bp of Mus musculus (Table D5) in low-passage dermal fibroblasts untreated or treated with 1 ¬µg/ml Pam3CSK4

Dryad Table D9 (35.3 MB). Differential experssion of ERV/TEs ‚â•500 bp of Peromyscus leucopus (Table D4) in low-passage dermal fibroblasts untreated or treated with 1 ¬µg/ml Pam3CSK4

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789
**Supplement:** Supplementary file 3

python process_fasta.py in.fa out.csv

# process_fasta.py

import csv

import sys

from Bio import SeqIO

from Bio.Seq import Seq

import re

def find_orfs(seq, min_length=30):

orfs = []

pattern = re.compile(r'([AG][ACGT][ACGT]ATG(?:(?!TAA|TAG|TGA)...)*(?:TAA|TAG|TGA))')

for strand, nuc in [(+1, seq), (-1, seq.reverse_complement())]:

for match in pattern.finditer(str(nuc)):

start = match.start()

end = match.end()

orf = nuc[start:end]

if len(orf) >= min_length * 3 and orf[6] == 'G': # Check if the 7th base is G

if strand == -1:

start, end = len(seq) - end, len(seq) - start

orfs.append((strand, start, end, orf))

return orfs

def process_fasta(file_path, output_path):

with open(output_path, 'w', newline='') as out_file:

csv_writer = csv.writer(out_file)

# Write header

csv_writer.writerow(["transcript", "strand", "start", "end", "length", "peptide"])

for record in SeqIO.parse(file_path, "fasta"):

seq = record.seq

orfs = find_orfs(seq)

for strand, start, end, orf in orfs:

# Adjust start and end positions to exclude the 3 upstream bases

adjusted_start = start + 3

adjusted_end = end

# Adjust the ORF sequence to exclude the 3 upstream bases

adjusted_orf = orf[3:]

peptide = adjusted_orf.translate()

csv_writer.writerow([

record.id,

'+' if strand == 1 else '-',

adjusted_start + 1, # +1 because biological coordinates are 1-based

adjusted_end,

len(adjusted_orf),

str(peptide)

])

if __name__ == "__main__":

if len(sys.argv) != 3:

print("Usage: python process_fasta.py <input_fasta> <output_file>")

sys.exit(1)

input_file = sys.argv[1]

output_file = sys.argv[2]

process_fasta(input_file, output_file)

print(f"Results have been written to {output_file}")

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789
**Supplement:** Supplementary file 4

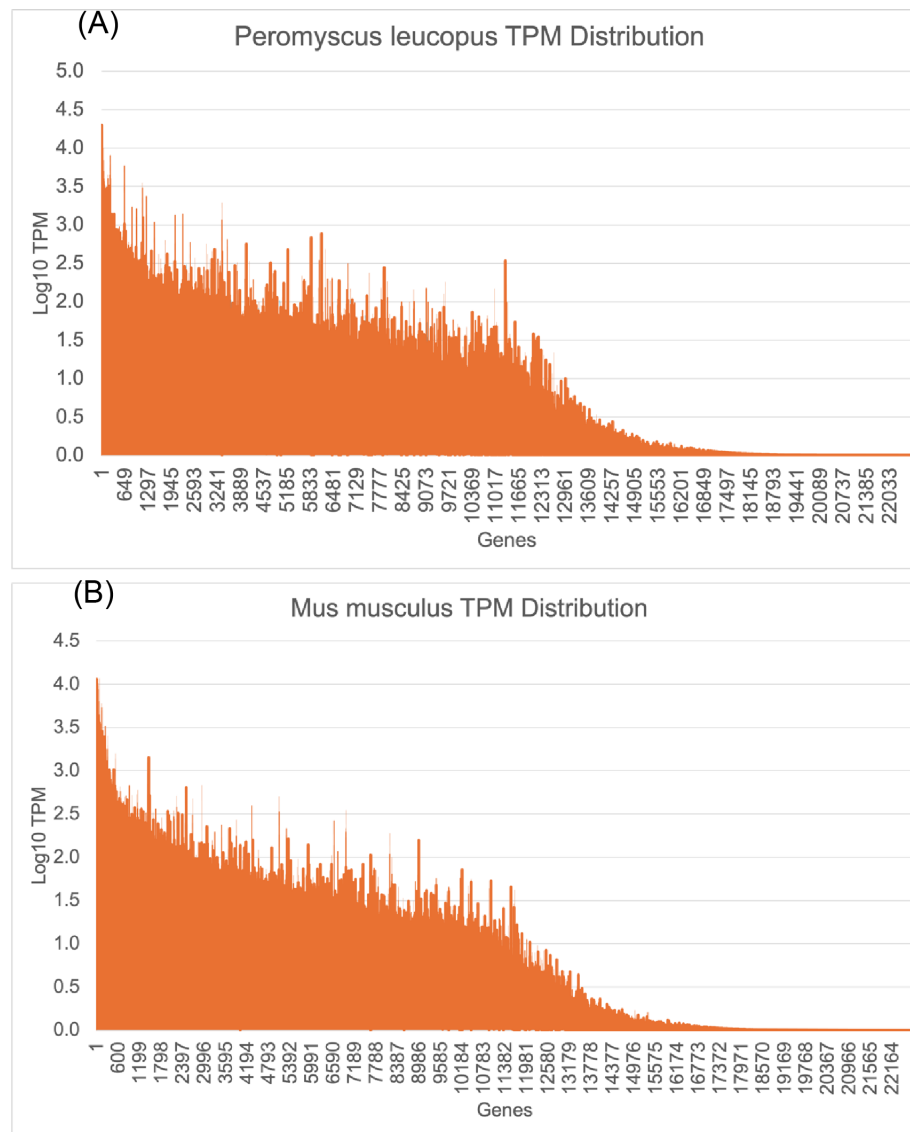

Figure S1. Histograms of the distributions of $\log_{10}$ of the mean ($n=5$) TPM values for 22,760 CDS of *Mus musculus* (panel A) and 22,654 CDS of *Peromyscus leucopus* (panel B) from genome-wide RNA-seq of primary dermal fibroblast cultures under control conditions. The x-axis is the cumulative CDS count. Data for analysis are in Dryad Tables D1 and D2.

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789
**Supplement:** Supplementary file 5

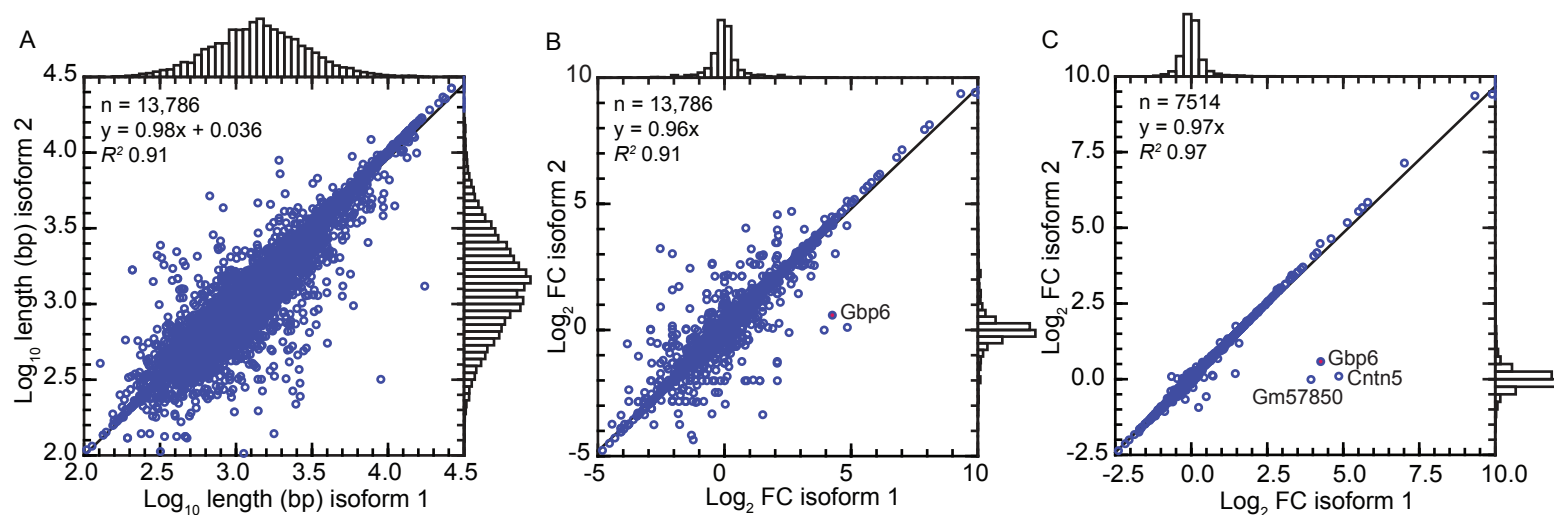

Figure S2

Figure S2. Scatter plots of bulk RNA-seq results for five Pam3CSK4-treated or untreated low passage dermal fibroblast cultures using as reference sets 13,786 *Mus musculus* protein coding sequences (CDS) for which there were two isoforms. For each panel there are provided the number of data points, univariate distributions on x- and y-axes, regression lines, equations for regression lines, and coefficients of determination (R^2). Panel A is a plot of log-transformed lengths in base pairs (bp) of isoform 2 on isoform 2. Panel B is a plot of log-transformed fold change (FC) of treated over untreated cells for the entire sets of sequences. Panel C is a similar plot but limited to the 7514 CDS for which the mean TPM for the treated cultures with the second isoform reference set was ≥ 10 . In both panels B and C the coordinates for *Gbp6* are indicated by label and dark red fill. *Gbp6* was a DEG with isoform 1 but not isoform 2. The two other genes (*Gm57850* and *Cntn5*) whose locations on the plots are labeled had FDR p values > 0.05 for the first isoform set as well as the second. Data for analysis are in Dryad Table D7.

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789
**Supplement:** Supplementary file 6

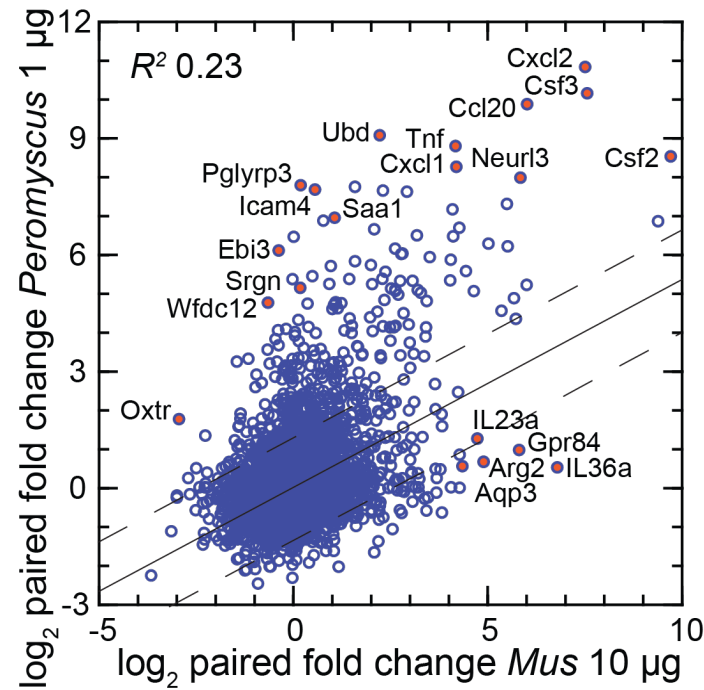

Figure S3

Figure S3. Scatter plot of log-transformed FC values for each species against each other as described for Figure 2. The difference is that the comparison for *P. leucopus* is with *M. musculus* fibroblasts exposed to the 10 $\mu\text{g}/\text{ml}$ concentration of Pam3CSK4. The linear regression line with 95% confidence interval and coefficient of determination (R^2) are shown. Selective genes that are up-regulated and differentially expressed (DEGs) for each species are indicated by name and red fill. Data for analysis are in Dryad Table D3.

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789
**Supplement:** Supplementary file 7

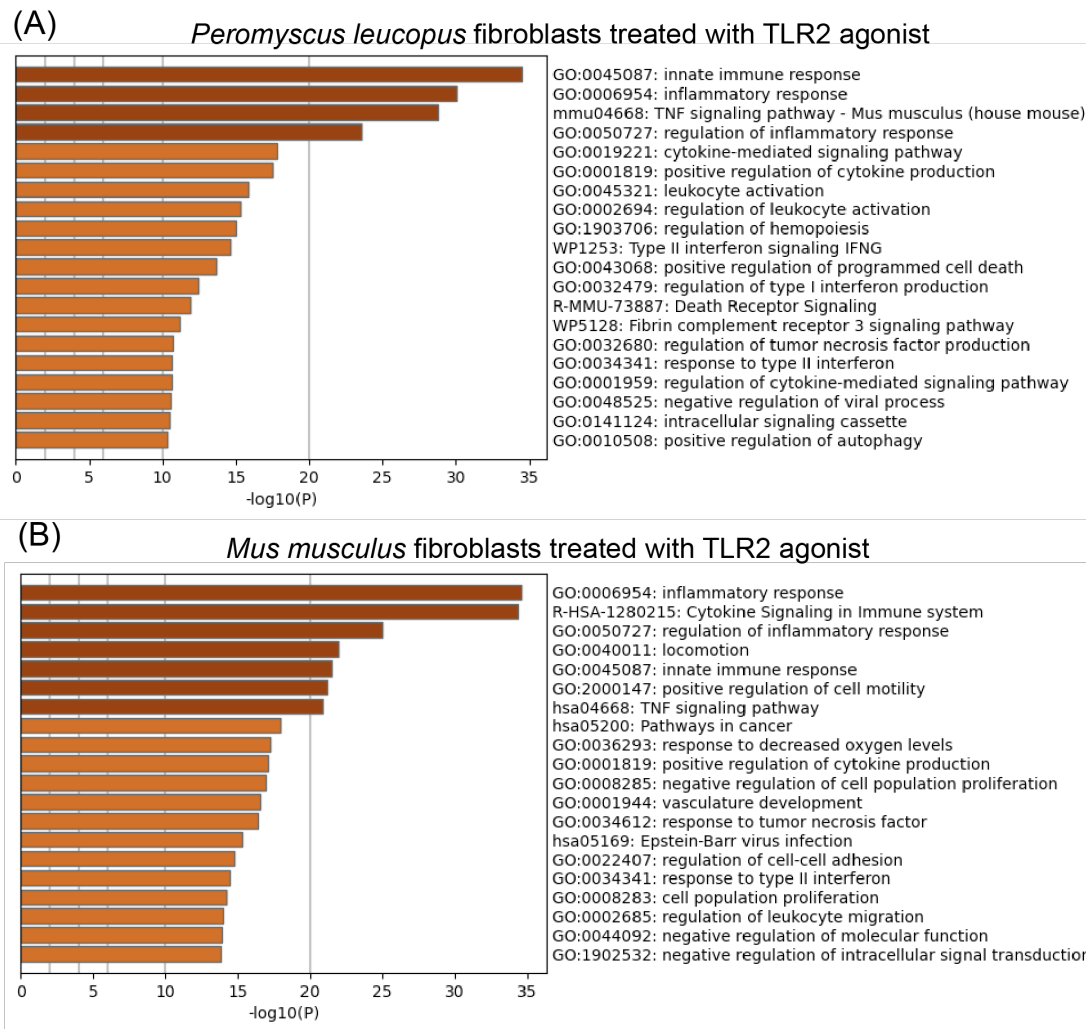

Figure S4. Horizontal bar graphs for the comparison of *Peromyscus leucopus* (panel A) and *Mus musculus* (panel B) in their responses to the TLR2 agonist Pam3CSK4 by RNA-seq and categorization of DEGs by Gene Ontology (GO) term enrichment. The analyses shown are of those sets of genes of each species that were higher in transcription in the treated cells than in the control cells. Source of data for analysis provided in Table S1 under GEO accession numbers.

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789

Figure S5. Matrix of scatter plots and linear regressions of log-transformed Gapdh-normalized transcriptions by *Mus musculus* or *Peromyscus leucopus* dermal fibroblasts of the PRRs Ifih1 (MDA5) and Rigi, transcription factor Irf7, and the ISGs Isg15, Mx2, and Oas1 for all pairs. The cells were without (control) or with treatment with the lipopeptide Pam3CSK4. The linear regressions are by species. The coefficients of determination (R^2) are for Geneal Linear Model calculations for both species. Histograms of density distributions of the values by experimental group for the variable of each y-axis are show at the left-end of each row. Data for analyses are in Table S2.

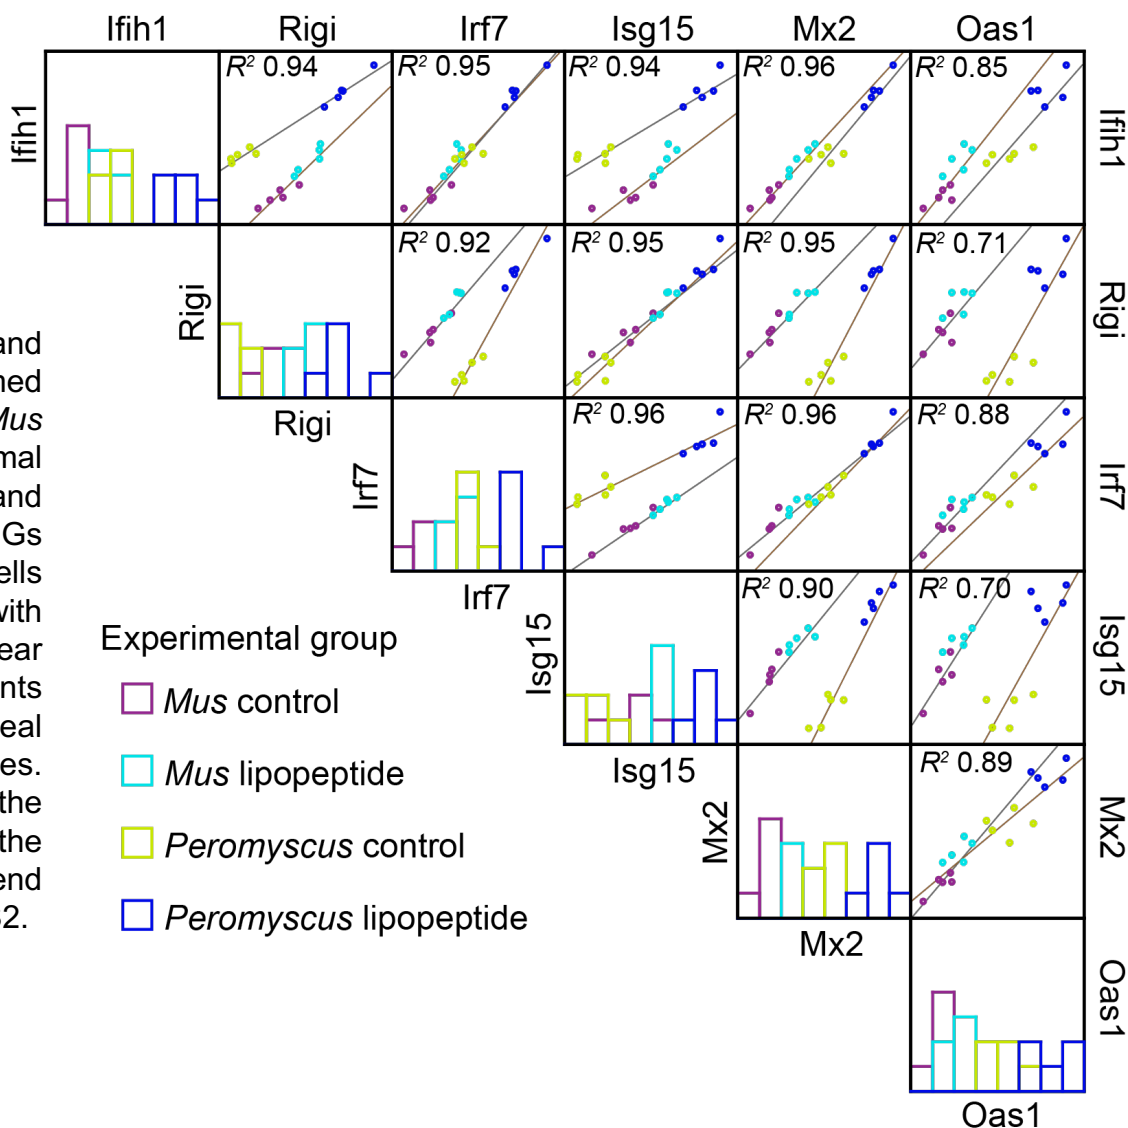

**Supplement:** Supplementary file 8

# Supplementary material for: Dermal fibroblast cultures recapitulate differences between deermice and mice in their responses to a Toll-like receptor agonist
**Source:** Front Immunol. 2025 Nov 4;16:1666789. doi: 10.3389/fimmu.2025.1666789
**Supplement:** Supplementary file 9

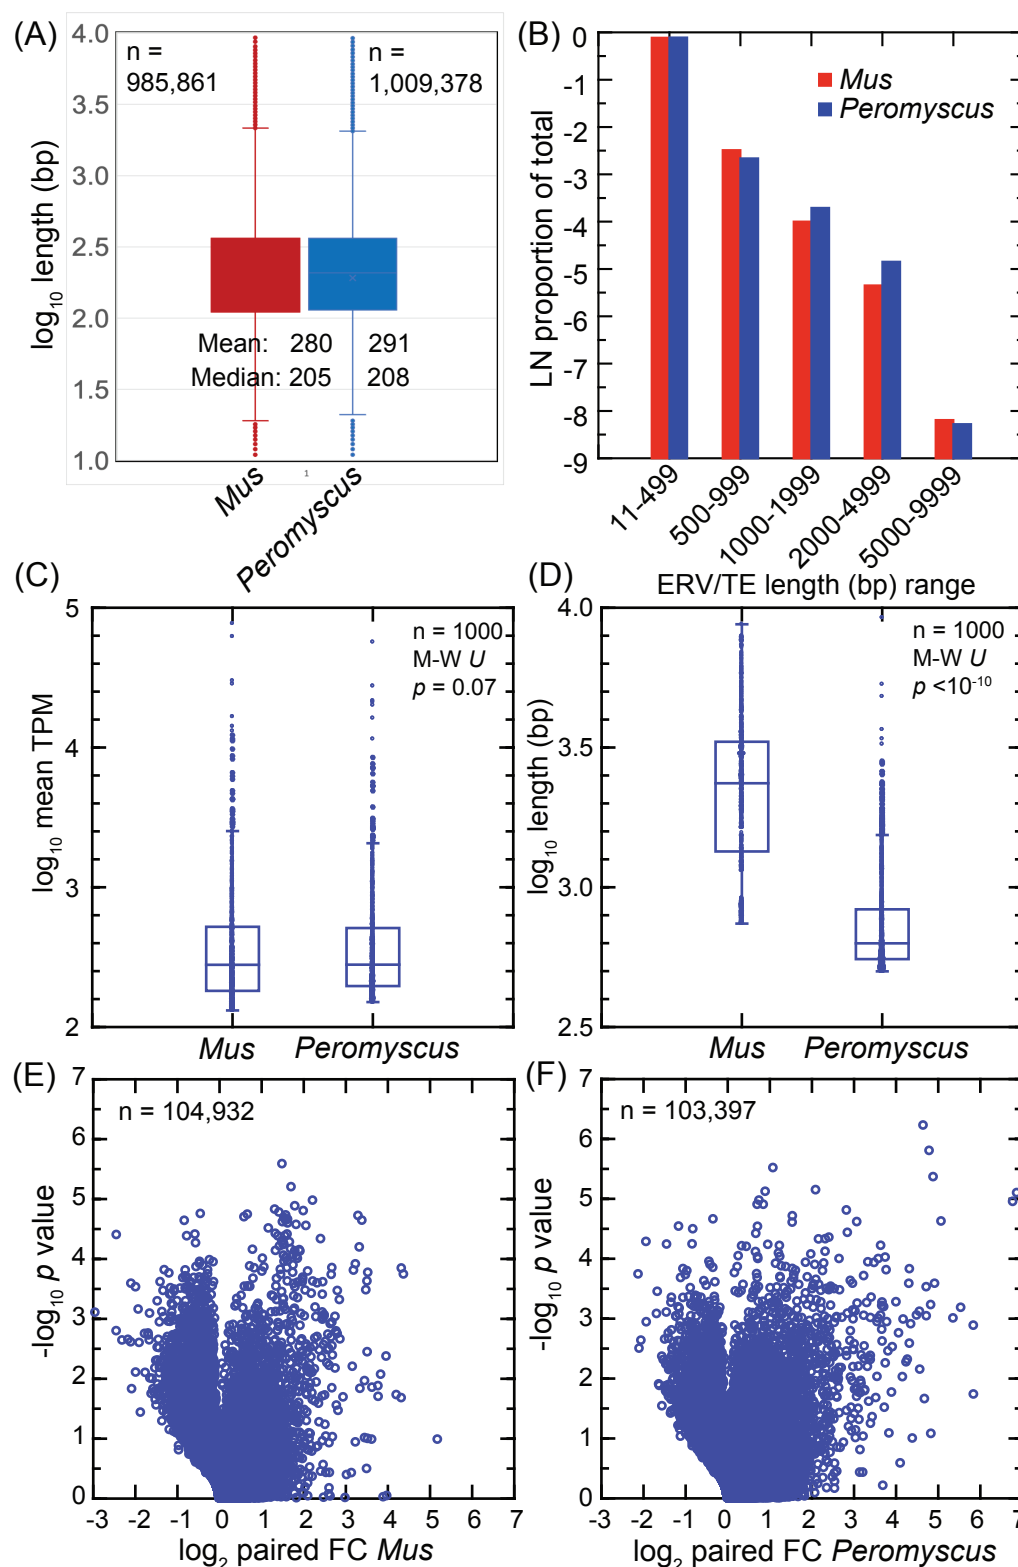

Figure S6. Comparison of ERV/TE sequences of 11 to 9999 base pair (bp) length range in *Mus musculus* and *Peromyscus leucopus* genomes and the transcription of these in low-passage dermal fibroblasts with or without treatment with Pam3CSK4 TLR2 agonist. Panel A is a box-whisker plot of $\log_{10}$ -transformed lengths for the entire sets for each species with counts given by “n”. Panel B is a graph of natural logarithms (LN) of the proportion of sequences of the specified range (x-axis) out of the total number (n) of ERV/TE sequences for each species indicated in panel A. Data for analyses for panels A and B are provided in Dryad Tables D4 (*P. leucopus*) and D5 (*M. musculus*). Panel C ($\log_{10}$ mean TPM values across 5 samples for a sequence for each species) and panel D ($\log_{10}$ length) are box-whisker plots for the top 1000 in descending order of mean TPM values for ERV/TE sequences of 500-9999 bp for *M. musculus* ($n=104,932$) and *P. leucopus* ($n=103,397$) for untreated dermal fibroblasts. Data for analyses of panels E and F are from Dryad Table D6. Panels E (*M. musculus*) and F (*P. leucopus*) are volcano plots of $-\log_{10}$ paired t -test p values (y-axis) on $\log_2$ -transformed treatment-to-control fold-change (FC) values (x-axis) for sequences in range of 500-9999 bp for each species with counts given by “n”. Data for analyses of panels E and F are provided in Dryad Tables D8 and D9, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

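The deposited data analysed here were RNA-seq values of dermal fibroblasts in culture. Second-passage cultures from the ears of 10 animals, 5 of *P. leucopus* and 5 of *M. musculus*, each gave a control library, a library after 4 h with 1 µg/mL of Pam3CSK4 and one after 4 h with 10 µg/mL, 30 libraries in all. A separate set of 6 libraries came from a single *P. leucopus* animal, whose cells were taken at passage 4 and at passage 47 as control, with Pam3CSK4 or with LPS. The authors made poly(A) libraries with a stranded kit, trimmed the reads with Trimmomatic, aligned them in CLC Genomics Workbench to the coding sequences of each species and gave the values as TPM, one table per library. For *M. musculus* the coding sequences were those of GRCm39 with the first listed isoform of each gene. The paper names another, *P. leucopus*, assembly for the deermouse sequences, while the submitters' labels name GRCm39 for all libraries, and the paper's assembly was taken. Versions and settings beyond those in the paper's methods are not given in the sources used here. For its paired fold changes the paper used unique counts, and whether the TPM of the tables also rest on unique reads alone is not given in these sources.

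The tables held 22761 sequences for *M. musculus* and 22667 for *P. leucopus*, each with TPM and coding length, and no read counts. TPM were used as they stood. Because TPM times coding length came in whole steps within each library, the number of reads assigned to coding sequences could be recovered, and ran from 73766921 to 109766228 in *M. musculus*, from 64247531 to 90520744 in the second-passage *P. leucopus* libraries and from 140311247 to 199351838 in the 6 passage libraries. One read on a sequence of 1 kb was 0.0187 TPM or less in any second-passage library, so that values near 0.01 TPM rest on single reads and folds built on them have wide counting errors. Differences at or below a few reads are not detectable at this depth. Names were matched between species by the symbol in the tables. A symbol that stood more than once in a table was left out of comparisons between species, and symbols that the paper and the tables write differently were matched through a short list of aliases, such as Il11ra for Il11ra1 and Oas1 for Oas1a in *M. musculus*.

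Each library's sample was taken from its label and checked against the ratios to Gapdh in Supplementary Table S2. The closest library was the mapped one in each of the 30, with a median absolute difference of natural logs of 0.000414 or less. Treated and control cells of an animal came from the same culture, and the paper tests them as pairs. That pairing was checked on each gene's deviation from its group mean, across genes with a mean TPM of at least 10: libraries of the same animal had correlations of 0.772 to 0.973 in *M. musculus* and 0.661 to 0.950 in *P. leucopus*, and libraries of different animals -0.730 to 0.2516 and -0.376 to -0.0168. The animal was therefore in the model as a block. The libraries of the passage experiment come from 1 animal, so its p-values measure the spread between these libraries only.

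Within a species, genes with a mean TPM of at least 1 over the 15 libraries were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.1), with a trend of the variance over the mean, the animal as a block and all 3 conditions in one model. The Benjamini-Hochberg adjustment covered all genes tested, and a gene was called at an adjusted p under 0.05 and at least a 2-fold change. A pseudocount of 0.1 TPM pulls the fold changes of genes near that level toward 0. Counts were also made at the thresholds of Figure 2, an unadjusted p under 0.001, at least 2-fold and a mean TPM of at least 10. The responses of the species were compared with limma on each animal's log2 ratio of 1 µg/mL to control. Passages 4 and 47 were compared with limma at the paper's thresholds, an adjusted p under 0.01, at least 4-fold and a mean TPM of at least 10. Levels between species were ratios to Gapdh within a library, compared by two-sided exact permutation tests of 5 animals against 5, and the tables of the species were normalized separately. Responses of single passage libraries have no replicate and no test. Levels, correlations and permutation tests were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. In 200 simulated genes per comparison, changed by 1.5, 2 or 3 on the log2 scale, the test called 100% of each size in *M. musculus*, 94%, 97% and 100% in *P. leucopus*, 98.5%, 100% and 100% for the species difference with 1 false call, and 0%, 43.3% and 97% for the passages. The simulated passage genes were called without the minimum of a mean TPM of at least 10. For the passages, 1.5 lies under the 4-fold threshold and 2 lies on it. The 0% and 43.3% therefore reflect that threshold and do not measure power.

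Before the data were examined, 25 gene lists were fixed from the paper and from general knowledge: chemokines, cytokines and colony-stimulating factors, interferon-stimulated genes, interferon-inducible GTPases, the NF-κB pathway and its feedback, Toll-like receptors and proximal signaling, Nrf2 targets, arginine metabolism, antimicrobial and acute-phase proteins, class I antigen presentation, extracellular matrix, matrix proteases and inhibitors, cell cycle, p53 and senescence, hypoxia and glycolysis, cholesterol synthesis, imprinted genes, and markers of fibroblasts, keratinocytes, endothelium, leukocytes and macrophages, chondrocytes, smooth muscle and pericytes, melanocytes and Schwann cells, and adipocytes and skeletal muscle. Each was tested with camera of limma at a preset correlation of 0.01 and with an estimated correlation. Several members were known from the paper's tables, so their directions are not independent of the study. The genes named were also set by a rule made then: the 10 largest rises and 6 largest falls per species at 1 µg/mL among called genes with a mean TPM of at least 10 that changed the same way in all 5 animals, the 6 largest species differences each way, the 8 largest passage differences each way among genes whose libraries did not overlap, the 4 largest each way between doses, up to 4 called members of each list, and every gene the paper names. For the last, values in the paper's tables were seen beforehand. Genes named outside the rule are said to be.

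Alternatives set beforehand were pseudocounts of 1 and 0.01, genes with a mean TPM of at least 10 or no filter, scaling of each library by its median log2 ratio, no block for the animal, a robust fit, only the libraries of the conditions compared, leaving out each animal or library, the study's paired test gene by gene on linear and on log2 values, Actb or no gene as the reference, and a block for the treatment in the passage comparison. Others were added after values had been seen: animals 1, 2 and 4 of *P. leucopus* alone, a correction for a trend with coding length, a mean of 5 reference genes, ratios of reads in place of TPM, only genes of Table 1 that reach the pseudocount in a species, a filter on either passage, the mean of both agonists in the passage libraries, and variants of the paired test. A mean of 6 reference genes was replaced by the 5 because Tbp is not among the names of the *P. leucopus* table, and Ppia is at 49.2 TPM there against 4210 TPM in *M. musculus*, which makes that mean a weak yardstick. Models for read counts were set only for tables that hold counts and were not run. The study's single-cell data and its endogenous retrovirus sequences were not analysed here.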

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

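The splits of the libraries, the run with *P. leucopus* animals 1, 2 and 4 alone, the comparison of depths, the test of a shared dose effect, the test of a trend with coding length and the tests on the rows of Table S2 were chosen only after the result was seen (the bounds of the coding-length test before its own value), and the tests on Slpi and Nfe2l2 before. The responses of 645 genes to 1 µg/mL of Pam3CSK4 differed between the species by the test of the difference in limma. Among genes with a mean TPM of at least 10 over the 15 libraries of a species and animals that did not overlap between species, the largest differences toward *P. leucopus* were in the adhesion gene Icam4 at 6.81 on the log2 scale, the ubiquitin-like modifier Ubd at 6.51 and Tnfaip2 at 6.06. Toward *M. musculus* they were in the fatty acid receptor Gpr84 at -4.72, the arginase gene Arg2 at -3.97 and Nos2 at -3.82, and that of Nos2 was -1.61 and not called with a pseudocount of 0.01. Of 100 splits of the 10 animals drawn at random, only the real 1 called as many genes, the highest of the others called 1, and chance can be excluded for this number. Hypoxia and glycolysis genes, which the paper does not discuss as a group, were called higher in *M. musculus* at 1 µg/mL for 9 of 16, with a median log2 fold change of 1.06 (adjusted p = 2.79e-12 from camera, adjusted p = 0.0942 with an estimated correlation). Among them were Egln3, a prolyl hydroxylase of the hypoxia response, at 2.06, the hexokinase gene Hk2 at 1.50, Adm at 1.30 and the glucose transporter gene Slc2a1 at 1.25.

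In *P. leucopus* 723 genes were called lower at 10 µg/mL, against 122 at 1 µg/mL. With a pseudocount of 1 the numbers lower were 344 and 56, and over genes with a mean TPM of at least 10 they were 265 and 27. The falls of the 723 genes were far from even between the cultures. A further fall from 1 to 10 µg/mL shared by the 5 cultures is argued against by the median log2 change from 1 to 10 µg/mL over these genes, whose highest value among the animals was -0.01 (animal 2) while animals 3 and 5 were at -0.95 and -1.65 (against the control these genes, chosen for their mean fall, had medians below 0 in all 5, from -2.43 to -0.58), and a lower depth by the reads of the animal 5 library, which were 0.989 times the median at that dose. With animals 1, 2 and 4 alone 165 genes were lower, which cannot decide whether the falls go with the libraries of animals 3 and 5, since these were left out for having the largest falls and 3 animals remain of 5. The genes that fell had a median coding length of 1950, against 1344 for all tested and 1174 for those lower at 1 µg/mL, and with the trend on coding length removed from each library 355 were still lower, which decides neither way. Across CDS, the change between the doses had correlations with log2 coding length of -0.48, 0.15, -0.53, -0.2 and -0.55 in *P. leucopus* animals 1 to 5. In *M. musculus* they ran from -0.31 to 0.14. The trend was thus strongest in animals 1, 3 and 5, which also had the largest falls from 1 to 10 µg/mL. A technical property of the 10 µg/mL libraries of animals 3 and 5 was not tested by itself. It may account for part of the falls, although the paper reports high RNA integrity for its samples. A response of the cells of animals 3 and 5 to the higher dose stays open, since no second library of either culture at that dose was analysed here.

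In Supplementary Table S2, 27 names have no CDS of the same name in the *P. leucopus* table used here, among them Fth1, whose low values there go with the paper's statement that it was not detected in deermouse cells. That Fth1 was not transcribed is argued against by the CDS named Fth1-1, at 9190 ± 3120 TPM (SD, n = 5) in the controls. For 8 of the 27, namely Ch25h, Fas, Fth1, Igtp, Mt1, Nampt, Rgs16 and Tor3a, the row of Table S2 equals the ratio to Gapdh of the name just before it in alphabetical order within 0.02 of a natural log in all 15 libraries, and for Fth1 that name is Ftcd (largest difference 0.000183). A candidate explanation is a lookup that returned the nearest preceding name, but the other rows were not equal to the name before within that tolerance, so it stays open for the set, and near-identical ferritin copies that share reads also stay open for the level of Fth1-1. Of rows whose name is in the tables, 245 of 355 in *M. musculus* and 244 of 338 in *P. leucopus* were within the same tolerance of their own CDS, while 5 and 3 others were within it of another CDS instead, such as Mmp12, which equals Mmrn1 in *M. musculus*, a name that comes after it, and Mmp11 in *P. leucopus*.

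Slpi and Nfe2l2 moved together over the 30 libraries, with an R² of 0.762 on ratios to Gapdh. For the ratios to Gapdh, a mere difference between the group means is argued against by an R² of 0.576 (SE 0.212 from leaving out animals) after subtracting the mean of each species and condition. That value lay above the bound set beforehand by only about its SE. The deviations from the group means still share the Gapdh denominator, so they cannot show that the genes themselves moved together within groups. The shared Gapdh denominator stays open as a part of the relation, since with no reference gene the R² was 0.396 (SE 0.124), and so does a relation common to many genes that differ between species, since 4.49% (SE 1.13) of the genes compared had an R² with Slpi at least as high, a value too near the 5% set beforehand to decide given its spread, a condition on the spread that was added after the value had been seen. The species and its response to the agonist stay open as a source of the rest, which may also hold differences between animals.

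Of 116 groups of 5 libraries, 21 had a single library standing apart from the others. For normally distributed values chance would give about 1 in 20, or 5.8. Gene levels were taken in percent of Gapdh and not on a log scale, and on the percent scale high values stand apart more easily. The 21 can therefore not be read as an excess over chance. Of the 21, 10 are of *P. leucopus* animal 2, and several genes share a response, so they are not independent. In percent of Gapdh, *P. leucopus* animal 2 was at 0.251% for Il6 in the control (0.0501% to 0.0792% in the other 4) and 23.5% at 1 µg/mL (4.37% to 7.71%), at 3.81% for Rigi (1.4% to 2.03%), at 4.99% and 5.11% for Ifih1 at 1 and 10 µg/mL (1.29% to 2.27% and 1.16% to 1.94%), at 16.3% and 13.8% for Irf7 (2.84% to 4.44% and 2.78% to 4.52%), at 24.3% for Mx2 at 10 µg/mL (4.63% to 8.35%) and, in the other direction, at 6.46% for Slc7a2 at 1 µg/mL (14.2% to 16.6%). Its control had 66.0 in units of 1000000 reads assigned to CDS (77.2 to 81.6). *P. leucopus* animal 4 stood apart for Ass1 at 0.0928% at 1 µg/mL (0.00506% to 0.0245%) and 0.0821% at 10 µg/mL (0.00698% to 0.0247%), and for Oas1 at 1.36% in the control (0.109% to 0.454%). *P. leucopus* animal 5 did for Arg1 at 10 µg/mL, at 0.122% (0.02% to 0.0494%), and the 10 leading CDS took 12.8% of the reads of *P. leucopus* animal 1 at 10 µg/mL (10.2% to 10.6%). In *M. musculus*, controls of animal 7 were at 0.00591% for Arg1 (0% to 0.00165%), 0.0689% for Arg2 (0.0152% to 0.0241%) and 0.468% for Slc7a2 (0.191% to 0.267%), and animal 10 was at 71.4% for Slpi in the control (12.8% to 28.1%) and 74.8% at 1 µg/mL (16.0% to 32.6%). The R² between doses of *M. musculus* animal 8 was 0.989, where the other 4 were at 0.995.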

How the results depend on the processing

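The fit with the animal as a block is the reported one, and the runs with *P. leucopus* animals 1, 2 and 4 alone, with the coding-length trend removed, with 5 reference genes, with reads in place of TPM, with only genes reaching the pseudocount in a species, with either-passage filtering, with both agonists averaged and with the paired test on the study's number of CDS were chosen after values had been seen, as were the further variants of the paired test and the Table 2 scale that stand with the differences from the paper's values. Of 412 results of comparisons under an alternative, 370 stayed within their spread or within 1.5 times the reported count and 42 did not. Of 11614 results for single genes, 11270 kept their direction and their side of the threshold, 185 no longer passed, 130 newly passed and 29 reversed, and of 368 for single lists the numbers were 321, 45, 2 and 0. Unless a reason is given, the cause was not tested.

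Restricting the test to genes with a mean TPM of at least 10, which leaves fewer genes, gave 270 called genes (209 higher, 61 lower) in *M. musculus* at 1 µg/mL and 289 at 10 µg/mL, 329 and 544 in *P. leucopus*, 0 in *P. leucopus* between the doses and 329 for the species difference. With a pseudocount of 1, which shrinks low values, there were 425 in *M. musculus* at 10 µg/mL, 723 in *P. leucopus* at 10 µg/mL and 429 for the species difference. The paired test per gene on linear TPM, at the thresholds of Figure 2, gave 100 genes in *M. musculus* and 91 in *P. leucopus*. Without the animal as a block, 397 genes were called in *P. leucopus* at 1 µg/mL and 764 at 10 µg/mL (372 higher, 392 lower), against 606 and 1176 with it. The single *P. leucopus* gene called between the doses by limma, where 4087 genes had an unadjusted p under 0.05, was lost (0 called) with a pseudocount of 0.01, with no filter, without the block, with only the 10 libraries of the doses compared, with animals 1, 2 and 4 alone, and without animal 1, 3, 4 or 5, while median scaling gave 2. With *P. leucopus* animals 1, 2 and 4 alone, and so fewer samples, 631 genes were called at 10 µg/mL. Median scaling left 923 called there but changed the split from 453 higher and 723 lower to 524 and 399. Its log2 factors for the 10 µg/mL libraries of animals 1 to 5 were -0.05, 0.08, -0.11, 0.01 and -0.38, against 0.05 to 0.19 in the *P. leucopus* controls, and it moved the Gapdh ratio at that dose to 1.193.

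The R² of fold changes between species was 0.425 over genes with a mean TPM of at least 1 and 0.415 over the genes of Table S2. For Slpi with Nfe2l2 it was 0.429 with Actb as the reference and 0.396 with none, and for Slpi with Nfkb1 it was 0.336, 0.073 with none and 0.4 with 5 reference genes. With Actb, 38 genes of Table 1 differed at least 10-fold in the given direction at 1 µg/mL. In P47 cells the log2 ratio of Slpi with Pam3CSK4 to the control was 1.04 with a pseudocount of 1, and that of Cxcl1 was 6.15. The mean of both agonists, with 0.1 TPM added to each value as for these ratios, gave 5.45 for Cxcl1 and 3.6 for Cxcl10. With an estimated correlation in camera, the number of gene lists that passed went from 14 to 4 in *M. musculus* at 1 µg/mL, from 13 to 4 at 10 µg/mL, from 9 to 0 for the species difference and from 5 to 0 for the passages.

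Each reversal counted concerned a level relative to a reference gene, as the natural log of *P. leucopus* over *M. musculus*. Only levels whose test passed with Gapdh were counted. Levels that had not passed are left out of this list, and some of them turned too, such as Tyk in controls with Actb. With Actb in place of Gapdh, and so with the opposite shift of the reference, control values turned for Cd40 (-0.85), Dpy19l2 (-0.95), Hpx (-0.32), Il15 (-0.41), Neurl3 (-0.41), Pglyrp3 (-0.53), Plek (-0.54), Rnf122 (-0.88), Slc2a6 (-0.42), Traf1 (-0.57), Slpi (-0.42), Nfe2l2 (-0.38), Ifih1 (-0.29), Irf7 (-0.06) and Oas1 (-0.02). Values at 1 µg/mL turned for Dpy19l2 (-0.99), Tyk (-0.97), Slc7a2 (-0.44), Slpi (-0.07), Nfe2l2 (-0.90), Nfkb1 (-1.15), Rigi (-1.06), Isg15 (-0.67) and Il11ra (-1.08). With no reference gene Dpy19l2 turned in controls (-0.02), and Nfkb1 (-0.15), Rigi (-0.06) and Il11ra (-0.08) turned at 1 µg/mL. With a pseudocount of 1 Arg2 turned in controls (0.02). Dpy19l2, and in controls Neurl3 and Pglyrp3, had a mean under the pseudocount in both species, so their values give the ratio of the reference genes and not a level of the gene.

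Leaving out each animal in turn gave 577 to 646 genes in *M. musculus* at 1 µg/mL, 605 to 679 at 10 µg/mL and 0 to 0 between the doses by limma, where 592 genes had an unadjusted p under 0.05 with all animals. In *P. leucopus* it gave 553 to 612, 711 to 1605 and 0 to 1. The count of 711, with 449 higher and 262 lower, was without animal 5, the only animal whose absence moved that total by over 1.5 times. The number lower was 763 without animal 1, 1149 without animal 2, 514 without animal 3 and 1152 without animal 4. At the thresholds of Figure 2 the ranges were 253 to 280 in *M. musculus* and 296 to 314 in *P. leucopus*, and for the species difference 605 to 667. Without single passage libraries, 579 to 676 genes were called. R² between species was 0.481 to 0.52 at 1 µg/mL and 0.359 to 0.446 at 10 µg/mL, and between doses 0.9933 to 0.9947 in *M. musculus* and 0.9499 to 0.9787 in *P. leucopus*. Gapdh ratios were 1.057 to 1.119 and 1.085 to 1.122 in *M. musculus*, and 0.973 to 1.01 and 1.033 to 1.065 in *P. leucopus*, at 1 and 10 µg/mL. Tests passed for 59 to 62 genes of Table 1 in controls and 71 to 72 at 1 µg/mL, and for 11 to 14 and 16 to 17 figure genes. Directions of Table 1 held for 67 to 69 and 70 to 71 genes, and at least 10-fold for 31 to 35 and 58 to 64. Slpi with Nfe2l2 ranged from 0.717 to 0.818 and with Nfkb1 from 0.219 to 0.293. The planned mean of 6 reference genes was not run, nor were models for read counts, which had been set only for tables of counts. Depth limits the values of a few reads, such as Nos2 in *P. leucopus* controls, Lcn2 in *P. leucopus* and Slpi in P47 cells, where folds depend on the pseudocount.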

Differences from the paper's values

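The paired test over the study's number of CDS and its variants, the filter on either passage, the scale used for Table 2, the mean of both agonists, the mean of 5 reference genes and the ratio of reads were chosen only after values had been seen. For its paired fold changes the paper used unique counts normalized by total reads and adjusted for length, and TPM were used here. At the thresholds of Figure 2 the paper's number of downregulated DEGs is 149 in *M. musculus* and 58 in *P. leucopus*, and limma gave 61 and 23. Each alternative set before the data were examined also differed, among them the paired test per gene, with 19 and 4 on linear TPM and 49 and 17 on log2(TPM + 0.1). The numbers of upregulated DEGs, the paper's 261 and 300, were 209 and 294 here by limma, which is within 1.5 times the paper's and so not counted as differing. The paired test per gene, over CDS with a mean TPM of at least 10, gave fewer. It had 152 and 224 higher on log2(TPM + 0.1) and 81 and 87 on linear TPM. The paired test on log2(TPM + 0.1) over the study's number of CDS, chosen after seeing the values, gave 264 higher and 135 lower in *M. musculus* and 319 higher and 55 lower in *P. leucopus*, which do not differ from the paper's, and did not call 149 of the 365 genes that the paper lists as upregulated in either species (limma did not call 111 of them). That number of CDS reaches down to a mean TPM of 0.408 in *M. musculus* and 0.512 in *P. leucopus*. The paper's numbers were thus not met at its stated mean TPM of at least 10. Another 45 variants, which combine other definitions of the fold, scales and sets of genes, were tried for each species after the paper's numbers had been seen. They gave 81 to 272 higher and 19 to 150 lower in *M. musculus* and 87 to 321 higher and 4 to 64 lower in *P. leucopus*, and 24 of the 45 came within 1.5 times both of the paper's numbers in each species. The nearest were log2(TPM + 0.01) with the ratio of means over the study's number of CDS in *M. musculus* (259 and 146), and log2(TPM + 0.01) with the geometric mean of ratios over CDS with a mean TPM of at least 1 in *P. leucopus* (305 and 56).

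The paper plots 13243 CDS of *M. musculus* and 12938 of *P. leucopus* with a mean TPM of at least 10, and 8260 and 8218 had that here. The paper's number of genes in common with TPM of at least 10 in a library is 14979, and here it was 8954. With no minimum of TPM, 14958 names stood in both tables, which is close to the paper's number. These counts had no alternative set before the data were examined. In Fig. 2C the coefficient of determination of fold changes between species is about 0.25, read by eye, over 14979 CDS in common. No coefficient was computed here over that set of genes, so the gap to the values here cannot be read as a disagreement. Over the 6498 genes with a mean TPM of at least 10 in both species, the coefficient was 0.503 here. It was 0.483 to 0.518 with the other pseudocounts, 0.425 over genes with a mean TPM of at least 1, 0.415 over the genes of Table S2 and 0.481 to 0.52 without single animals, and all of these differ from the paper's. The paper's numbers of reads per library are of all reads sequenced and those here of reads assigned to CDS. In units of 1000000 reads, the paper's lowest in Supplementary Table S2 is 114 in *M. musculus* and 103 in *P. leucopus*, and 73.8 and 64.2 were assigned here. The paper's highest in *P. leucopus* is 143 there, and 90.5 were assigned here.

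For the passages the paper gives 80 genes upregulated in P4 and 25 in P47, and 386 and 225 were called here at the paper's stated thresholds. All alternatives set before the data were examined differ, and so does the filter on a mean TPM of at least 10 in either passage, chosen after seeing the values, with 512 and 300. The copy of Table S7 used here held 1998 of 9196 rows, and 564 of those rows have a log2 fold change of at least 2 and an FDR under 0.01 in the paper's own values, a count with no minimum of TPM, unlike the 386. The paper describes Table 2 as drawn from the longer list of Table S7. Whether its 80 and 25 count only genes listed in Table 2 is not stated. Table 2 does list 25 genes as higher in P47, and close to 80 as higher in P4. The 386 and 225 may therefore not be the same kind of count, and the gap cannot be read as a disagreement. Of the 107 genes of Table 2, 96 were compared by the Table 2 log2 ratio of passage means, a scale chosen after seeing the values, and 94 were within the larger of 1 SD of the libraries of a passage on the log2 scale and the rounding of the paper's values (0.05). The paper's value for Col4a5 is -9.8 and here it was -9.75, just outside that tolerance before rounding, with -6.28 and -9.61 under pseudocounts of 1 and 0.01. The paper's value for Kpna7 is -11.7 and here it was -11.41, with -7.00 and -11.14. The alternatives differ for both genes. The paper's text gives Slpi as 1000-fold lower in P47, while the paper's value in Table 2 is a log2 ratio of 9.0, against 8.93 here, and the ratio here was 489, with 197 and 482 under the pseudocounts of 1 and 0.01, which also differ. The paper gives Slpi as 10-fold higher in agonist-treated P47 cells. With LPS it was 3.62-fold here, with 1.33 and 3.45 under the same pseudocounts, which differ, while with Pam3CSK4 it was 9.48-fold, which does not. The label of Table S8 names Pam3CSK4, and the paper's text cites the table for both agonists. The paper's log2 values there are 5.6 for Ccl2, 5.5 for Cxcl1 and 3.6 for Cxcl10, and with Pam3CSK4 over the control they were 6.51, 6.34 and 4.38 here. The alternatives set before the data were examined (6.34 and 6.51, 6.15 and 6.34, 4.36 and 4.38) differ. The mean of both agonists over the control, chosen after seeing the values, gave 5.61, 5.47 and 3.61, which do not differ, and drops none of these genes.

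Of 142 values of Table 1 compared for 73 genes, 112 did not differ and 30 did, for 19 genes, where a value differs if the gap exceeds both 1.5-fold and the SD between animals on the log scale, so that wide spreads let larger gaps pass. All are folds between species relative to Gapdh. The fold of Arg1, higher in *P. leucopus*, is the paper's 14.6 in controls and 23.2 at 1 µg/mL, and was 6.16 and 9.54 here. For Batf2 in controls the paper's 60.2 was 26.0 here, for Tnfsf4 in controls the paper's 12.3 was 5.22, and for Pglyrp3 in controls the paper's 4.95 was 2.59, where its mean was under the pseudocount of 0.1 TPM in both species, so that the ratio is that of Gapdh and no difference can be read. For these genes the pseudocount of 0.01 does not differ, and the other alternatives set before the data were examined do. For Pglyrp3 at 1 µg/mL the paper's 1243 was 260.0 here, for Samd11 at 1 µg/mL the paper's 97.8 was 35.4, for Stat4 the paper's 323 in controls and 1359 at 1 µg/mL were 33.3 and 102, and for Trim30d in controls the paper's 1649 was 588, and again only the pseudocount of 0.01 does not differ. In *M. musculus* the means of Arg1, Batf2, Pglyrp3, Stat4, Tnfsf4 and Trim30d behind these values were under the pseudocount of 0.1 TPM, so the folds depend on the pseudocount and are no exact sizes. For Oas1 at 1 µg/mL the paper's 24.7 was 10.1 here, and only leaving out any of 6 animals does not differ. The mean of 5 reference genes, chosen after the tables were seen, does not differ for Arg1, Batf2, Tnfsf4, Pglyrp3 in controls and Oas1, and leaves 70 of the 74 measured genes in the direction of Table 1 in controls and 70 at 1 µg/mL, against 69 and 71 with Gapdh.

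Among the folds of genes higher in *M. musculus*, those of Aqp5 are the paper's 589 and 73.9 in controls and at 1 µg/mL and were 135 and 19.7 here, that of Nos2 in controls is the paper's 14.9 and was 1.78, and that of Wnt16 in controls is the paper's 950 and was 184. For these, Actb as the reference and the pseudocount of 0.01 do not differ. Lcn2 is the paper's 1719 and 12898 and was 519 and 3870, Il36a at 1 µg/mL is the paper's 142 and was 53.3, and Tnfsf11 in controls is the paper's 1465 and was 514. For these, Actb, no reference gene and the pseudocount of 0.01 do not differ, and for Lcn2 in controls leaving out any of 3 animals does not either. In *P. leucopus* the means of Aqp5, Il36a, Lcn2, Nos2, Tnfsf11 and Wnt16 behind these values were under the pseudocount of 0.1 TPM (Lcn2 at 0.00666 in controls), so these folds too depend on the pseudocount and are no exact sizes. Serpina3f is the paper's 13.7 and 3.83 and was 3.27 and 1.19, and Actb and no reference gene do not differ. No alternative comes within the paper's value for the remaining genes. Mt2 is the paper's 34.6 and 20.6 and was 594 and 196, Tyk is the paper's 7.50 and 13.6 and was 0.813 and 0.509, and Samd11 in controls, higher in *P. leucopus*, is the paper's 234 and was 92.6. Also given as higher in *P. leucopus*, Mmp12 is the paper's 4372 and 3114 and was 0.0616 and 0.0479, and Tm4sf19 is the paper's 17238 and 6108 and was 0.86 and 0.648. Mmp12 thus had the other direction here, and so did Tyk at 1 µg/mL, 1.97-fold higher in *P. leucopus* (exact permutation p = 0.0079). For Tm4sf19 (exact permutation p = 0.79 in controls and 0.31 at 1 µg/mL) and for Tyk in controls (exact permutation p = 0.13) no difference was called, and with Actb Tyk had the paper's direction in controls and at 1 µg/mL (natural-log differences of *P. leucopus* minus *M. musculus* of -1.28 and -0.97). In Supplementary Table S2 the paper's rows for Mmp12 and Tm4sf19 equal, within 0.02 of a natural log in all 15 libraries, Mmp11 and Tm4sf1 of *P. leucopus* and Mmrn1 and Tm4sf20 of *M. musculus*, so that these rows hold values of other CDS than those compared here. The *P. leucopus* table has no CDS named Tyk. The paper's *P. leucopus* row for Tyk lay within 0.074 of a natural log of Txnrd3, the name just before it, in all 15 libraries. This is outside the tolerance of 0.02, so whether that row too holds values of another CDS stays open. The ratio of reads in place of TPM, chosen after seeing the values, brought 0 of the 30 within the paper's values.

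Some statements without a number also differ. The paper lists Fth1 among genes not detectably transcribed in the species of comparison, while a CDS named Fth1-1 was at 9190 ± 3120 TPM in *P. leucopus* controls. The paper places the species difference in Il11 only in treated cells, while *M. musculus* controls were 3.4-fold above *P. leucopus* controls relative to Gapdh (exact permutation test, adjusted p = 0.012), and 20.2-fold above them at 1 µg/mL. The paper's folds in Table 1 are 1.92 and 11.7, and with reads in place of TPM, chosen after seeing the values, they were 1.73 (adjusted p = 0.12, not called) and 10.3, which leaves no difference in controls past the test. The paper reports an error in the annotated coding sequence of *P. leucopus* Il11, and TPM depend on the coding length. The fold on TPM can therefore not decide whether the controls differed. The paper has no decline of Il11ra in treated deermouse cells, while its log2 change at 1 µg/mL was -0.32 (SE 0.06, adjusted p = 0.00406 from limma) against -0.60 in *M. musculus*. Of the genes the paper names as higher in P4, Col8a1, Eng and Lbp were called, and Deptor and Il6 were not. Il6 was called with a block for the treatment and without the P4 control, and Deptor passes with the filter on either passage, chosen after seeing the values. Of those it names for P47, Il1rn and Timeless were called, and Il11 was not, except without the control of either passage or without the P47 LPS library. The paper gives Nfe2l2 as the leading transcription factor among genes correlated with Slpi, and it ranked 16 here, just after Irf1 at 15. Their R² were 0.762 and 0.772, and that of Nfe2l2 ranged from 0.717 to 0.818 without single animals. The order of Irf1 and Nfe2l2 therefore does not speak against the paper's statement.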

Other observations

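The splits of the libraries were chosen only after the result was seen. With 1 µg/mL of Pam3CSK4, all 14 measured interferon-inducible GTPases, which act against microbes inside cells, were called higher in *M. musculus*, with a median log2 fold change of 2.53 (adjusted p = 1.18e-14 from camera, adjusted p = 0.0608 with an estimated correlation), and all 4 measured in *P. leucopus*, with a median of 5.21 (adjusted p = 1.05e-11, adjusted p = 0.0032 with an estimated correlation), among them Irgm1 at 6.71 and Tgtp2 at 5.40. The *P. leucopus* table has no CDS named Gbp2, Gbp3, Gbp5, Gbp6, Igtp or Ifi47. These medians are therefore over different members and do not compare the species. Of the genes of class I antigen presentation, 5 of 12 were higher in *M. musculus* (adjusted p = 3.75e-13, adjusted p = 0.00222 with an estimated correlation) and 6 of 11 in *P. leucopus* (adjusted p = 9.46e-16, adjusted p = 0.0116 with an estimated correlation). The proteasome subunit gene Psmb8 was at 1.92 and 1.77, in that order, and the response of the peptide transporter gene Tap1 was higher in *P. leucopus* by 1.30, the only called difference among the 12. Of the Toll-like receptors and proximal signaling genes, 2 of 16 were higher and 1 lower in *M. musculus* (adjusted p = 0.014, adjusted p = 0.215 with an estimated correlation), and 5 of 17 higher in *P. leucopus* (adjusted p = 4.09e-05, adjusted p = 0.198 with an estimated correlation). Tlr2, whose product binds lipopeptides such as Pam3CSK4, was at 3.25 in *M. musculus* and 4.13 in *P. leucopus*, and its co-receptor gene Cd14 at 1.70 and 2.08. The responses of 5 of 18 genes of this list were called higher in *P. leucopus* than in *M. musculus* (adjusted p = 0.161), among them those of Tlr7 by 2.20, Tlr6 by 1.48 and Tlr3 by 1.08. Tlr1, whose product pairs with that of Tlr2 at such lipopeptides, fell by 1.17 in *M. musculus* from 6.17 ± 3.03 TPM (SD, n = 5), and in *P. leucopus* it was at 0.0648 ± 0.101 TPM (SD, n = 5) in the controls and 0.176 ± 0.346 TPM (SD, n = 5) at 1 µg/mL, below the mean needed for the test within that species.

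Matrix proteases and inhibitors included 5 of 15 called higher in *M. musculus* (adjusted p = 0.000628, adjusted p = 0.0686 with an estimated correlation), among them the metalloproteinase genes Mmp13 at 2.95, Mmp10 at 2.81 and Mmp9 at 2.70, and 2 of 14 in *P. leucopus* (adjusted p = 0.000174, adjusted p = 0.0192 with an estimated correlation), Mmp10 at 1.77 and Mmp3 at 1.53. The responses of Adamts9, Mmp9, Mmp13 and Mmp3 were lower in *P. leucopus* than in *M. musculus*, those of Mmp9 and Mmp13 by -2.26 each, with an adjusted p of 0.485 for the list. In *P. leucopus* Adamts9 was at 1.54 ± 0.937 TPM (SD, n = 5) in the controls and 0.405 ± 0.220 TPM (SD, n = 5) at 1 µg/mL, below the mean needed for the test within that species. Of 28 extracellular matrix genes, only the collagen gene Col5a3 was called in either species, at 1.90 in *M. musculus* and 1.27 in *P. leucopus*, and limma called no difference between the species, with 12 of 28 at an unadjusted p under 0.05. In *P. leucopus* 5 of 15 hypoxia and glycolysis genes were higher (adjusted p = 1.14e-07, adjusted p = 0.028 with an estimated correlation), among them Pfkfb3 at 1.61, and the responses of Vegfa and Ero1a were lower than in *M. musculus*, by -1.32 and -1.01. None of 23 cell cycle genes was called by limma in *M. musculus*, in *P. leucopus* or in the difference between them, with 19, 16 and 9 at an unadjusted p under 0.05, and their median was -0.16 in *M. musculus* and -0.33 in *P. leucopus* (adjusted p = 0.014 and 6.29e-05 from camera, adjusted p = 0.586 and 0.513 with an estimated correlation). Of the genes of p53 and senescence, none of 13 was called by limma in *M. musculus* (9 at an unadjusted p under 0.05) and 1 of 12 in *P. leucopus*, the cell cycle inhibitor gene Cdkn2b at 1.98. No gene of cholesterol synthesis was called by limma, of 13 in *M. musculus*, 11 in *P. leucopus* and 10 in the difference (7, 8 and 5 at an unadjusted p under 0.05), and of imprinted genes Plagl1 was higher at 1.49 and Peg10 lower at -1.03 in *M. musculus*, with none of 8 called by limma in *P. leucopus* (3 at an unadjusted p under 0.05). Between the species, the response of Srxn1 was the only 1 of 16 among Nrf2 targets to differ, by -1.19, those of 4 of 13 genes of arginine metabolism were lower in *P. leucopus* (adjusted p = 0.0475, adjusted p = 0.265 with an estimated correlation), and of 15 antimicrobial and acute-phase genes the responses of 8 were higher and 1 lower (9 and 2 when adjusted over the list alone).

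Other splits of the libraries were compared with the real one, 16 for each comparison within a species, each of which parts as many pairs of libraries of an animal. The real split called 612 and 641 genes in *M. musculus* at 1 and 10 µg/mL, 606 and 1176 in *P. leucopus* at these doses, and 1 in *P. leucopus* between the doses, and the highest number in any other split was 0 in each case. The splits are too few for a share under 0.05. Between the doses in *M. musculus* limma called 0 genes, so that all 16 of the 16 splits were as large, and 592 of 12308 genes had an unadjusted p under 0.05, where 615 would come by chance. Passages 4 and 47 differed in 611 genes, and the highest of the other 9 splits was 0, again too few splits for a share under 0.05.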
